# The RPN12a proteasome subunit is essential for the multiple hormonal homeostasis controlling the progression of leaf senescence

**DOI:** 10.1038/s42003-022-03998-2

**Published:** 2022-09-30

**Authors:** Clément Boussardon, Pushan Bag, Marta Juvany, Jan Šimura, Karin Ljung, Stefan Jansson, Olivier Keech

**Keywords:** Leaf development, Senescence

## Abstract

The 26S proteasome is a conserved multi-subunit machinery in eukaryotes. It selectively degrades ubiquitinated proteins, which in turn provides an efficient molecular mechanism to regulate numerous cellular functions and developmental processes. Here, we studied a new loss-of-function allele of RPN12a, a plant ortholog of the yeast and human structural component of the 19S proteasome RPN12. Combining a set of biochemical and molecular approaches, we confirmed that a *rpn12a* knock-out had exacerbated 20S and impaired 26S activities. The altered proteasomal activity led to a pleiotropic phenotype affecting both the vegetative growth and reproductive phase of the plant, including a striking repression of leaf senescence associate cell-death. Further investigation demonstrated that RPN12a is involved in the regulation of several conjugates associated with the auxin, cytokinin, ethylene and jasmonic acid homeostasis. Such enhanced aptitude of plant cells for survival in *rpn12a* contrasts with reports on animals, where 26S proteasome mutants generally show an accelerated cell death phenotype.

## Abstract (web summary)

A loss-of-function mutation in the RPN12a proteasome subunit in *Arabidopsis thaliana* shows that this protein is essential for hormonal homeostasis, thereby modulating plant’s development and the progression of leaf senescence.

## Introduction

Past research has shown that the molecular mechanisms controlling the induction and progression of cell death diverge significantly between animals and plants. For instance, while the cell death-dependent molecular mechanisms associated with senescence applies to both kingdoms, plants possess a particular type of cell death mechanism, defined as a vacuolar-type cell death^1^, which allows for the specific recovery and export of nutrients from the senescing organ towards the rest of the plant. Leaf senescence is undoubtedly the most well-studied developmental process when it comes to senescence in plants, as it contributes actively to plant fitness and seed quality. With the aim to better understand the molecular mechanisms controlling the induction and progression of leaf senescence, we performed a genetic screen to isolate functional stay-green mutants in *Arabidopsis thaliana*^2^ (Arabidopsis). One of these EMS (ethyl methanesulfonate) mutants, named *FSG-236*, was supposedly associated with a dysfunctional proteasome.

The 26S proteasome is a very well conserved multi-subunit machinery in eukaryotes. It selectively degrades tagged proteins, which in turn provides an efficient molecular mechanism to regulate numerous cellular functions and developmental processes. The 26S proteasome consists of a 20S core particle (CP) and a 19S regulatory particle (RP) located at one or both extremities of the 20S CP; in the latter case only one of the two 19S particles is functional^3,4^. Proteins subjected to a tight regulation are first ubiquitinated, and often referred to as ubiquitin-protein conjugates (Ubn–protein conjugates), by a wide range of specific E3 ligases^5^. Subsequently, the Ubn–protein conjugates are recognized by the 19S, which encompasses two sub-particles named base and lid. The base is composed of six regulatory particle AAA ATPase subunits (RPTs) and three regulatory particles non-ATPase (RPN1, RPN2, and RPN10), the latter being necessary for the identification of ubiquitinated targets. The lid is composed of eight RPN subunits and insures the substrate recognition and de-ubiquitination function^6,7^. Following de-ubiquitination, proteins are unfolded and translocated to the 2S CP, a hepta-subunits inner β-ring that operates the proteolytic activity via β1, β2, and β5^8–10^.

Here, we studied a loss of function allele of RPN12a, a plant ortholog of the yeast and human structural component of the 19S proteasome RPN12. In line with previous studies made on other RP mutants^11,12^, we showed that a *rpn12a* knock-out had exacerbated 20S and impaired 26S activities, which led to a phenotypical pleiotropy including a striking repression of leaf senescence. Further investigation demonstrated that RPN12a is essential for the maintenance of homeostasis between multiple hormone conjugates.

## Results

### A premature stop codon in the *RPN12a* coding sequence leads to a functional stay-green phenotype

With the aim to identify new key members regulating the induction and progression of cell death during senescence in leaves, we carried out a screen for a delayed dark-induced senescence phenotype (DIS)^2^ in EMS-mutagenized Arabidopsis Columbia (Col-0) plants in the M2 generation. This was assessed using the individually darkened leaves (IDL) experiment^13^. In short, while the plant is exposed to light, two leaves were placed in darkness, which triggers a synchronized induction of senescence. After 7 days, IDL of the recessive mutant, named *FSG-236*, showed a delayed senescence while IDLs of WT turned yellow (Fig. 1a). A similar phenotype was observed with detached leaves placed on a floating medium and kept in darkness for 7 days, which indicates that the functional stay-green (FSG) phenotype is coupled to the endogenous metabolism of the cells from the leaf itself and does not result from a signaling event between different parts of the plant (Fig. 1b). The plants were self-fertilized to the M4 generation, when the delay of senescence trait was fixed, and backcrossed twice to clean the genetic background.

**Fig. 1:**
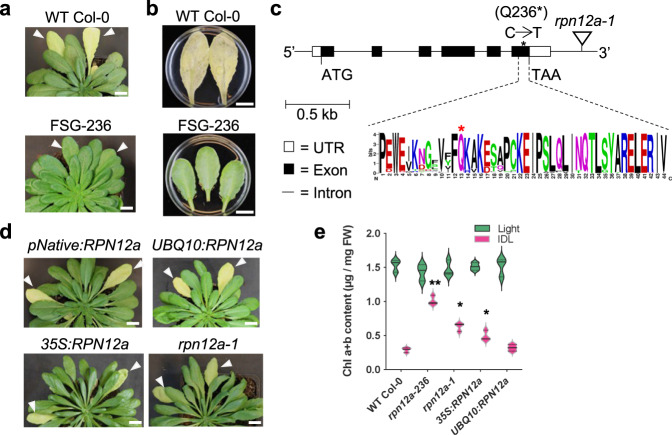
Molecular and phenotypic characterization of the EMS mutant Arabidopsis mutants subjected to dark-induced senescence. **a** Senescence and stay-green phenotype of WT Col-0 and EMS mutant leaves individually darkened (IDL) for 7 days (white arrows), respectively, and **b** of detached leaves from 6-week-old plants, grown in SD, placed in darkness for 7 days in 3 mM MES (pH 5.7). **c** Localization of the EMS mutation in the *RPN12a* gene causing the stay-green phenotype due to a premature stop codon (Q236*) in the C-terminal end of the RPN12a protein. White boxes: UTR, dark boxes: exons, and lines: introns. Weblogo was used to visualize the sequence conservation in the 187 closest proteins aligning with the last 44 amino acids in the C-terminal region of RPN12a. The height of each letter (score on *y*-axis) indicates the relative frequency of an amino acid at a given position, whilst the overall height of the stack indicates sequence conservation at that position. Red asterisk (*): glutamine in position 236 which is turned into a stop codon. **d** Phenotype of individually darkened leaves (7 days) in two complemented lines (driven by a UBQ10 or 35S promotor), and a *rpn12a-1* T-DNA mutant. **e** Chlorophyll content of the *rpn12a* mutants and complemented lines (from 6-week-old plants, grown in SD). The violin plots show a medium smoothing of the distribution of the data with the median (plain line) and two quartiles (dotted line); a Student’s *t*-test (two sided; *n* = 3 biologically independent replicates) showed statistically significant differences from WT Col-0 for similar treatment at *p < 0.05, **p < 0.001. Scale bars = 1 cm.

To identify the mutation responsible for the FSG phenotype, sequencing on a bulk of eight backcrossed plants was carried out and all SNPs were identified. We narrowed down our search for causal mutations by identifying exon-coded, non-synonymous, and homozygous mutations that turns G-to-A or C-to-T. Seven different genes on chromosome 1, each containing a single non-synonymous point mutation, were identified (Supplementary Data 1). One of these, a C-to-A mutation, turned a glutamine (Q_236_) to an early stop codon in the sequence of the RPN12a 26S proteasome regulatory particle subunit, which potentially led to a truncated protein lacking 32 amino acids in its C-terminal region (Fig. 1c). RPN12a is well conserved between species. The RPN12 of fission yeast (*Schizosaccharomyces pombe*), an ortholog of AtRPN12a, is composed of N-terminal tetratricopeptide repeats and a winged helix (WH) domain in the C-terminal. The RPN12 WH domain of *S. pombe* is aligned with residues D_185_ to V_234_ of Arabidopsis RPN12a protein, hence, potentially still present in the mutant version of RPN12a^14^. To get a better understanding of the conservation of the RPN12a C-terminal end in plants, 187 protein sequences from different plants were identified using blastP using the last 44 amino acids of RPN12a sequence as probe. A sequence logo representation of the conservation of the C-terminal part of RPN12a across this dataset is shown in Fig. 1c. The 32 amino acids sequence in the C-terminal end is remarkably well conserved within species suggesting an important role for the deleted RPN12a domain in the mutant.

To confirm that the FSG phenotype observed in the mutants was a consequence of the premature stop codon in *RPN12a*, the mutant was complemented with the *RPN12a* open reading frame (ORF) under the control of constitutive promoters, 35S and UBQ10, or with a 2963 bp genomic fragment comprising a region of 861 bp before ATG, the *RPN12a* ORF (1662 bp) and 440 bp downstream. After transformation, IDL experiments were conducted on T2 complemented lines for each construct. Restoration of a WT-like progression of senescence was observed for complemented lines containing the *UBQ10:RPN12a* and the 2963 bp genomic fragment transgenes (Fig. 1d). Only a partial rescue was observed for the *35S:RPN12a* construct, and the phenotype was similar to the *rpn12a-1* mutant^15^(Fig. 1d). The *rpn12a-1* mutant contains an ARP-NPTII T-DNA insertion downstream of *RPN12a*, which impedes its expression but does not lead to a true knockout. This comparison thus suggests that *35S:RPN12a* construct had been partially silenced. We also quantified the chlorophyll content in all these lines in both IDL and light controls (Fig. 1e). As expected, the EMS mutant, hereafter named *rpn12a-236*, retained more chlorophyll than the *rpn12a-1* mutant and *35S:RPN12a* complemented line. The WT and *UBQ10:RPN12a* complemented line had a strong reduction in their chlorophyll content upon the darkening treatment confirming the senescence phenotype observed in IDL after 7 days (Fig. 1e). Altogether, this demonstrated that the premature stop codon in *RPN12a* caused the changed induction and progression of senescence-associated cell death in response to the stress “prolonged darkness”.

### The *rpn12a-236* mutant displays a pleiotropic developmental phenotype

We tested whether additional developmental phenotypes were observed in the *rpn12a-236* mutant and how it compared with the previously characterized *rpn12a-1* T-DNA mutant^15^. While both the *rpn12a-236* and *rpn12a-1* mutants showed a delay in skotomorphogenesis compared to the WT and *UBQ10:RPN12a* complemented line when seedlings were grown in the dark, a more severe delay in cotyledon and apical hook opening was observed in *rpn12a-236* than *rpn12a-1* (Fig. 2a). Under short-day (SD) growth conditions, a strong reduction of rosette size and a delay in the transition from vegetative to reproductive growth was observed in *rpn12a-236* as compared with WT and *UBQ10:RPN12a*, that needed on average 59.4 and 60.2 days before bolting, respectively, compared to ca. 70 days in *rpn12a-236* (Fig. 2b, c). Unexpectedly, both *rpn12a-1* and the *35S:RPN12a* complemented line bolted significantly earlier. Since vegetative growth was significantly delayed in the *rpn12a-236* mutant, developmental senescence also logically appeared delayed when assessed on a time basis. However, when estimated after the 5.10 developmental stage^16^, progression of developmental senescence appeared much quicker in *rpn12a-236* than in the WT and *rpn12a-1* plants, suggesting a dysfunctional regulation of this developmental process in *rpn12a-236* (Fig. 2d and Fig. S1). In line with this, siliques of *rpn12a-236* were underdeveloped (3-fold shorter than WT), albeit fertile, and less productive than in the other genotypes tested: with about 2-times lower seed yield than in *rpn12a-1* and *35S:RPN12a*, and more than 4-times lower than *UBQ10:RPN12a* and WT (Fig. 2e). Taken together, these results show that *rpn12a-236* has a pleiotropic phenotype, including a retarded growth and a much lower seed production than the WT and the leaky allele *rpn12a-1*.

**Fig. 2:**
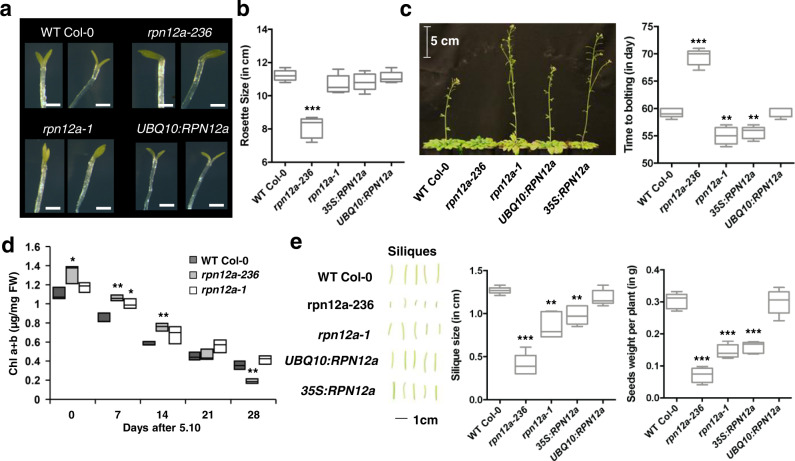
Phenotypic characterization of *rpn12a-*236 during growth and development and comparison with other lines. **a** Skotomorphogenesis of seedlings after 10 days in darkness. *rpn12a-236* exhibits a reduced cotyledon opening and a marked apical hook. Scale bars = 0.1 cm. **b** Rosette diameter, and **c** Time to bolting measured at 5.10 developmental stage^18^ for plants grown under short-day conditions (*n* = 5 biologically independent replicates per genotype) **d** Chlorophyll content in leaves (rosette 7 to 12) undergoing developmental senescence (*n* = 3 biologically independent replicates per genotype; box plots are min max and the middle line is the median). **e** Silique growth and seed production for all studied genotypes. (*n* = 100 (i.e., 5 biologically independent replicates with 20 siliques each). For box and whiskers plots in **b**, **c**, and **e**, the interquartile range of the box is from the 25th to 75th percentiles, and the middle line is the median; whiskers represent min and max values; a Student’s *t*-test (two sided) showed statistically significant differences at *p < 0.05, **p < 0.001, ***p < 0.0001 when compared to WT.

### The proteasome activity is altered in *rpn12a-236*

To test the extent to which this deletion causes stability issues in the truncated protein of *rpn12a-236*, we performed an immunoblot assay with the RPN12a antibody on *rpn12a-236* and several proteasome mutants: *rpn12a-1*, *rpt2a-2*, and *rpn10-1*. RPN12a was translated in all mutant lines including *rpn12a-236*, although the signal was hardly detectable in *rpn12a-1*, as previously described^15^ (Fig. S2). This indicates that the C-terminal deletion does not affect protein stability, and thus the *rpn12a-236* mutant version of RPN12a would potentially still be incorporated into the 26S proteasome complex. Therefore, to assess the ubiquitin-dependent activity of the 26S proteasome, we compared the Ubn–protein profiles of WT, *rpn12a-236*, *rpn12a-1*, *rpt2a-2*, and *rpn10-1*; the latter two being subunits of the 19S proteasome but where only *rpn10-1* is known to accumulate Ubn-proteins^11,17^. Both *rpn10-1* and the *rpn12a-236* mutants had levels of Ubn-proteins ca. 4 to 5-fold higher than all the other genotypes (Fig. 3a), suggesting a strong impairment of the 26S proteasome functionality in *rpn12a-236* (and in *rpn10-1*) as compared to the *rpn12a-1*.

**Fig. 3:**
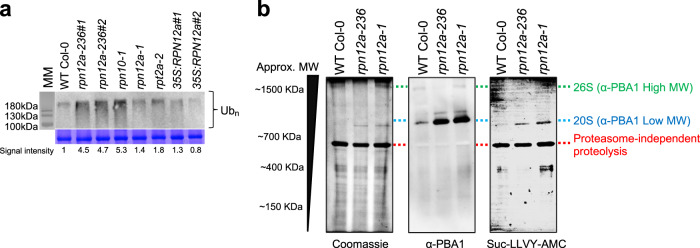
Proteasome assembly and activity. **a** Levels of Ubn–protein conjugates in WT Col-0*, rpn12a-1*, *rpt2a-2, rpn10-1*, *rpn12a-236,* and *35S:RPN12a* leaves. Twenty micrograms of total protein (control = Coomassie blue staining with a focus on Rubisco large subunit) were subjected to SDS-PAGE and immunoblot analysis with anti-ubiquitin antibodies. The signal intensity of ubiquitin-protein conjugates was estimated, and fold-change as compared to WT Col-0 was reported below the immunoblot for each genotype. **b** Proteasome chymotrypsin-like activity. Native-PAGE followed by immunoblot analyses of the PBA1 subunit (middle) and activity test (right) in 10 µg of total protein extracts from 10-day-old seedlings. For the 20S proteasome activity, native-PAGE membrane was incubated with a Suc-LLVY-AMC fluorophore solution and revealed at 365 nm. Loading control was checked by Coomassie staining (left) (experiments were run in triplicates from independent extracts).

Consequently, we examined the 26S proteasome assembly of *rpn12a-236* on a one-dimension native-PAGE followed by an immunoblot of the 20S CP subunit PBA1. The PBA1 signal corresponding to the 20S CP was 7-fold stronger in both *RPN12a* mutants than in WT (Fig. 3b), showing that the 20S proteasome accumulated in the *RPN12a* 19S RP mutants. Furthermore, while the 26S proteasome signal was visible and of similar intensity in *rpn12a-1* and WT, it could barely be detected in the *rpn12a-236* mutant (Fig. 3b). We therefore concluded that the accumulation of the Ubn–protein conjugates in *rpn12a-236* is correlated to a change in the 26S/20S proteasomes ratio. This was confirmed by running immunoblotting on a second-dimension gel. Immunoblots against PBA1 and RPN12a were used to determine the localization of the 20S CP and the 19S, respectively (Fig. S3). Finally, the proteasome chymotrypsin-like activity was checked using Suc-LLVY-AMC, a fluorogenic substrate that is cleaved by the β5 subunit of the 20S proteasome. As seen on membrane and in vitro, the chymotrypsin-like activity of *rpn12a-236* and *rpn12a-1* was higher than in the WT, demonstrating an enhanced 20S proteasome activity in the two *rpn12a* mutants (Fig. 3b and Fig. S4). Of note, on membrane, a strong and stable proteasome independent (i.e., which does not react with PBA1 and RPN12a antibodies) AMC signal corresponding to a ca. 600 kDa complex was detected (Fig. 3b). Second-dimension Ponceau staining showed that the signal colocalized with a 65 kDa protein (Fig. S3), suggesting that this protein could form a multimer containing a chymotrypsin-like protease activity.

It has previously been observed that oxidized proteins are preferential targets of the 20S particle, and that 19S particle mutants showed an enhanced non-ubiquitin-dependent protein degradation as well as an increased oxidative stress tolerance^11^. Furthermore, it is known that oxidized proteins accumulate during the progression of leaf senescence^18,19^. Since *rpn12a-236* had more 20S, we hypothesized that the FSG phenotype observed in *rpn12a-236* could be linked, at least partially, to an enhanced tolerance to ROS-induced oxidative stress. To this end, we estimated the amount of hydrogen peroxide (H_2_O_2_) and superoxide (O_2_^−^) using Diaminobenzidine (DAB) and Nitro Blue Tetrazolium (NBT), respectively, in IDLs of WT and *rpn12a-236*. After 3 days and 6 days of darkening treatment, leaves of *rpn12a-236* showed only scarce DAB brown color while in WT, the DAB coloration first decreased after 3 days but accumulated massively after 6 days in darkness (Fig. S5a). Conversely, the NBT signal decreased in the WT after 3 days and 6 days of darkness when compared to the light control, while it remained stable in *rpn12a-236* across the time-course of the treatment (Fig. S5b). We thus concluded that the darkening treatment led to a decrease in H_2_O_2_ accumulation in *rpn12a-236* mutant leaves, contrasting with the increased DAB signal observed in WT during the progression of senescence

Finally, as protein carbonylation is a marker of the damaging effect of ROS^19^, we determined the level of carbonylated proteins in the WT and *rpn12a-236* proteasome mutant leaves using 2,4-dinitrophenylhydrazine (DNPH) derivatization. The *rpn12a-236* mutant displayed a stable amount of anti-DNP signal over time, suggesting that the carbonylation of proteins was not induced in IDLs, whereas a 2.6-fold accumulation was detected in WT IDLs after 6 days (Fig. S5c). Altogether, we concluded that the *rpn12a-236* mutant had a compromised 26S proteasome activity, likely with lower processing of the Ubn–protein conjugates and enhanced 20S activity, which led to a reduced cell death-induced oxidative stress.

### RPN12a undergoes a profound transcriptional shift both in illuminated and individually darkened leaves

To gain insight into the molecular mechanisms conferring this extended longevity to *rpn12a-236* in response to darkness, we performed RNA-seq analysis on WT and mutant leaves sampled after 0 h (light control), 6 h, 1 day, 3 days, and 6 days of IDL treatment. 

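The RNA-seq samples comprised 42 libraries in 14 conditions with 3 biological replicates each, every replicate being a pool of leaves from independent plants. WT Col-0 and *rpn12a-236* leaves taken in the light at 0 d and after 6 h, 1 d, 3 d and 6 d as IDLs gave 30 libraries, and WT leaves kept in the light for the same 4 periods gave the other 12. Leaves were harvested at 8 am, except those of the 6 h time point, which were harvested at hour 14 of the day. The authors removed rRNA reads, trimmed the rest, quantified TAIR10 transcripts with kallisto and summed them to genes. They then applied the variance stabilizing transformation of DESeq2 without regard to the conditions and expressed each gene as a z-score over the 42 libraries. The deposited values are these z-scores. Each gene has a mean of 0 and an SD of 1 in them, so that neither a fold change nor an expression level nor the depth of a library can be read from them. A difference between groups is therefore given in z-score units, that is, in SDs of the gene over the 42 libraries. Where at least 2 libraries shared the lowest z-score of a gene, that value was taken as a floor that stands for libraries without reads of the gene. Between 5215 and 6408 genes were at their floor in a library, and a gene was tested when at least 3 libraries of the comparison were above it. Groups were compared with the moderated test of limma and Benjamini-Hochberg adjustment over all genes tested. The genotypes were compared at each time point on its 6 libraries, with an adjusted p of at most 0.001 for counts of genes and of at most 0.01 for gene lists and single genes. The power of this comparison was measured on simulated z-scores. With 200 changed genes, shifted by 2 to 16 within-group SDs, the fit on 6 libraries recovered 0 of them at either threshold, whereas a fit on the 30 libraries of the time course recovered 10 of 50 genes shifted by 4 SDs and 50 of 50 shifted by 8 SDs at the stricter one. With 6000 changed genes, the fit on 6 libraries recovered 48.9% of those shifted by 8 SDs at the stricter threshold and 97.7% at the other. A count of 0 from 6 libraries is therefore no evidence that genes do not differ, and values from the fit on 30 libraries are given beside it.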

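A principal component analysis of the z-scores of all deposited genes in the 42 libraries ordered the samples by darkness and time. Each gene has the same variance in it, so a gene that varies little weighs as much as a gene that varies strongly. The first component held 28.8% of the variance, and 25.7% when only the 30 libraries of the time course were used. On it, WT leaves had a mean score of -106 (SD 3.64, n = 3) at 0 d in the light and of 16.9, 43.8, 78.1 and 90.0 after 6 h, 1 d, 3 d and 6 d as IDLs. Leaves of *rpn12a-236* started at -68.0 (SD 7.17, n = 3) and reached 28.0, 71.3, 110.0 and 129 at the same times. The largest SD among these 10 groups was 15.2, in WT at 1 d. WT leaves that stayed in the light had mean scores from -108 to -85.4 at the later times, far below the IDLs of either genotype.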

We plotted the first two components of a Principal Component Analysis (PCA) from normalized RNA-seq-data, and observed that the first component, accounting for 49% of the variance in the experiment, reflected the response to darkness and the treatment time-course (Fig. 4a). Components 2 and 3, accounting for 13% and 10% of the variance, respectively, separated for time and genetic background (Fig. 4a and Fig. S6). These plots revealed that for both genotypes, IDLs had a comparable trend in their response to darkness, yet diverged by the amplitude of this response. 

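In the z-scores the second and the third component held 10.8% and 8.60% of the variance, or 14.6% and 11.9% in the 30 libraries of the time course. On the second, the IDLs of WT rose from a mean score of -45.5 (SD 11.9, n = 3) at 6 h to 120 (SD 5.14) at 6 d, and those of *rpn12a-236* from -79.3 (SD 15.3) at 6 h to 16.0 (SD 11.5) at 6 d. On the third, the mean score of *rpn12a-236* lay above that of WT at each time point, with 65.9 against 26.4 at 0 d, -13.8 against -83.5 at 6 h, 8.85 against -69.2 at 1 d, 65.5 against -35.9 at 3 d and 71.6 against -29.8 at 6 d. The SD of these groups on the third component was at most 12.7.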

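Darkening was then compared with 0 d within each genotype, with limma on the 15 libraries of that genotype. In WT, 6867, 7677, 8751 and 9730 genes changed after 6 h, 1 d, 3 d and 6 d at an adjusted p of at most 0.001, and in *rpn12a-236* 4447, 6553, 7350 and 8388 genes. Leaving out 1 replicate moved these counts most, to between 2405 and 5738 genes in WT and between 0 and 4296 genes in the mutant, where 0 was reached at 6 h. The response itself differed between the genotypes (interaction of genotype and time in the 30 libraries) for 757 genes at 6 h, 1285 at 1 d, 1741 at 3 d and 2938 at 6 d. With 1 replicate number left out these counts fell to 9 to 109, 10 to 59, 74 to 135 and 484 to 782. Across the genes changed in WT, the slope of the mutant response on the WT response was 0.645, 0.719, 0.668 and 0.641 at the 4 times. Genes are not independent replicates, so no p is given for a slope, and with 1 replicate left out the slopes stayed between 0.598 and 0.735. Choosing the genes changed in the mutant moved the slopes to 0.927, 1.05, 0.985 and 0.953, and across all 22416 genes tested in both genotypes they were 0.596, 0.673, 0.637 and 0.624. The SD of the response over all these genes in the mutant was 0.917, 1.07, 0.993 and 0.998 times that in WT. Noise in the WT values pulls a slope below 1. The ratio of these SDs was 0.769, 0.867, 0.825 and 0.819 for genes chosen in WT and 1.09, 1.30, 1.21 and 1.23 for genes chosen in the mutant, so it depended on the choice. Leaves of the 6 h time point were harvested at hour 14 and those of 0 d at hour 8. In WT leaves kept in the light, 2523 genes differed from 0 d at 6 h at the threshold of 0.001. The later times gave 59, 0 and 1 genes. WT IDLs and WT light leaves of 6 h differed for 0 genes in their 6 libraries (1833 at 0.01). At an unadjusted p under 0.05, 9770 genes differed, so this 0 is no evidence against an effect of darkness at 6 h. On the first component, these WT groups had mean scores of 16.9 (SD 7.68) and -94.2 (SD 12.5). The counts against 0 d, the slope and the interaction at 6 h set hour 14 against hour 8. They do not separate darkness from the hour of harvest. From its component plots, the paper concludes that both genotypes followed a comparable trend in darkness and that the amplitude of the response set them apart.

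**Figure D1:**
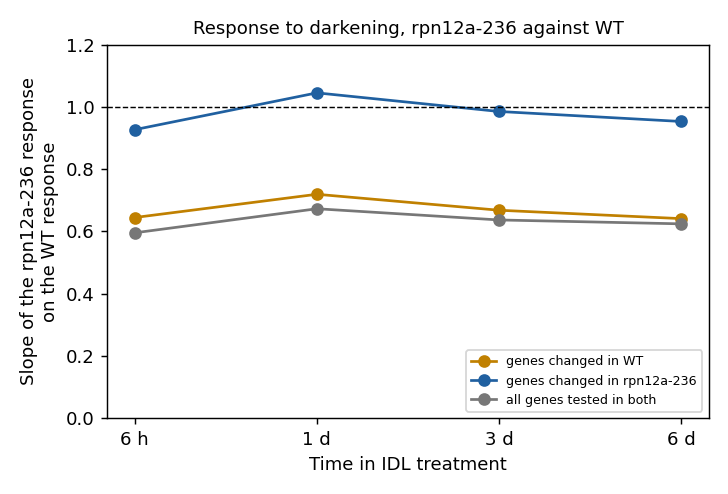
Slope of the *rpn12a-236* response to darkening on the WT response (difference in z-score from 0 d, without unit) against time as IDLs, with 1 point per time for the genes changed in WT, the genes changed in *rpn12a-236* and all genes tested in both. The dashed line marks a slope of 1. The points lie between 0.641 and 0.719 for genes changed in WT and between 0.927 and 1.05 for genes changed in *rpn12a-236*. Those for all genes lie between 0.596 and 0.673.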

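At 0 d, before any darkening, 21444 genes were compared between the 3 *rpn12a-236* and the 3 WT libraries. Of these, 0 had an adjusted p of at most 0.001, 1962 had one of at most 0.01 (995 higher and 967 lower in the mutant) and 9064 had an unadjusted p under 0.05. Leaving out any 1 of the 6 libraries also gave 0 genes at 0.001. The choice of libraries moved this count most. At the same threshold of 0.001, the fit on the 30 libraries of the time course gave 2181 genes (1101 higher, 1080 lower) and the fit on all 42 libraries gave 2456.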

More than 3000 genes were differentially expressed already at 0 day, i.e., before the IDL treatment (*p* ≤ 0.001) (Fig. 4b). This observation was not surprising considering the *rpn12a-236* pleiotropic developmental phenotype. 

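After 6 h as IDLs, 0 of 21651 genes differed between the genotypes at an adjusted p of at most 0.001, 427 at 0.01 (271 higher and 156 lower in *rpn12a-236*) and 6762 at an unadjusted p under 0.05. At the stricter threshold the fit on 30 libraries gave 1362 genes (596 higher, 766 lower) and the fit on 42 libraries 1622, fewer than at 0 d in either fit. Over the 17536 genes without a floor, the median SD between replicates was 0.312 at 0 d and 0.351 at 6 h in z-score units, and the median absolute difference between the genotypes was 0.565 at 0 d and 0.469 at 6 h.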

Curiously, the number of differentially expressed genes (DEGs) dropped to around 1500 after a 6 h treatment, suggesting an influence of the circadian rhythm on to the proteasome-dependent regulation of cell metabolism. 

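At the later times the fits on 6 libraries called 0 genes at 1 d, 1207 at 3 d (593 higher and 614 lower in *rpn12a-236*) and 910 at 6 d (395 higher, 515 lower) at an adjusted p of at most 0.001, and 0 at each time once any 1 of the 6 libraries was left out. The counts at 0.01 were 2457, 5796 and 5388, and those at an unadjusted p under 0.05 were 9279, 11422 and 11149. In the fit on 30 libraries, 3079 genes (1479 higher, 1600 lower) differed at 1 d, 4261 (2016 higher, 2245 lower) at 3 d and 6043 (2964 higher, 3079 lower) at 6 d at 0.001.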

After 6 days, more than 5000 genes were differentially regulated in IDL of *rpn12a-236* as compared to IDL of WT (Fig. 4b).

**Fig. 4:**
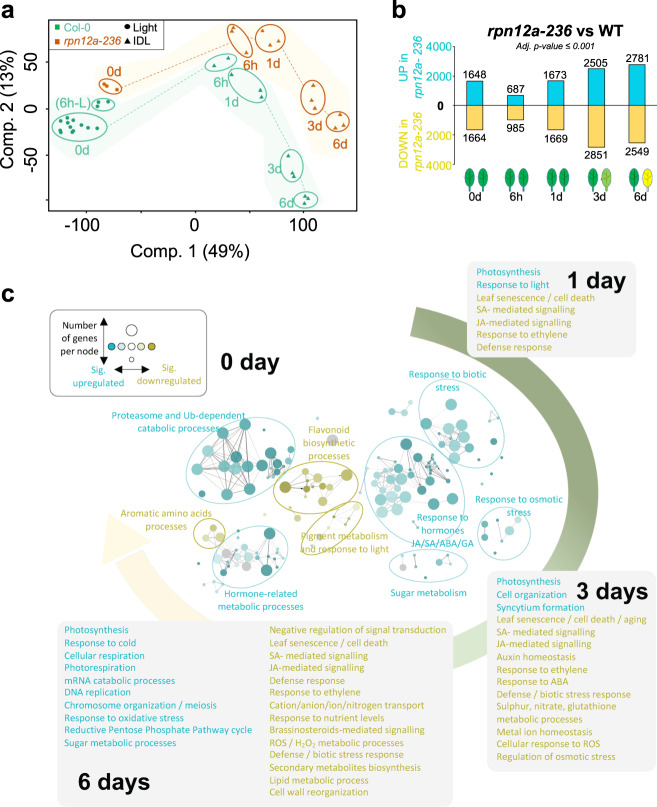
Transcriptomic analysis of WT Col-0 and *rpn12a-236* in response to IDL treatment. **a** Resemblances and variations within the RNA-seq samples were observed by PCA; first component (49%) and second component (13%). **b** Differential expression analysis (*P* ≤ 0.001) between WT and mutant across the IDL time-course. Number of genes up- and downregulated between the two genotypes at a given time point are shown above and under the histograms, respectively. **c** Biological network of enriched GO terms (Biological Process) from significantly (*p* < 0.001) differentially expressed genes in *rpn12a-236* versus WT. Enriched GO terms upregulated in *rpn12a-236* (palette of blues) or downregulated (palette of yellows) were clustered according to their functional categories. The size of a node is proportional to the number of genes contributing to this node, while the intensity of the color is proportional to the significance of it (the minimum for significance being *p* < 0.05); gray nodes = overrepresented in the gene subset but not enriched significantly; the threshold of significance was set at 60%. For day 1, 3, and 6, the subset of genes differentially regulated at day 0 was subtracted to highlight the functional categories associated with cell death and minimize the constitutive contribution of a non-functional proteasome (see Methods).

To better understand the reasons for this high number of DEGs, we established a biological network based on gene ontology (GO) terms from significantly DEGs (*p* ≤ 0.001) using the ClueGO plugin^20^ for Cytoscape^21^. The network provides an overview of the GO terms for Biological Process up- and downregulated in *rpn12a-236* as compared to WT at *T* = 0 day, and a selection of the significantly enriched GO terms for 1 day, 3 days, and 6 days. GO terms were indicated in the boxes (Fig. 4c; see Methods). This approach clearly identified a series of biological functions differentially regulated between the two genotypes. For example, at 0 day, a strong enrichment in GO terms associated with proteasome and Ub-dependent catabolic processes, hormone- and sugar-related metabolic processes, and response to stress were seen in *rpn12a-236*, whereas aromatic amino acids, pigment metabolism and flavonoid biosynthetic processes GO terms were positively correlated with the WT (Fig. 4c). Through the progression of DIS, the enriched GO terms downregulated in *rpn12a-236* (i.e., positively correlated with WT) delineated a set of biological processes associated with leaf senescence, including numerous catabolic processes, a response to oxidative stress, and pathways related to hormone homeostasis and signaling; notably ethylene (ET), abscisic acid (ABA), jasmonic acid (JA), salicylic acid (SA), and auxin (IAA). In contrast, the vast majority of the enriched GO terms in the mutant were linked to photosynthesis, respiration, and a response to oxidative stress. 

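No gene ontology annotation was used here, so the light reactions were followed in a list of 41 genes whose symbols name subunits of the photosystems or of their light-harvesting antennae. The numbers higher in *rpn12a-236* at an adjusted p of at most 0.01 were 0 at 0 d, 0 at 6 h, 3 at 1 d, 11 at 3 d and 6 at 6 d, and 0, 0, 1, 16 and 1 when adjusted over the list alone. At an unadjusted p under 0.05, 5, 2, 35, 34 and 29 genes of the list differed in either direction. Leaving out 1 of the 6 libraries gave 0 at 1 d, between 1 and 12 at 3 d and between 1 and 3 at 6 d. In the fit on 30 libraries the numbers were 0, 0, 28, 17 and 24. At 6 h the set was lower in the mutant by camera (p = 0.0303), but not by fry (p = 0.336) or by camera with an estimated correlation between genes (p = 0.676). The median difference in z-score (mutant less WT) was 0.843 at 1 d, 0.645 at 3 d and 0.782 at 6 d. As a set, the genes were higher in the mutant at these 3 times by camera (p = 1.1e-07, 4.7e-06 and 1.1e-05) and by fry (p = 0.0199, 0.00836 and 0.0217), but not by camera with an estimated correlation between genes (p = 0.343, 0.350 and 0.399).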

To summarize, this network analysis of GO terms clearly indicated that the FSG phenotype observed in *rpn12a-236* was linked to a modulation of transcripts associated with proteasomal activity, the maintenance of the primary metabolism, the impaired progression of senescence/cell death-associated molecular mechanisms (e.g., catabolic processes, oxidative stress, transport), and hormonal biosynthesis and signaling processes.

### Mutation in RPN12a 19S particle subunits lead to the modulation of senescence-responsive genes linked to hormones signaling

The results of our GO analysis prompted us to perform detailed transcript profiling of genes coding for the proteasome subunits; of senescence-responsive genes; and of genes involved in hormones biosynthesis, conjugation, and signaling.

Firstly, we noticed that the expression level of nearly all 26S proteasome subunits was significantly higher in the *rpn12a-236* mutant irrespective of the IDL treatment (Fig. S7a and Supplementary Data 2), which also correlated to an enhanced protein accumulation (Fig. S7b). Such feedback regulation on the expression of the proteasome subunits has already been observed and appears as a common feature in proteasome mutants^12,22^. 

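Of the 67 listed genes of the proteasome and its interactants, 64 could be tested at 0 d and 65 at each later time. In *rpn12a-236*, 53 were higher at 0 d, 47 at 6 h, 51 at 1 d, 52 at 3 d and 54 at 6 d at an adjusted p of at most 0.01, and 0, 0, 1, 1 and 3 were lower. Adjusted over the list alone, the numbers of higher genes were 54, 52, 51, 55 and 55, and in the fit on 30 libraries 53, 52, 52, 56 and 55. With any 1 of the 6 libraries left out, 0 genes passed at 0 d, 6 h and 1 d, 50 to 52 at 3 d and 46 to 54 at 6 d. A call lost in this way at 0 d, 6 h or 1 d therefore does not show that a single gene rests on 1 library. The median difference in z-score over the list was between 1.69 and 2.04. The set was higher in the mutant at each time by camera (largest p = 3.6e-20), by fry (largest p = 3.8e-06) and by camera with an estimated correlation between genes (largest p = 0.0179). *RPN12a*, which carries the mutation, was higher in the mutant than in WT by 2.11 (SE 0.148) at 0 d (adjusted p = 0.00192) and by 1.78 (SE 0.181) at 6 d (adjusted p = 9.9e-04), with no overlap between the 3 libraries of each genotype. At 0 d its adjusted p with 1 library left out was 0.0101 to 0.0143, above 0.01. *PBA1* of the 20S particle differed by 2.29 and *RPN6* of the 19S particle by 2.01 at 0 d (adjusted p = 0.00192 and 0.00203, or at least 0.0101 and 0.0103 with 1 library left out). At 6 h *RPN6* had an adjusted p of 0.0131 from 6 libraries and of 9.1e-07 from 30.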

Secondly, we established a manually curated list of 169 senescence-responsive genes and checked their expression profile across the time-course in IDLs (Fig. 5a and Supplementary Data 3). After a hierarchical clustering based on a Pearson correlation, 5 main clusters were defined. 

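In the 38 genes of senescence cluster 1, the mean z-score of WT libraries rose from -0.795 (SD 0.0787, n = 3) at 0 d to 0.000276 at 6 h, 0.291 at 1 d, 0.194 at 3 d and 0.549 at 6 d, and that of *rpn12a-236* libraries from -0.213 (SD 0.0472, n = 3) to 0.316, 1.04, 1.05 and 1.10. In the 43 genes of cluster 4, WT rose from -0.667 (SD 0.0600, n = 3) to 0.614, 0.801, 1.21 and 1.10, and the mutant from -0.875 (SD 0.0712, n = 3) to -0.0382, 0.146, -0.0287 and 0.204. In both clusters and both genotypes each later time differed from 0 d, and at every time the genotypes differed, without overlap between the 3 libraries on either side (exact permutation test, two-sided p = 0.10, the smallest that 3 against 3 can give). In cluster 4 the mutant differed from WT by -0.208 at 0 d and by -1.24 at 3 d, the widest of the 5 times. Among single genes of cluster 1, 9, 4, 8, 12 and 11 were higher in the mutant at the 5 times at an adjusted p of at most 0.01 and 2 were lower, both at 6 d. In cluster 4, 3, 0, 7, 29 and 18 genes were lower and 1, 0, 0, 0 and 2 higher. For the 0 at 6 h, 20 genes had an unadjusted p under 0.05, and the fit on 30 libraries gave 13. Adjusted over the list alone, 9, 4, 9, 12 and 11 genes of cluster 1 were higher, and 3, 0, 10, 30 and 21 of cluster 4 lower. The study formed the clusters on these samples, so these counts are not independent evidence.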

Clusters 1 and 4 contained genes that responded quickly to the darkening treatment as transcription was rapidly induced in both genotypes; however, not to the same amplitude. Cluster 1 included several senescence-associated genes (SAGs) known to have their product regulated by the proteasome: such as the E3 ligase *AIP2*, the MYC2-regulator *JAZ3*, the PROTEASOME REGULATOR1 (*PTRE1*), the ABA-responsive gene (*BT2*), or the transcription factor ETHYLENE-INSENSITIVE3 (*EIN3*). 

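Among these genes of cluster 1, *AIP2* was higher in *rpn12a-236* at all 5 times, by 1.67 to 2.10 in z-score (largest adjusted p = 0.00771, at 6 h), and *PTRE1* by 1.61 to 2.32 (largest adjusted p = 0.00855, at 6 h). At 0 d, 6 h and 1 d the calls for both genes were lost when 1 library was left out (adjusted p from 0.0101 to 0.0427). Those for proteasome genes higher in the mutant were all lost too. The fit on 30 libraries gave at most 2.5e-08 for *AIP2* or *PTRE1*. *JAZ3* was higher by 2.38 at 0 d, 2.41 at 3 d and 2.70 at 6 d (adjusted p = 0.00524, 0.00139 and 0.00198). At 0 d it reached 0.0108 to 0.0224 and at 6 d up to 0.0111 with 1 library left out. At 6 h and 1 d its replicates overlapped between the genotypes (adjusted p = 0.185 and 0.219).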

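*SAG12* was at its floor in all 6 libraries at 0 d, and at 6 h and 1 d in too many libraries to be tested. It had a mean z-score of 1.87 (SD 0.310, n = 3) in WT and -0.121 (SD 0.169, n = 3) in *rpn12a-236* at 3 d, and of 2.56 and 0.739 at 6 d (limma, adjusted p = 0.00102 and 0.00129). *NYE1* was lower in the mutant by a z-score difference of -1.86 at 3 d and -1.92 at 6 d (adjusted p = 0.00134 and 0.00147), and *NYC1* by -0.858 and -0.897 (adjusted p = 0.00793 and 0.00978). The calls for *NYC1* were lost with 1 library left out (adjusted p up to 0.0379 at 3 d and 0.0475 at 6 d), but the fit on 30 libraries gave 0.00113 and 5.4e-04. At 0 d neither *NYE1* (adjusted p = 0.0296) nor *NYC1* (adjusted p = 0.104) was called. For *NYE1* at 1 d the adjusted p was 0.0215 (-1.10), or 6.3e-04 from 30 libraries.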

Cluster 4, which contained genes with significantly higher transcript abundance in WT than in *rpn12a-236* also contained well-known SAGs (*ORE1*, *SAG12*, *SAG18*, *NYC1*, *NYE1*), ET-associated regulators (*EIN2* and *EBFs*), and other hormone-related transcripts from the IAA, cytokinins (CKs) and ABA biosynthesis and signaling pathways.

**Fig. 5:**
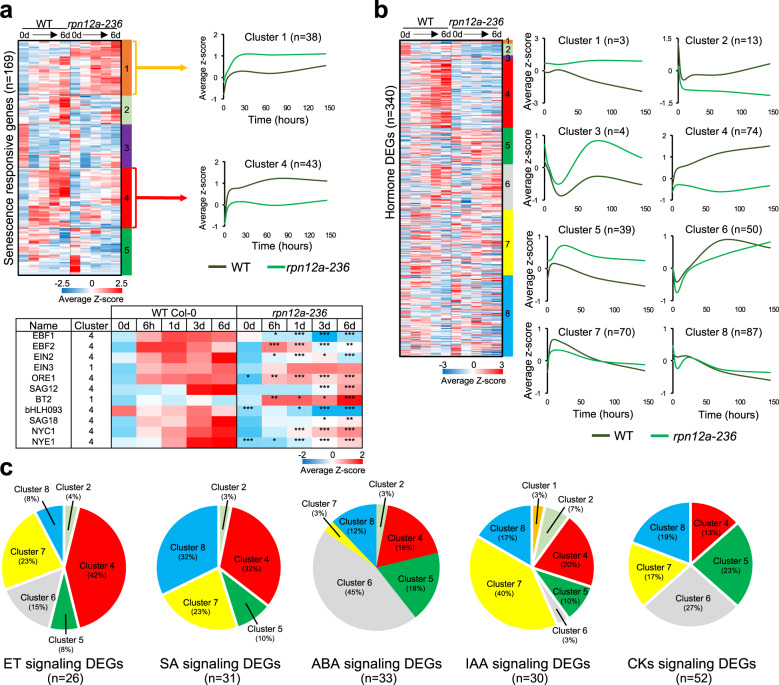
Senescence- and hormones metabolism-associated genes expression analysis. **a** Analysis of senescence-associated genes. Top left: the heatmap was divided in 5 clusters defined by hierarchical clustering using MeV (Pearson correlation). Top right: the graphs depict the overall abundance pattern of transcripts for WT and *rpn12a-236* in the two selected clusters. Average *Z*-score was plotted overtime for each cluster. Bottom: expression profile of key genes involved in senescence and found in clusters 1 and 4. A Student’s *t*-test (two sided) showed statistically significant differences at *p < 0.01, **p < 0.001, ***p < 0.0001. **b** Hierarchical clustering of DEGs associated with hormone biosynthesis, conjugation and signaling. Of the 646 genes of the list (see Supplementary Data 5), 340 are differentially expressed for one or more time point in *rpn12a-236* at *p* < 0.0001. After hierarchical clustering, the dataset was divided in to 8 clusters, which are presented on the right. Average *Z*-score was plotted overtime for each cluster. **c** Pie charts illustrating the distribution of genes involved in hormone signaling among the clusters generated in **b**. ABA: abscisic acid, CKs: cytokinins, ET: ethylene, IAA: auxin, SA: salicylic acid.

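*BT2* had a mean z-score of 1.88 (SD 0.917, n = 3) in *rpn12a-236* and of -0.589 (SD 0.321, n = 3) in WT at 6 d (limma, adjusted p = 0.00743, up to 0.0287 with 1 library left out, and 5.3e-05 in the fit on 30 libraries). Its 3 WT libraries at 0 d were at the floor. At the other 4 times it was higher in the mutant by 0.482 to 1.67 with adjusted p from 0.0420 to 0.0763, and its libraries overlapped at 3 d. The fit on 30 libraries called it at 1 d (0.00431) and not at 0 d, 6 h and 3 d (0.451, 0.0350 and 0.107). *BHLH093* was lower in the mutant by a difference of -2.00 at 0 d (adjusted p = 0.00539, at least 0.0126 with 1 library left out), and by -2.96 at 3 d and -2.24 at 6 d (adjusted p = 5.4e-04 and 7.9e-04), where its 3 mutant libraries were at the floor. At 6 h and 1 d it was not called from 6 libraries (-0.444 and -1.29, adjusted p = 0.260 and 0.0162), and the fit on 30 gave 0.169 and 9.6e-05. *SAG18* had a difference of -1.11 at 3 d (adjusted p = 0.0167) and of -2.30 at 6 d (adjusted p = 0.0102, or 0.00156 to 0.0394 with 1 library left out), and the fit on 30 libraries gave 1.1e-05 at 6 d.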

Notably, the ABA-responsive gene *BT2* present in cluster 1 was highly expressed in *rpn12a-236* while both *AtBHLH093* (cluster 4) and *AtSAG18* (cluster 4) were downregulated (Fig. 5a and Fig. S8). It was shown that the ortholog of *BT2* in *Malus domestica, MdBT2*, negatively affects *MdBHLH093*, a direct regulator of *SAG18*, through the action of the proteasome^23^. Thus, we hypothesized that a defect in the 19S particle may lead to a feedback loop modulating the expression of *AtBHLH093* (Fig. S8).

Thirdly, we compared the expression profile of genes involved in hormone biosynthesis, homeostasis and signaling, and which were supposedly associated with the delay of senescence in *rpn12a-236* IDLs. 

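All 646 genes of the hormone list are among the deposited genes. In the fits on 6 libraries, 0 of them differed between the genotypes at an adjusted p under 0.0001 at any of the 5 times, 73 did at 0.001, 329 at 0.01, and 554 at an unadjusted p under 0.05. Adjusted over the list alone, the counts were 0, 98 and 358. Leaving out any 1 library also gave 0 at the strictest threshold. Among the alternatives run at that threshold, the choice of libraries moved the count most: the fit on the 30 libraries of the time course gave 237 genes under 0.0001, or 251 over the list alone.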

A manually curated list of 646 genes was created, of which 340 genes were differentially expressed (*p* < 0.0001) at least for one time point in the *rpn12a-236* mutant as compared to WT (Fig. S9 and Supplementary Data 4). A Pearson correlation-based hierarchical clustering analysis was performed, and 8 clusters were defined. The five first clusters exhibited a major difference between *rpn12a-236* and WT across the time-course (Fig. 5b) while clusters 6, 7, and 8 only differed at one time point (6 h or 3 days). 

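The cluster lists give 340 genes with mean z-scores. For 215 of them these are the gene's own deposited z-scores, and for 125 they are those of another gene. The cluster means given here were computed from the deposited z-scores of the listed genes. They are mutant less WT, with 3 libraries on each side, and non-overlap gives the smallest possible p (exact permutation test, two-sided p = 0.10). In cluster 1 (3 genes, 0 listed with their own values) *rpn12a-236* was higher by 1.17, 1.13, 1.57 and 0.283 at 0 d, 6 h, 1 d and 3 d, and the groups overlapped at 6 d, where the values listed have means of -1.92 in WT and 0.886 in the mutant. In cluster 2 (13 genes) it was lower at every time, with differences from -1.46 at 6 d to -0.409 at 6 h. Cluster 3 (4 genes) overlapped at 0 d and 6 h and differed by -0.782 at 1 d, 1.08 at 3 d and 1.24 at 6 d. In cluster 5 (39 genes, 3 listed with their own values) the mutant was higher by 0.564, 0.414, 0.929, 1.30 and 1.21 over the 5 times, but in the 3 genes alone the difference was negative at 0 d, 6 h and 1 d. Cluster 6 (50 genes) did not overlap at 6 h (-0.456) and 3 d (-0.709). Cluster 7 (70 genes) did not overlap at 6 h (-0.204) and 6 d (0.185), and cluster 8 (87 genes) at 0 d (0.550), 6 h (-0.371), 1 d (-0.0738) and 6 d (-0.142). In the 40 genes of cluster 7 listed with their own values the difference at 6 d was -0.441. In the 46 such genes of cluster 8 the difference was much smaller at 0 d and more negative at every later time. The study chose the 340 genes for a difference between the genotypes and clustered them on these samples, so these differences and their p are not independent evidence.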

Cluster 4 included 74 transcripts that were induced during the progress of senescence in WT but not in the mutant. This cluster contained transcripts encoding 15 ET response factors (ERFs), 2 CKs degradation (CKX2, CKX5) and 2 CKs conjugation enzymes (UGT73C5, UGT85A1), 6 transcripts belonging to the ABA and JA biosynthesis pathway (AAOs and OPRs), 10 SA signaling genes, as well as 5 IAA responsive genes. 

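All 74 genes of cluster 4 were listed with their own z-scores. Their mean z-score in WT rose from -0.365 (SD 0.0680, n = 3) at 0 d to 0.409, 0.635, 1.19 and 1.51 at 6 h, 1 d, 3 d and 6 d. In *rpn12a-236* it went from -0.620 (SD 0.0337, n = 3) to -0.305, -0.339, -0.615 and -0.334. The mutant libraries overlapped those at 0 d only at 3 d (exact permutation test, two-sided p = 1.00). At 6 h, 1 d and 6 d they lay above them without overlap (exact permutation test, two-sided p = 0.10, the smallest for 3 against 3). Of the genes tested, 8, 3, 19, 61 and 50 were lower in the mutant at the 5 times at an adjusted p of at most 0.01, 14, 23, 40, 64 and 59 in the fit on 30 libraries, and 10, 14, 32, 66 and 55 when adjusted over the list alone. From 6 libraries 0 were higher at each time. The fit on 30 libraries gave 6, 1, 1, 0 and 1 higher, and the adjustment over the list alone 3, 0, 0, 0 and 0. The study chose these genes for a difference between the genotypes and clustered them on these samples, so none of these counts and means is independent evidence.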

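Among these enzymes, *CKX5* was lower in *rpn12a-236* by a z-score difference of -2.08 at 3 d and -3.40 (SE 0.191) at 6 d (limma, adjusted p = 0.00127 and 7.9e-04), and without overlap between the libraries it was lower by -1.17 at 6 h and -1.19 at 1 d (adjusted p = 0.0184 and 0.0121, or 2.3e-04 and 9.9e-05 from 30 libraries) and higher by 0.882 at 0 d (0.0349, or 0.00231 from 30). *CKX2* was at its floor in all mutant libraries of the time course and in the WT libraries up to 1 d. At 6 d its WT mean was 3.15 (SD 1.70, n = 3), and its adjusted p was 0.0138 from 6 libraries and 2.0e-06 from 30. The fit on 30 libraries takes 1 variance per gene over all groups. Most groups of *CKX2* have an SD of 0, so its p from 30 libraries does not reflect the WT spread at 6 d. *UGT73C5* differed by -2.46 and *UGT85A1* by -1.21 at 6 d (adjusted p = 7.9e-04 and 0.00359, the latter up to 0.0207 with 1 library left out), and at 3 d by -2.21 and -0.907 (adjusted p = 0.0208 and 0.00985, or 9.2e-05 and 0.00167 in the fit on 30 libraries). The call for *UGT85A1* at 3 d was lost with 1 library left out (at least 0.0182). *UGT73C5* also differed by -1.33 at 0 d (adjusted p = 0.00539, at least 0.0169 with 1 library left out, and 0.0134 from 30), and *UGT85A1* was higher in the mutant by 0.904 at 1 d (adjusted p = 0.0253, or 0.00220 from 30). Of the aldehyde oxidases in the cluster, *AAO4* differed by -2.10 at 3 d and -2.22 at 6 d (adjusted p = 0.00108 and 7.9e-04). *AAO3* differed by -1.25 at 3 d (adjusted p = 0.00193, up to 0.0119 with 1 library left out) and was not called at 6 d (adjusted p = 0.133, or 0.00740 from 30 libraries). *OPR2* differed by -1.52 at 0 d, -2.02 at 3 d and -1.91 at 6 d (adjusted p = 0.00932, 0.0164 and 0.00244, or 0.00627, 3.0e-04 and 3.8e-04 from 30). With 1 library left out its adjusted p was at least 0.0206 at 0 d and up to 0.0139 at 6 d.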

Interestingly, this cluster contained the transcripts encoding EBFs and EIN2 involved in the proteasome-dependent degradation of the EIN3 senescence-responsive transcription factor. However, as earlier noted *EIN3* was not differentially expressed between the two genotypes, whereas *ORE1*, a master regulator of senescence and direct target of EIN3, was significantly repressed in the mutant. This suggests a post-translational regulation-only of EIN3 in a mutant background. In addition, we checked the distribution of hormonal signaling DEGs within the 8 clusters. 

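*EBF1* was lower in *rpn12a-236* by -1.94 at 1 d, -3.35 at 3 d and -1.93 at 6 d (limma, adjusted p = 0.00300, 8.7e-04 and 0.00112), where the call at 1 d was lost with 1 library left out (at least 0.0110). *EBF2* differed by -1.26 at 3 d (adjusted p = 0.00133) and was not called from 6 libraries at 6 h, 1 d and 6 d (-0.557, -1.02 and -0.378, adjusted p = 0.116, 0.0126 and 0.148). The fit on 30 libraries gave 0.00399, 3.7e-06 and 0.0229 at these times, and 0.00174 for *EBF1* at 6 h (-1.17, adjusted p = 0.0381 from 6). *EIN2* differed by -1.45 at 1 d and -2.49 at 6 d (adjusted p = 0.00499 and 0.00340), which 1 library left out raised to at least 0.0128 at 1 d and to at most 0.0161 at 6 d. At 0 d it differed by -0.964 (adjusted p = 0.0186, or 0.00688 from 30). At 6 h and 3 d *EIN2* was called in neither fit (-0.946 and -0.677, adjusted p = 0.0336 and 0.0491, or 0.0106 and 0.0403 from 30). *EIN3* was not called at any time, with differences from -0.303 to 0.280. Its adjusted p was at least 0.190 from 6 libraries and 0.102 from 30. The *EIN3* libraries did not overlap between the genotypes at 0 d (0.247), 3 d (0.280) and 6 d (-0.303), and overlapped at 6 h and 1 d. *ORE1* had negative differences at all 5 times, from -0.345 at 6 h to -0.948 (SE 0.148) at 3 d. Its adjusted p at 3 d was 0.00328 (up to 0.0192 with 1 library left out), and at 0 d and 6 d it was 0.0760 and 0.0552 from 6 libraries and 0.00564 and 0.00170 from 30. The paper finds *EIN3* not differentially expressed beside the lower *ORE1*, and proposes that EIN3 is regulated only after translation in the mutant.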

Most ET signaling genes were found in cluster 4 but also in clusters 6 and 7, and mostly showed an early reduction in transcript abundance (1 day, 3 day) in the mutant (Fig. 5c). SA and IAA signaling genes were also mostly downregulated in the mutant as they are found in clusters 4, 7 and 8. ABA-related DEGs were mostly downregulated at 3 days in cluster 6. Interestingly, CKs signaling genes were almost evenly distributed between clusters 4, 5, 6, 7 and 8, indicating a complex and temporal regulation in response to darkness. Taken together, the regulation of many genes involved in hormone metabolism were affected in the *rpn12a-236* mutant, suggesting a profound alteration in the typical hormonal homeostasis associated with the progression of leaf senescence.

### RPN12a is necessary to maintain Arabidopsis hormonal balance during DIS

To cross-validate the transcriptomic data, a broad hormone analysis (“hormonomics”) was carried out with the WT and *rpn12a-236* under IDL. In brief, a LC/MS-based method allowed for the simultaneous detection of many classes of phytohormones as well as their precursors^24^. Twenty metabolites related to CKs, seven to auxin, two to JA, one to SA, and two to ABA were quantified and many significant differences between the genotypes were observed (Supplementary Data 5). For CKs, trans-zeatin precursors (tZRMP and tZR), active (tZ) and storage (tZROG) compounds accumulated strongly in the mutant, but the cis-zeatin (cZ) pathway that was significantly less abundant (Fig. 6a), leading to an imbalance in the tZ/cZ ratio in *rpn12a-236* during IDL (Fig. S10). The active form isopentenyladenine (iP) was not detected in our experiment at any time point, but a strong increase of precursors and decrease in N-glucoside compounds was observed in *rpn12a-236* (Fig. S11). Although the auxin precursors content seemed lower in *rpn12a-236*, IAA concentration was overall higher in the mutant than in WT–although only significant at 6 days (Fig. 6b). On the other hand, the storage conjugated form, IAA-Asp, was found more abundantly in IDLs of WT after 1 day and 3 days. Similarly, the oxidized form of IAA, 2-oxindole-3-acetic acid (OxIAA), was significantly more abundant in WT after 1 day IDL, whereas it accumulated in the mutant at a later time point (i.e., 6 days), suggesting that the IAA degradation pathway was more active during the initiation of senescence in WT (Fig. 6b and Fig. S12). In response to the IDL treatment, ABA massively accumulated in both WT and mutant lines (ca. a 10-fold changes); however, a strong accumulation (2-fold) of dihydrophaseic acid (DPA), an inactive form derived from the degradation of ABA, was observed in *rpn12a-236* at 6 days of IDL (Fig. 6c), suggesting a specific regulation in the proteasome mutant. JA accumulated quickly upon darkening in the WT, but this appeared delayed in the mutant, as it peaked only after 6 days (Fig. 6d). No significant changes in SA were observed in *rpn12a-236* (Fig. 6e). ET cannot be detected by our LC/MS method, but we quantified 1-aminocyclopropane-1-carboxylate (ACC) measurement, a precursor of ET^25^. ACC was significantly higher in WT after 3 days of treatment (Fig. 6f). Furthermore, we checked the downstream signaling pathway using the ethylene-inducible EBS:GUS reporter transgene introduced by crossing into the *rpn12a-236* background. This construct consists of a GUS reporter gene whose expression is driven by a synthetic EIN3-responsive promoter^26^. Although the GUS signal was stronger in the *rpn12a-236* mutant in IDL at similar growth stage, it was mostly localized to the leaf midrib in both genotypes at early time points. However, after 3 and 6 days of darkening, the signal was seen in mesophyll tissue of the WT but not in the IDLs of *rpn12a-236* (Fig. 6g). Image-based quantification of the signal confirmed these visual observations. Therefore, we concluded that the EIN3-responsive promoter expression is independent of the IDL treatment in *rpn12a-236* in contrast to the WT. Taken together, hormone metabolism was modified in *rpn12a-236* in a manner consistent with what could be expected from a mutation affecting dark-induced senescence in individually darkened leaves.

**Fig. 6:**
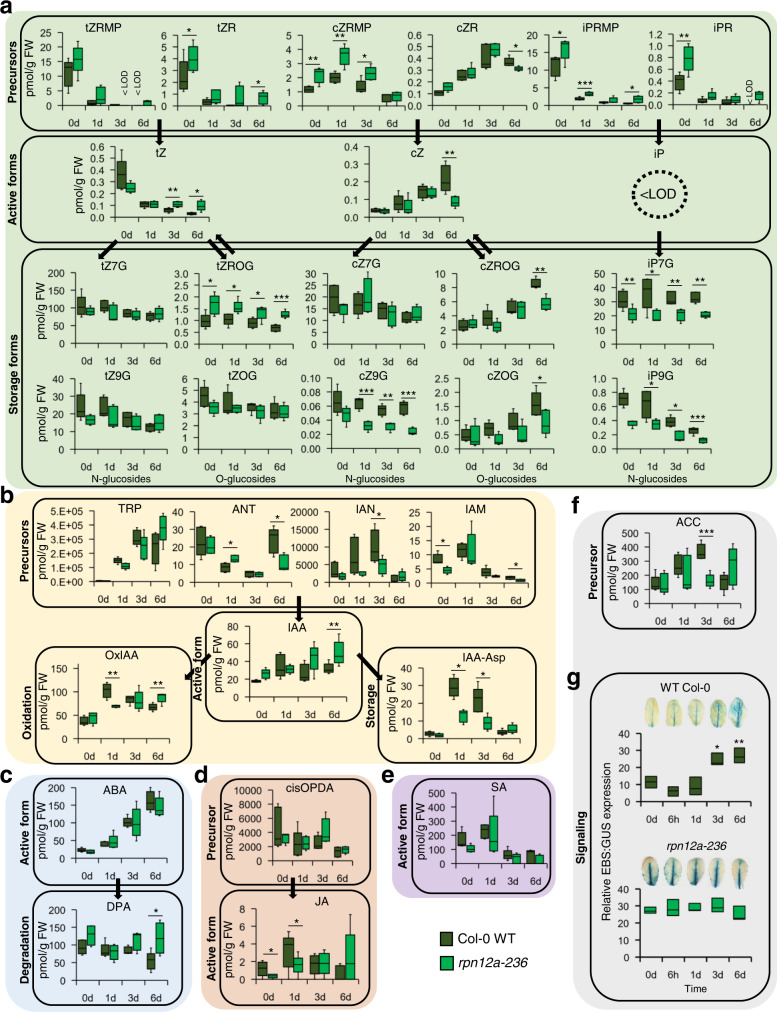
Phytohormones content in *rpn12a-236* and WT Col-0 individually darkened leaves. Total pools of selected metabolites related to **a** cytokinins, **b** auxins, **c** abscisic acid, **d** jasmonic acid, **e** salicylic acid, and **f** ethylene were quantified by LC-MS (*n* = 5) (for details, see Supplementary Data 5). **g** Effect of darkening on the expression of the ethylene reporter *EBS:GUS* in WT Col-0 and *rpn12a-236*. The pictures are representative of 3 independent biological replicates of leaves examined for each time point. Relative expression was quantified using ImageJ and error bars represent the standard deviation. Statistics: time effect. The interquartile range for the box plots is from the 25th to the 75th percentiles, and the middle line is the median (*n* > 4 biologically independent replicates); a Student’s *t*-test (two sided) showed statistically significant differences at *p < 0.05, **p < 0.01, ***p < 0.001. <LOD = not detected.

## Discussion

Based on our investigation with an EMS mutant named *rpn12a-236*, we show that RPN12a—an ortholog of yeast and human RPN12—influences both the vegetative growth and reproductive phase of plants (Fig. 2), the latter generally being associated with leaf senescence in annual plants. Smalle and co-workers reported a *rpn12a-1* mutant in Arabidopsis^15^, which exhibited several mild growth defects as well as an insensitive response to kinetin, suggesting a potential perturbation of the CK-dependent signaling. Yet, no further investigations have been performed to clarify the hormonal regulations associated with a defective proteasome. Furthermore, the authors also evidenced that both the full-length *RPN12a* RNA and a chimeric *RPN12a-NPTII* RNA were produced in this T-DNA insertion mutant. The *rpn12a-1* exhibited only a reduced 26S activity, presumably resulting from the competition between the native and the chimeric forms of the protein. In our study, the presence of a premature stop codon led to a truncated C-terminal version of RPN12a, however aside from the Whinged Helix domain. Highly conserved C‐termini are generally associated with specific functions, and it has been shown in yeast that the C-terminal region of RPN12 is necessary for the incorporation of the protein into the lid^27^. Thus, we can confidently propose that the truncated portion in *rpn12a-236* contains a docking signal necessary for this subunit to bind to one or several other member(s) of the proteasome in Arabidopsis. Furthermore, the reduced 26S proteasome accumulation in *rpn12a-236* when running native-PAGE indicates that either the 26S proteasome is not stable or the 19S RP interaction with the 20S CP is flawed (Fig. 3b). In either case, such structural defects in the 26S negatively affects the activity of the proteasome. While this led to an accumulation of the Ubn–protein conjugates in *rpn12a-236* (Fig. 3a), it also increased the chymotrypsin-like activity associated with a higher 20S CP pool, which indicates an increased degradation of the non-ubiquitinated proteins. Interestingly, it was previously observed that oxidized proteins are targets of the 20S particle^28^. ROS production, which is exacerbated during cell death events^29–34^, can lead to several post-translational modifications including lipoxidation, carbonylation, glycoxidation, and oxidation of aromatic- and sulfur-containing moieties^35^. Since mutations in the 19S particle induced an enhanced non-ubiquitin-dependent protein degradation via an exacerbated 20S activity^11^, we hypothesized that *rpn12a-236* would have a lower level of carbonylated proteins, which in turn could partially explain the functional stay-green phenotype of this mutant. This was indeed confirmed, as the level of carbonylated proteins was stable in *rpn12a-236* during the darkening treatment, whereas it increased in WT over the progression of senescence (Fig. S5). Moreover, the higher level of carbonylated proteins in WT can also be partly explained by the higher level of H_2_O_2_. It is known that during the progression of leaf senescence H_2_O_2_ accumulates^36^. Interestingly, it was reported that an excess of ROS induces a protein aggregation that clogs up the proteasome^37^. Such congestion of the ubiquitin proteasome system activity can lead to the accumulation of insoluble proteins, which causes the induction of PCD as earlier reported in hybrid tobacco cells^38^. Hence, while ROS accumulation contributes to leaf senescence during IDL in Arabidopsis WT plants, the accumulation of the 20S particle would promote an exacerbated degradation of the protein aggregates, thus protecting the leaf from cell death. Even though ROS are taking part to the signaling mechanisms triggering the induction of cell death^39^, we cannot rule out the fact that the oxidative stress is lower in response to darkness as a consequence of the non-induction of senescence rather than a cause for this non-induction. Nonetheless, the accumulation of ROS is also strongly influenced by hormones, especially ET; and both ROS and ET regulate the senescence-associated cell death during plant stress response^40,41^. Yet, the hormonal homeostasis regulating the onset and progression of leaf senescence is complex and involves additional phytohormones. ABA, ET, JA, strigolactone and SA are known positive regulators of senescence, while IAA, brassinosteroids, and CKs delay the process^42–49^. Furthermore, as the action of these hormones is transient, they require fine-tuned coordination between the biosynthetic, signaling, and degradation pathways associated with these hormones. A strong relationship ties hormone biosynthesis and signaling (including their catabolism) with the 26S proteasome, as this orchestrates the plant’s developmental program.

Although a link between the 26S proteasome and senescence-associated cell death is commonly accepted, the effect of a dysfunctional 26S proteasome on the induction and progression of leaf senescence has remained unexplored at the molecular level. Here, we demonstrate that the lack of RPN12a leads to a specific and transient modulation in the metabolism of a subset of hormones, which contributes to the homeostasis controlling the induction of cell death in a leaf under stress (Fig. 7a). Indeed, the combined transcriptome and hormonal profiling indicates that RPN12a impacts several active forms of hormones (Fig. 7b), and subsequently hormone signaling related genes during DIS (Figs. 4c and  5b). JA is among the first RPN12a-dependent hormonal pathways to be affected (Figs. 6d and  7). This translates into an induction of several JAZs, potentially triggering the degradation of the MYC2 transcription factor by the proteasome. 

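In the RNA-seq values, 9 of the 13 *JAZ* genes (*JAZ1*, *JAZ2*, *JAZ3*, *JAZ5*, *JAZ6*, *JAZ7*, *JAZ9*, *JAZ10* and *JAZ13*) were higher in *rpn12a-236* than in WT at 0 d at an adjusted p of at most 0.01 (limma). Apart from *JAZ3*, their differences in z-score were 2.24 to 3.49, with adjusted p of 0.00304 to 0.00975 from 6 libraries and at most 1.2e-05 from 30. With 1 library left out, the adjusted p at 0 d was above 0.01 for each of them that could be refitted (*JAZ1* 0.0101 to 0.0165). The same held at 0 d for every proteasome gene higher in the mutant. All 3 WT libraries of *JAZ7* at 0 d were at the floor. At 6 h none was called from 6 libraries, and the difference was negative for all except *JAZ3* and *JAZ11*. The fit on 30 libraries called *JAZ1*, *JAZ6*, *JAZ10* and *JAZ12* lower at 6 h (adjusted p = 2.4e-05, 1.9e-04, 0.00143 and 5.6e-06). *JAZ1* was lower by -1.25 at 1 d (adjusted p = 0.00520, at least 0.0153 with 1 library left out). At 3 d *JAZ1*, *JAZ6* and *JAZ12* were lower by -2.26, -1.46 and -1.31 (adjusted p = 6.8e-04, 0.00911 and 0.00203). *JAZ3* was higher at 3 d by 2.41 (adjusted p = 0.00139, at most 0.00719 with 1 library left out). The calls for *JAZ6* and *JAZ12* were lost with 1 library left out (up to 0.0288 and 0.0123). At 6 d *JAZ3* was higher (2.70, adjusted p = 0.00198, up to 0.0111 with 1 library left out), and the fit on 30 libraries also called *JAZ9* higher (1.30, 0.00114) and *JAZ1* and *JAZ11* lower (-0.744 and -0.825, 0.00505 and 0.00221), with adjusted p from 6 libraries of 0.0110, 0.0318 and 0.0229. Other genes called from 30 libraries alone were *JAZ8*, higher at 0 d (0.00595), and *JAZ6* and *JAZ12* at 1 d (0.00229 and 0.00521) and *JAZ11* at 3 d (0.00696), all lower. For *JAZ8* at 0 d, 3 WT libraries and 1 mutant library were at the floor, and it could not be tested on 6 libraries. Its mutant libraries had an SD of 2.08 and overlapped with those of WT. The paper ties an induction of several *JAZ* genes to the JA response, which it finds delayed in the mutant. It proposes that this induction may lead to the degradation of MYC2. The differences given here compare the genotypes at each time. They do not test how *JAZ* genes respond to darkening within a genotype.

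**Figure D2:**
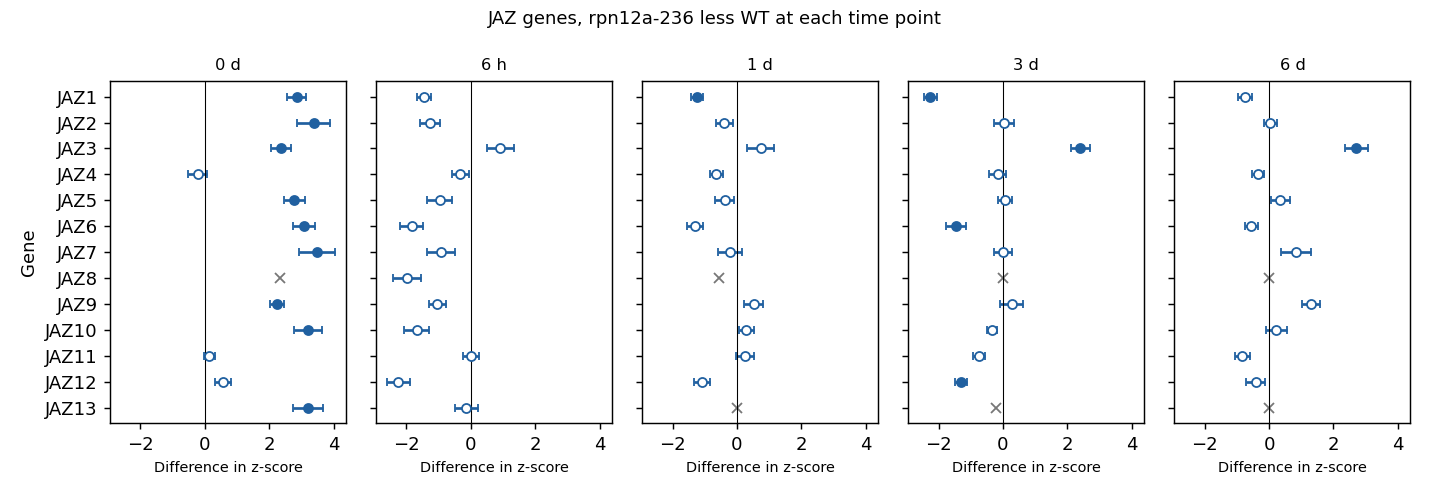
Difference in z-score (*rpn12a-236* less WT, 3 libraries each) of each *JAZ* gene at each time, with the SE of the limma fit as bars. Filled points have an adjusted p of at most 0.01 and crosses mark genes with too few libraries above the floor to be tested. The 9 filled points at 0 d all lie above 0.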

The loss of RPN12a function strongly delays this JA production. After 1 day, RPN12a durably affects the IAA pool by either lowering its production or increasing conjugation and degradation (Figs. 6b and 7). At this stage, it is tempting to speculate about a direct effect of the cell death-dependent accumulation of ROS onto the OxIAA levels, a mechanism proposed to occur in root tips^50^. In parallel, ET precursors and signaling genes are strongly induced in a RPN12a-dependent manner (Figs. 5a and 6f, g). ABA accumulates during DIS, and its degradation pathway (via DPA) decreases at later stages of the cell death progression (Fig. 6c). While ABA can positively regulate the progression of senescence via a succession of repressions (BT2, which in turn represses BHLH093 a transcription factor positively regulating *SAG18*^23^ (Fig. S8), the fact that *BT2* was upregulated in *rpn12a-236* (Fig. 5a) suggests that an additional regulatory mechanism is involved, such as the sugar status in cells as it was reported in Arabidopsis^51^. CKs are crucial to the progression of senescence, and the ratio of tZ/cZ is particularly affected during the latest stage of senescence (Fig. 6a and Fig. S10). Interestingly, the expression of *CKX* genes is mostly repressed in the mutant suggesting an inhibition of the CKs degradation. Furthermore, reversible O-glucoside storage compounds accumulated differentially in *rpn12a-236*. cZ O-glucosides were found in significantly lower amount than in WT, whereas an accumulation of tZROG was observed in the mutant. Thus, we hypothesized that reversible storage compounds can feed the tZ pool in *rpn12a-236* (Fig. 7). 

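Of the other *CKX* genes, *CKX7* was lower in *rpn12a-236* by a difference of -1.58 at 6 d (limma, adjusted p = 0.00147, up to 0.0107 with 1 library left out) and by -1.01 at 3 d (adjusted p = 0.0121, or 0.00361 from 30 libraries), and at 6 h it was higher by 2.49 (adjusted p = 0.0139, or 3.1e-07 from 30 libraries). *CKX1* was lower by -1.55 at 1 d (adjusted p = 0.00665, at least 0.0143 with 1 library left out) and by -0.833 at 3 d (adjusted p = 0.0180, or 0.00645 from 30), and was not called at 6 d (-0.302, adjusted p = 0.374). *CKX4* was higher by 1.39 at 0 d (adjusted p = 0.00569, at least 0.0143 with 1 library left out) and overlapped between the genotypes at the later times. *CKX6* was higher by 1.77 at 6 h (adjusted p = 0.0181, or 2.7e-04 from 30 libraries), and *CKX3* was at its floor in most libraries and was not called. From the lower expression of most members, the paper proposes that the degradation of CKs is inhibited.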

For catabolites defined as irreversible, N-glucosides (i.e., tZNGs, cZNGs, iPNGs)) were proposed to have a direct anti-senescent effect^52^. Yet, this contrasts with a recent study, which proposes that tZNGs could be converted back to tZ within minutes of exogenous application^53^. Therefore, although the tZ pathway is clearly promoted in *rpn12a-236*, we cannot confidently speculate on whether the RPN12a-dependent modulation of the N-glucosides levels may influence the progression of leaf senescence.

**Fig. 7:**
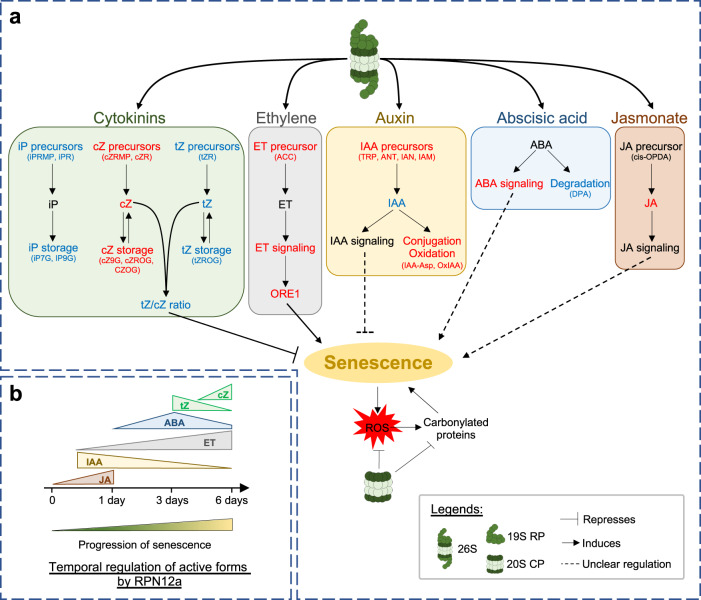
RPN12a-dependent regulation of senescence-associated cell death in leaves. **a** In IDLs, via the RPN12a structural component of the 19S RP, the 26S proteasome greatly impacts the cytokinins, ethylene, abscisic acid and auxin biosynthesis and signaling pathways. For instance, the tZ/cZ ratio decreases gradually leading to a reduction of the senescence-repressing tZ activity. IAA levels are also reduced possibly due to an increase of conjugated and oxidized IAA levels. The ET pathway is strongly enhanced by the proteasome activity, which leads to the induction of many catabolic processes via ORE1 and the SAGs, and primarily targeting the degradation of chloroplasts. The ABA degradation pathway (DPA) is lowered thus potentially increasing the ABA availability. JA concentration is particularly enhanced during the early stages of darkening perceived by the plant. The 20S CP can modulate the level of senescence-derived ROS, which are known to enhance the level of carbonylated proteins over time. In blue: negatively influenced; and in red: positively influenced, by the 26S proteasome during leaf senescence; **b** Temporal component for the regulation of hormone active forms by RPN12a.

To conclude, members of the plant and animal kingdoms undergo multiple cell death events during their developmental programs. Yet, despite well conserved structure and functionality, it appears that the 26S proteasome differentially regulates the progression of cell death in these distinct taxonomic clades. Interestingly, several studies showed that the overexpression of certain subunits of the proteasome could extend the lifespan of organisms. For example, overexpression of the β5 subunit of the 20S or of the RPN6 subunit of the 19S proteosome increased lifespan of *Caenorhabditis elegans* under certain conditions^54,55^. Similarly, overexpression of RPN11 counteracted senescence in *Drosophila melanogaster*^56^. In Arabidopsis, overexpressing the *RPN5a* gene induced premature senescence among other developmental phenotypes in Arabidopsis^57^. The specificity of the proteasome Ub-dependent degradation pathway is achieved by the E3 ligases and the 19S ubiquitin receptors, namely RPN1, RPN10 and RPN13, that recognize specific lysine chain types^58^. RPN12 is considered a structural subunit of the 19S proteasome and is the last member to be assembled in the lid, which triggers the conformational remodeling of the lid to join the base^27,59^. Intriguingly, it was shown in yeast that the base RPN10 and the lid RPN12 subunits interact^60^. Therefore, it is conceivable that the specific response observed in the *rpn12a-236* mutant could be due to its interaction with RPN10, an assumption further supported by the fact that detached leaves placed in darkness exhibited a delayed senescence phenotype in *rpn10-1* and *rpn10-2* mutants as compared to wild type (WT) plants^12,61^. Therefore, future work should investigate in detail whether additional subunits of the 19S are also involved in the regulation of cell death and to which extent these responses overlap. Also, to our surprise, the *rpn12a-236* mutant exhibited an accelerated chlorophyll loss during developmental senescence when assessed from the Boyes 5.10 developmental stage. If assessed from the days after sowing, *rpn12a-236* would be considered as a mutant with a delayed developmental senescence. This discrepancy likely originates from the ubiquitous effect of an altered RP on both vegetative and reproductive phases of the plant. Indeed, it is plausible that an impaired 19S also influences some regulatory feedback loops in the flowering process, which in turn would influence the progression of leaf senescence when the plant goes from vegetative to reproductive stages. Yet, additional investigations should be conducted to understand the differential impact of RPN12a on developmental senescence. Combined with biochemical studies and analysis of tag recognition, this will ultimately determine how the 26S proteasome can modulate cell death and provide suitable targets for bioengineering-based strategies aiming at improving crop resistance and perhaps also provide alternative approaches to counteract certain cancer and neurodegenerative diseases in humans.

## Methods

### Plant material and growth conditions

*Arabidopsis thaliana* Columbia-0 (Col-0) WT and mutant plants were grown under short-day photoperiod (SD: light 8 h at 22 °C, dark 16 h at 17 °C) at 65% relative humidity and 180 μmol m^–2^ s^–1^ photosynthetically active radiation (PAR) or long-day photoperiod (LD: light 16 h at 22 °C, dark 8 h at 17 °C) at 65% relative humidity and 150 μmol m^–2^ s^–1^ PAR on a mixture soil:vermiculite 3:1.

For SD grown plants, at 5–7 weeks after sowing, two leaves of each plant were covered individually for IDL^13^. Time of treatment is indicated in figures and legends. LD growth condition was used for seeds propagation.

For detached rosette leaves experiment, leaves from three independent randomized plants were incubated in a 3 mM MES solution for 7 days in darkness at room temperature.

For developmental senescence, rosettes from three randomized replicates were collected every 7 days after the first flower bud is visible, corresponding to the 5.10 Arabidopsis growth^16^.

Skotomorphogenesis experiments were done as described by Smalle and co-workers^15^. Sterilized and stratified seeds were sown on Gamborg’s B-5 medium. Plates were covered with aluminum foils and transferred in a LD growth room. Seedlings were observed after 10 days treatment.

### EMS mutagenesis, screening, and sequencing

The *rpn12a-236* mutant was identified by screening approximately 6000 EMS (Ethyl-Methan-Sulfonate)—mutagenized WT plants (purchased at the INRA-Versailles Arabidopsis stock Center; France). Plants were grown for 7 weeks under SD conditions and leaf senescence was induced by darkening 2 leaves for 6 days. Plants with covered leaves that remained green were kept and M3 plants were screened for the same phenotype. The mutant plants were backcrossed two times (BC2) to wild-type (WT) Col-0 plants and used for all analysis.

To identify the causal mutation, whole genome sequencing (WGS) was used^62^. DNA from 8 BC2F3 *rpn12a-236* stay-green plants and 4 WT plants was extracted using a CTAB protocol. Frozen leaves (one leaf per tube) were grinded using steal beads, 500 μl of CTAB buffer (2% cetyl trimethylammonium bromide, 1% polyvinyl pyrrolidone 40, 100 mM Tris-HCl (pH 8), 1.4 M NaCl, 20 mM EDTA) was added to the powder and tubes were vortexed. Samples were incubated for 30 min at 60 °C and centrifuged for 5 min at 14,000 × *g*. The liquid phase was transferred in a new tube and samples were treated with 5 μl of RNAse A (10 mg/ml) for 20 min at room temperature. One volume of chloroform:IAA (24:1) was added and tubes were vortexed for 5 s. Tubes were centrifuged for 1 min at 14,000 × *g* and upper phase was carefully transferred in a new tube. For precipitation, 0.7 volume of cold isopropanol was added and left at −20 °C for at least 15 min. Tubes were centrifuged for 10 min at 14,000 × *g*, supernatant was discarded, and pellets were washed using Cold EtOH 70%. After tubes inversion, tubes were centrifuged for 5 min at 14,000 × *g*, supernatant was discarded, and pellet was air dried for 20 min. Pellet rehydration is made using 50 to 100 μl of TE. DNA integrity was assessed by gel electrophoresis, concentration was assessed by Qubit fluorometric quantification (Life technologies, Q32866) and purity by ND-2000 (NanoDrop technologies, Inc, Wilmington, DE, USA). Same DNA quantity was pooled to reach 6 μg total DNA amount in 100 μl. Finally, DNA was pelleted using a Speed-Vac. DNA sequencing was performed at Novogene Technology Co., Ltd (Animal and Plant Resequencing (WGS)).

### Plasmid construction and Agrobacterium-mediated transformation

cDNA of *RPN12a* was synthesized and amplified from WT RNA using primers containing attB recombination sites for Gateway cloning Rpn12a_GTW-F and Rpn12a_GTW_S-R. PCR product was cloned in the pDONR207 donor vector by BP cloning and insert was transferred in pGWB2 (35S promoter, no tag) and pUB-DEST (UBQ10 promoter, no tag) destination vectors.

The *RPN12a* genomic locus (861 bp prior to the ATG and 440 bp after the stop codon) was amplified from WT DNA using primers containing attB recombination sites for Gateway cloning Rpn12a-P_GTW-F and Rpn12a-T_GTW-R. PCR product was cloned in pDONR207 through BP reaction and inserted in pGWB1 (no promoter, no tag) destination vector.

Plasmids were used for *Agrobacterium tumefaciens* (GV3101::pMP90) transformation of *rpn12a-236* mutants using the floral dip method. In vitro selections of plantlets were made on ½ MS + 0.1% sucrose media containing Kanamycin (50 μg/ml, T-DNA from pGWB1 and pGWB2) or Basta (10 μg/ml, T-DNA from pUB-DEST). Primers are listed in Supplementary Data 6.

### RPN12a C-terminal conservation

For sequence conservation of RPN12a C-terminal part, Weblogo^63^ was used to visualize sequence conservation in 187 C-terminal RPN12a-like domains in *Viridiplantae*. This was done through alignment with the last 44 aa of RPN12a (containing the mutation in *rpn12a-236*). The height of each letter (score on *y*-axis) indicates the relative frequency of an amino acid at a position.

### Chlorophyll measurements

Leaves were sampled in tubes containing steal beads and frozen using liquid nitrogen. In all, 10–50 mg of powder was measured and transferred directly in tared 80% acetone tube for chlorophyll extraction. Samples were vortexed 30s and incubated for 15 min in darkness. Samples were vortexed again and centrifuged at 15,000 × *g* for 10 min at 4 °C. Absorbance for the supernatant was measured at 750 nm for the background, at 663 nm for chlorophyll *a* and at 647 nm for chlorophyll *b* with a spectrophotometer. The chlorophyll content was calculated using the following formula^64^: Chl_*a*+*b*_ = 7.15(*A*_663_ – *A*_750_) + 18.71(*A*_647 _– *A*_750_) (μg/ml).

### SDS-Page immunoblots

For immunoblot analysis, Arabidopsis total protein extracts were prepared using a protein extraction buffer (100 mM Tris-HCl pH 7.5, 50 mM EDTA, 250 mM NaCl, 0.05% SDS). Protein quantification was done with a Bradford protein assay (Bio-Rad, Protein Assay Dye Reagent Concentrate, 500-006). Extracts were mixed with Laemmli sampling buffer (Bio-Rad, 4x Laemmli Sample Buffer, 1610747) supplemented with 10% β-mercaptoethanol and incubated at 95 °C for 10 min before separating the protein mixtures on reducing 12% polyacrylamide gel.

After migration at 100 V, proteins were transferred during 1 h at 270 mA onto a 0.45 µm nitrocellulose membrane. Blot was blocked with 5% milk in TBS-T for 1 h following by an overnight incubation at 4 °C with the specific polyclonal primary anti-RPN12a antibody (1/1000, Abcam, ab98959), the anti-Ubiquitin antibody (1/1000 in TBS-T, Sigma-Aldrich, U5379), the anti-PBA1 antibody (1/3000 in TBS-T, Agrisera, AS19 4260) or the anti-RPN6 antibody (1/2000 in TBS-T, Agrisera, AS15 2832A) diluted in 2% milk in TBS-T. After 1 h incubation at room temperature with a goat anti-rabbit secondary antibody conjugated to horseradish peroxidase (1/10000 in 2% milk in TBS-T, Agrisera, AS09 602), visualization was carried out using a chemiluminescence kit (Agrisera ECL kit bright; AS16 ECL-N-100) and signals were detected using Azure c600 Western Blot Imaging system (Azure biosystems). Exposure time was 1–3 min. Signals were quantified using the ImageJ software (https://imagej.nih.gov/ij/).

### Protein purification

Proteins for the native-PAGE and the activity assay were prepared as previously described^11^. Briefly, thirty 10-day-old seedlings were frozen, ground and homogenized in 1.25 ml/g fresh weight proteasome extraction buffer (PEB: 50 mM potassium phosphate buffer pH 7.0, 2 mM MgCl_2_, 5% glycerol, 5 mM 2-mercaptoethanol and 10 mM ATP). The extract was clarified by centrifugation at 8000 × *g* for 15 min at 4 °C. The protein concentration of the supernatant was determined using a Bradford protein assay.

### Native-PAGE immunoblot

For separation of proteasome complexes, crude plant extracts were subjected to Blue native polyacrylamide gel electrophoresis (BN-PAGE)^65^. For native gel preparation, a 3.5–12% gradient (48% acrylamide, 1.5% bis-acrylamide) of running gel (in 50 mM bis-tris (pH 7), 500 mM 6-aminocaproic acid buffer) was casted in 1 mm cassette using a Gradient Mixer and a peristatic pump (speed ≥ 200 rpm). Running ger topped with a 3% stacking gel (20% acrylamide, 5% bis-acrylamide in same gel buffer). Separate cathode (15 mM bis-tris, 50 mM tricine) and anode buffer (50 mM bis-tris, pH 7) was used for running the gel.

For sample preparation, 10 µg of total proteins was mixed gently with 1x ACA (100 mM BisTris-HCl, pH 7.0, 500 mM 6-aminocaproic acid, 0.25 mg/ml Pefa, 10 mM NaF, 1 mM EDTA) to reach a 10 µl final volume. One volume of 4% digitonin (in 100 mM BisTris-HCl, pH 7.0, 0.5 M 6-aminocaproic acid, 0.25 mg/ml Pefa, 10 mM NaF, 1 mM EDTA, 4% Digitonin) was added to the mix and the reaction was incubated for 8 min at 4 °C with gentle shaking (speed ≥ 200 rpm). Samples were centrifugated for 25 min at 4 °C at a speed of 14,000 x *g*. The supernatant was transferred to a new microcentrifuge tube and BN sample buffer (5% Serva Blue G, 100 mM BisTris-HCl, pH 7.0, 0.5 M 6-aminocaproic acid, 30% sucrose) was added at 10/1 sample to dye ratio. Gel was run in 4 °C at 75 V for 45 min, 100 V for 30 min and finally at 125 V until the dye front reached the bottom of the gel.

For 1st dimension transfer, proteins were transferred on a PVDF membrane overnight at 4 °C at 25 V. For 2nd dimension run and transfer, lines were cut from the 1st dimension, incubated with Laemmli buffer (with 0.2 % w/v SDS and 100 mM DTT) for 30 min at room temperature and ran onto a 12% SDS running gel (5% stacking gel) at 150 V for 1.5 h at room temperature and proteins were transferred on a nitrocellulose membrane overnight at 4 °C at 25 V. After transfer, membranes were blocked with 2% milk in TBS-T for an hour at RT and incubated for 3 h at RT with specific polyclonal primary anti-PBA1 antibody (1/3000, Agrisera, AS19 4260) or anti-RPN12A antibody diluted in blocking buffer. After 1 h incubation at room temperature with a goat anti-rabbit secondary antibody conjugated to horseradish peroxidase (1/10000, Agrisera) in blocking buffer. Signals were detected using Azure c600 Western Blot Imaging system with exposure time of 15–30 s.

### Chymotrypsin-like activity measurements

Chymotrypsin-like peptidase activity was measured using the fluorogenic peptide N-succinyl-Leu-Leu-Val-Tyr-7-amino-4-methylcoumarin (Suc-LLVY-AMC; Abcam, ab142120). For in vitro assay, 10 µl of protein extract were incubated with 90 µl of 50 µM Suc-LLVY-AMC, supplemented or not with 80 µM of MG132 proteasome inhibitor (Sigma-Aldrich, SML1135), at 37 °C for 20 min. To quench the reaction, 1 ml of 80 mM sodium acetate (pH4.3) was added. Released AMC was monitored according to the following excitation/emission wavelengths (380 nm/440 nm). Fluorescence of the reaction with MG132 is subtracted from the fluorescence without MG132 to obtain a relative fluorescence. For proteasome activity on native samples loaded on a first-dimension gel, membranes were incubated for 1 h in an activity buffer (50 mM Tris pH 7.5, 5 mM MgCl_2_, 10% glycerol, 1 mM ATP, 1 mM DTT, 0.1 mM Suc-LLVY-AMC). Exposure time at 365 nm was 15–30 s.

### Detection of oxidized proteins and hydrogen peroxide/superoxide

DNPH derivatization was done following the Oxyblot protein oxidation detection kit instructions (Merck Millipore, S7150).

Hydrogen peroxide was detected by 3,3′-Diaminobenzidine (DAB; Sigma-Aldrich, D12384). Leaves were sampled and placed into 5 cm diameter petri dishes containing 5 ml of DAB staining solution (1 mg/ml DAB in sterile water pH3.8 with 1 M HCl). Vacuum infiltration was applied 2 times for 5 min. Dishes were covered with aluminum foil and kept overnight at room temperature. Following incubation, DAB solution was replaced by pure EtOH for bleaching.

Superoxide was detected by Nitro blue tetrazolium (NBT; ThermoFischer, 34035). Leaves were sampled and placed into 5 cm diameter petri dishes containing 5 ml of NBT staining solution (0.2% NBT in 50 mM sodium phosphate buffer (pH 7.5)). Vacuum infiltration was applied 2 times for 5 min. Dishes were covered with aluminum foil and kept overnight at room temperature. Following incubation, NBT solution was replaced by pure EtOH for bleaching.

### RNA extraction for RNA-seq

WT and *rpn12a-236* plants were grown, and samples of leaf blades were collected at 8 am, for the 0 days, 1 day, 3 days, 6 days time points for IDL/light control treatments and at 2 pm, for the 6 h time point for IDL/light control treatments. For all conditions, three biological replicates were used, each of them being a pool of two leaves from independent plants. RNA was extracted from approximately 40 mg of frozen material using an EZNA plant RNA kit following provider recommendations (Omega Bio-tek, R6834-01). Concentration was assessed by Qubit fluorometric quantification and purity by ND-2000. RNA integrity was checked with a Bioanalyzer 2100 expert and RNA 6000 Nano kits (Agilent, Santa Clara, CA, USA). RNA sequencing was performed at Novogene Technology Co., Ltd (HiSeq platforms, paired-end 150 bp sequencing strategy).

### RNA-seq bioinformatics

The data pre-processing was performed following the guidelines described here: http://www.epigenesys.eu/en/protocols/bio-informatics/1283-guidelines-for-rna-seq-data-analysis. Briefly, the quality of the raw sequence data was assessed using FastQC (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/), v0.11.4. Residual ribosomal RNA (rRNA) contamination was assessed and filtered using SortMeRNA^66^ (v2.1; settings --log --paired_in --fastx--sam --num_alignments 1) using the rRNA sequences provided with SortMeRNA (rfam-5s-database-id98.fasta, rfam-5.8s-database-id98.fasta, silva-arc-16s-database-id95.fasta, silva-bac-16s-database-id85.fasta, silva-euk-18s-database-id95.fasta, silva-arc-23s-database-id98.fasta, silva-bac-23s-database-id98.fasta and silva-euk-28s-database-id98.fasta). Data were then filtered to remove adapters and trimmed for quality using Trimmomatic^67^ (v0.36; settings TruSeq3-PE-2.fa:2:30:10 SLIDINGWINDOW:5:20 MINLEN:50). After both filtering steps, FastQC was run again to ensure that no technical artefacts were introduced. Read counts were obtained using kallisto^68^ (v0.43.0) with the parameters quant -b 100 --pseudobam -t 1 --rf-stranded and using the TAIR10 cDNA sequences as a reference (retrieved from the TAIR resource). An overview of the data, including raw and post-QC read counts and pseudo-alignment rates is given in Supplementary Data 8. The kallisto abundance values were imported into R (v3.3.2; R Core Team 2015) using the Bioconductor^69^ (v3.3) tximport package^70^ (v.1.2.0). For the data quality assessment (QA) and visualization, the read counts were normalized using a variance stabilizing transformation as implemented in DESeq2. The biological relevance of the data—e.g., biological replicates similarity—was assessed by Principal Component Analysis (PCA) and other visualizations (e.g., heatmaps), using custom R scripts. Statistical analysis of gene and transcript differential expression (DE) between conditions was performed in R using the Bioconductor DESeq2 package^71^ (v1.14.1), with the following model: ~Line*Hours to account for both the genotype (WT or *rpn12a-236*) and harvesting time (d0, h6, d1, d3, d6). FDR adjusted *p*-values were used to assess significance; a common threshold of 1% was used. DESeq was also run with following models: ~Line and ~Hours to compare gene expression at fixed time and fixed genotype, respectively.

Hierarchical clustering analysis was performed on either (i) a subset of genes that are significantly (adj. *p* < 0.0001) differentially expressed between WT and *rpn12a-236* for at least one time point or (ii) a list of genes extracted from bibliographic data using MeV (MultiExperiment Viewer) based on a Pearson correlation and average linkage clustering. Within hierarchical clusters, genes specific to a given cluster were submitted to gene ontology (GO) enrichment analysis. This was done using the new version of gProfiler^72^.

#### Building a biological network based on GO terms

A biological network was built using the Cytoscape (version 3.9.0^21^)—compatible plug-in ClueGO (version 2.5.8^20^). GO terms (Biological Process) from significantly (*p* < 0.001) differentially expressed genes in *rpn12a-236* versus WT. Enriched GO terms upregulated in *rpn12a-236* (palette of blues) or downregulated (palette of yellows) as compared to WT were clustered according to their functional categories. The following parameters were applied to generate the networks: min GO level = 1, max GO level = 8, number of genes per term = 3, and 3.0% genes per term for all clusters; the minimum percentage for a cluster to be significant was 60%, both GO fusion and GO group were applied, Kappa score was fixed at 0.4, with an initial group size of 1 and a sharing group percentage set at 50%. The statistical test used for enrichment/depletion was a two-sided hypergeometric test with a Bonferroni step down correction method applied. The size of a node is proportional to the number of genes contributing to this node, while the intensity of the color is proportional to the significance of it (the minimum for significance being *p* < 0.05); gray nodes = overrepresented in the gene subset but not enriched significantly. For day 1, 3 and 6, the subset of genes differentially regulated at day 0 was subtracted to highlight the functional categories associated with cell death and minimize the constitutive contribution of a non-functional proteasome.

### Hormones content and pharmacology

WT and *rpn12a-236* plants were grown in SD, and leaves were harvested. Samples of leaf blades were harvested at 8 am, for 0 days, 1 day, 3 days, 6 days for IDL/light control treatments and at 2 pm, for 6 h for IDL/light control treatments and frozen using liquid nitrogen. For all conditions, five biological replicates were used. In all, 10–20 mg of powder was measured, transferred in a new collection tube, and stored at −70 °C. For CKs, auxin, JA, SA, ABA, and ACC samples were analyzed as previously described^24,25^.

We estimated ET content using the WT EBS:GUS reporter line. This construct consists of 5 tandem repeats of the *EDF1* promoter, a target of EIN3^26^. The reporter transgene was introduced into the *rpn12a-236* mutant background by crossing and lines were selected on 50 μg/ml of hygromycin. Plants were grown in SD conditions and IDL was performed on 6–7 weeks old plants. Leaves were collected after at 0 days, 6 h, 1 day, 3 days, and 6 days of IDL treatment in petri dishes and GUS coloration solution (50 mM Phosphate buffer pH 7, 10 mM EDTA pH 8, 0.24% Triton X-100, 2 mM X-Gluc) was added. Tissues were vacuum infiltrated at 100 ppm in GUS solution (3 × 10 min) and incubated overnight at 37 °C. GUS solution was removed, and leaves were rinsed with water. EtOH 70% was added, and dishes were gently agitated until tissues bleached.

### Statistics and reproducibility

All source data for graphs and charts are provided in Supplementary Data 7. Statistical analyses conducted and sample size are defined in each figure’s legend.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Supplementary Data 7

Supplementary Data 8

Reporting Summary

## Data Availability

Data are provided in Supplementals, or in public repositories. Raw RNA-seq data can be found at the Gene expression Omnibus under the accession GSE212121.

# Supplementary material for: The RPN12a proteasome subunit is essential for the multiple hormonal homeostasis controlling the progression of leaf senescence
**Source:** Commun Biol. 2022 Sep 30;5:1043. doi: 10.1038/s42003-022-03998-2
**Supplement:** Supplementary file 1 — Supplementary Information

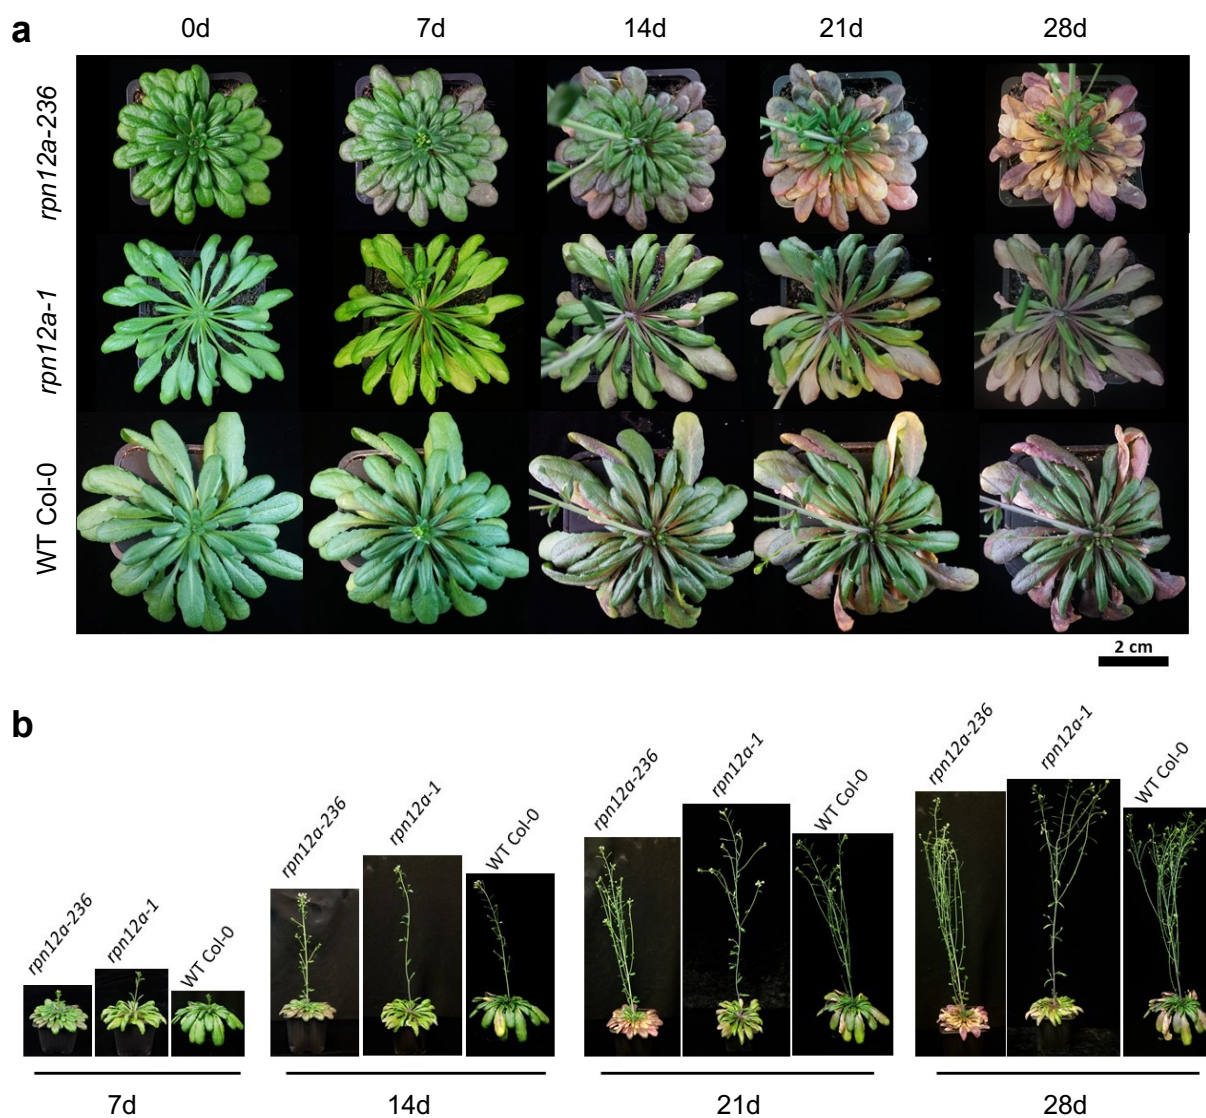

**Figure S1. Comparison between WT and *rpn12a* mutants plants undergoing developmental senescence.** Pictures were taken once a week after the first flower bud was visible (stage 5.10; Boyes et al., 2001). **(a)** Top view. **(b)** Front view.

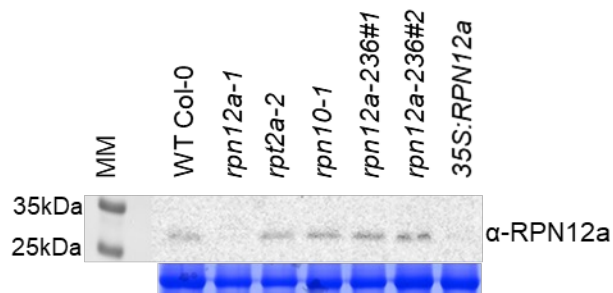

**Figure S2. RPN12a immunoblot.** Immunoblot analysis of total protein extracts from WT Col-0, *rpn12a-1*, *rpt2a-2*, *rpn10-1*, *rpn12a-236* and 35S:*RPN12a* with antibodies raised against RPN12a. Loading control (Coomassie blue staining, focus on Rubisco large subunit) shows that equal amounts of proteins (10 µg) were loaded. MM = molecular mass marker. kDa = kilo Dalton.

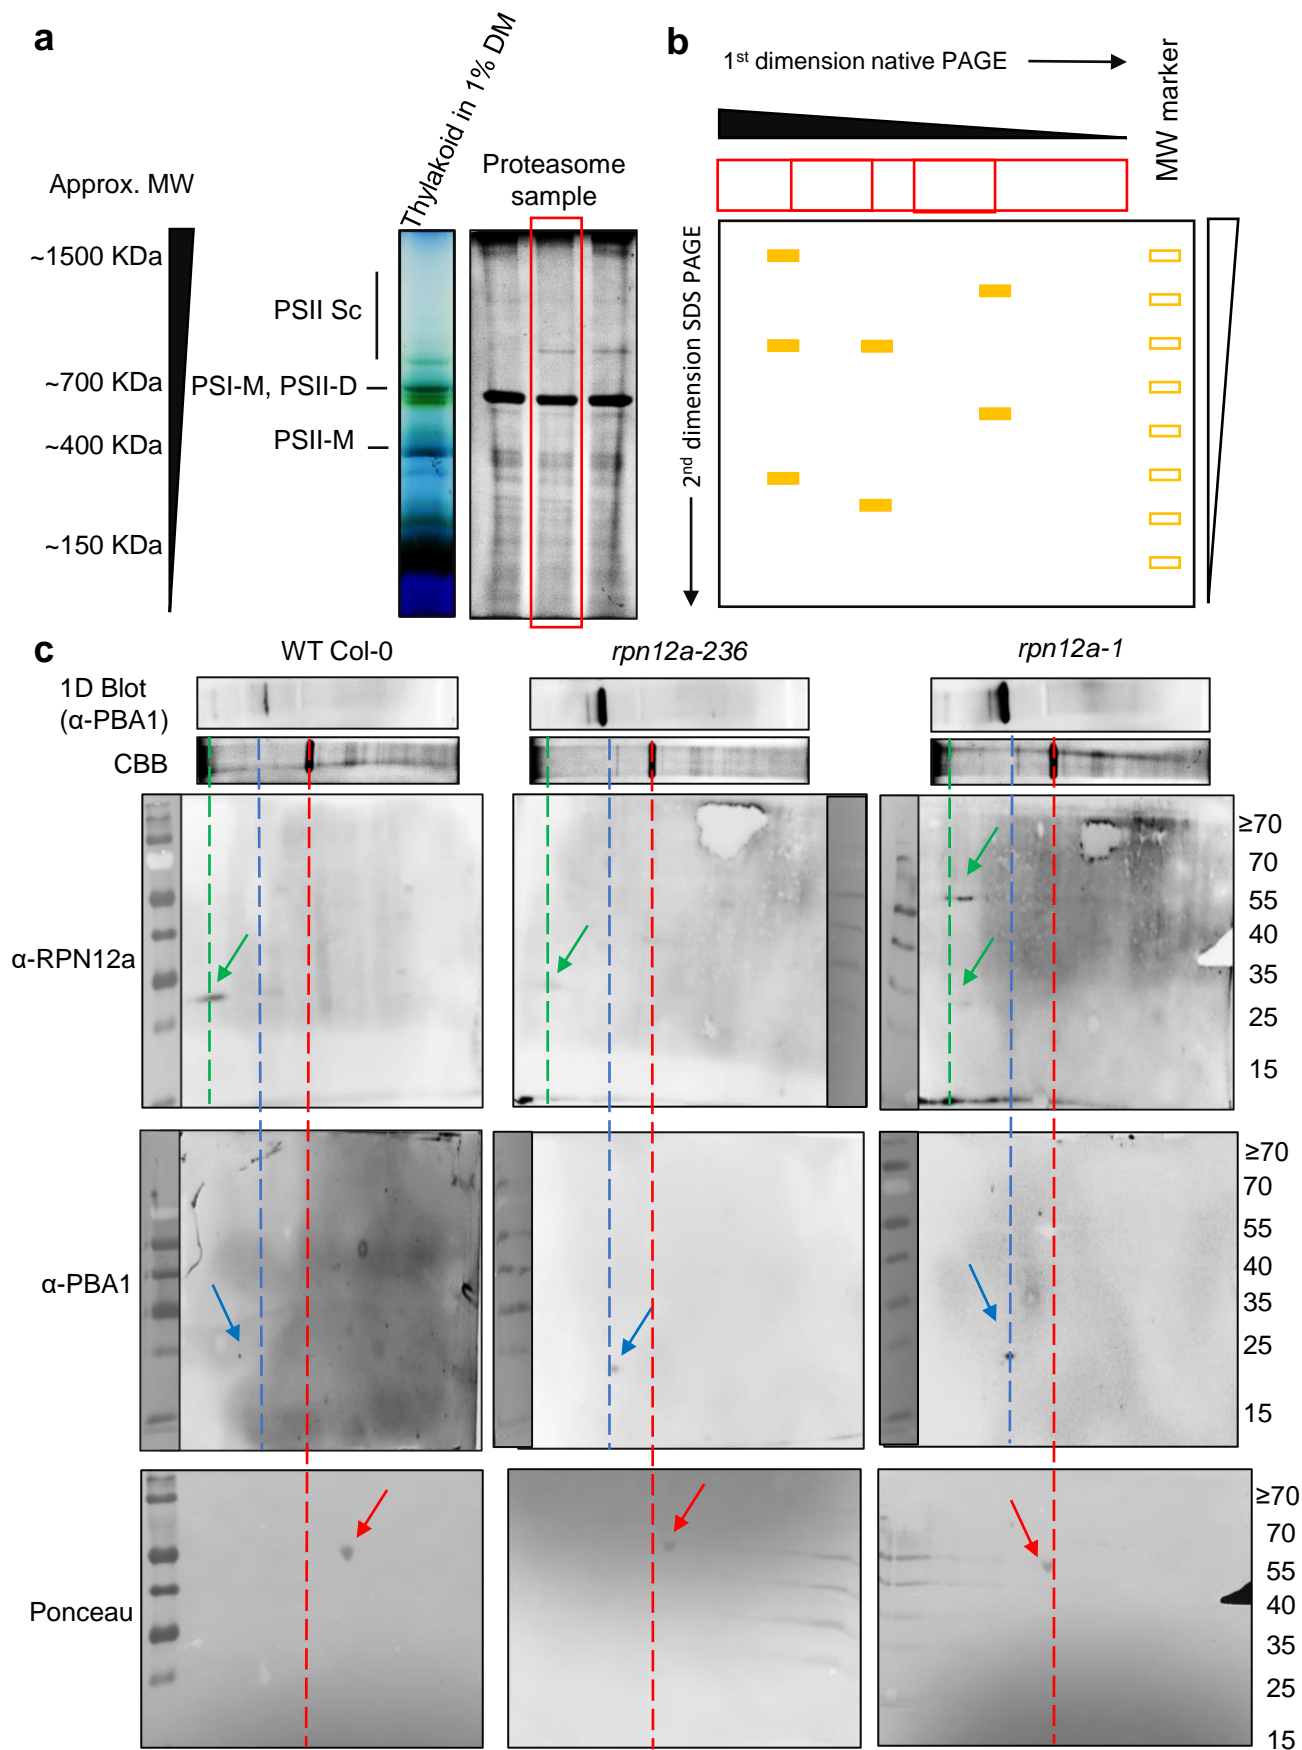

**Figure S3. Second-dimension Native PAGE immunoblots.** (a) The photosystem (PS) complexes and the proteasome samples were loaded on a 1D-gel. Molecular weight of the complexes were estimated by comparing with known molecular weights of *Arabidopsis thaliana* Col-0 photosynthetic pigment protein complexes separated under the same native conditions. (b) Schematic representation of a second-dimension run. (c) Native PAGE followed by a run on a second dimension SDS-PAGE on Col-0, *rpn12a-236* and *rpn12a-1*. Immunoblot analyses of the RPN12a subunit (top) PBA1 subunit (middle) were done on total protein extracts from 10-day-old seedlings. Ponceau staining are shown on the bottom. Green: 26S proteasome; Blue: 20S proteasome; red: proteasome-independent.

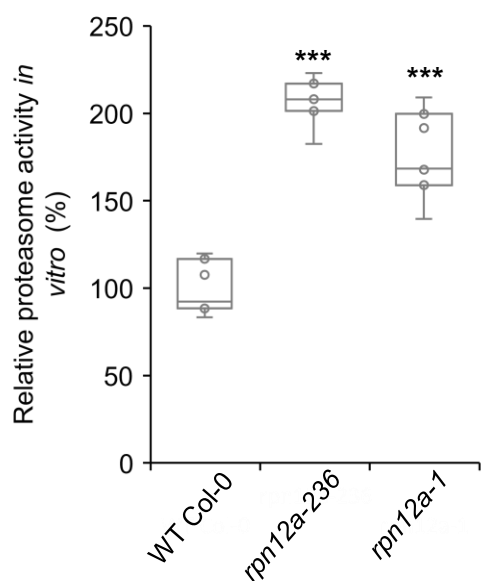

**Figure S4. 20S Proteasome *in vitro* activity.** *In vitro* activity test was performed in a UV microplate (n=7). Data are presented as corrected relative fluorescence normalized to the WT Col-0 level. The interquartile range of the box is from the 25th to 75th percentiles, and the middle line is the median; whiskers represent min and max values; a Student's t-test showed statistically significant differences at \*\*\*  $p < 0.0001$ .

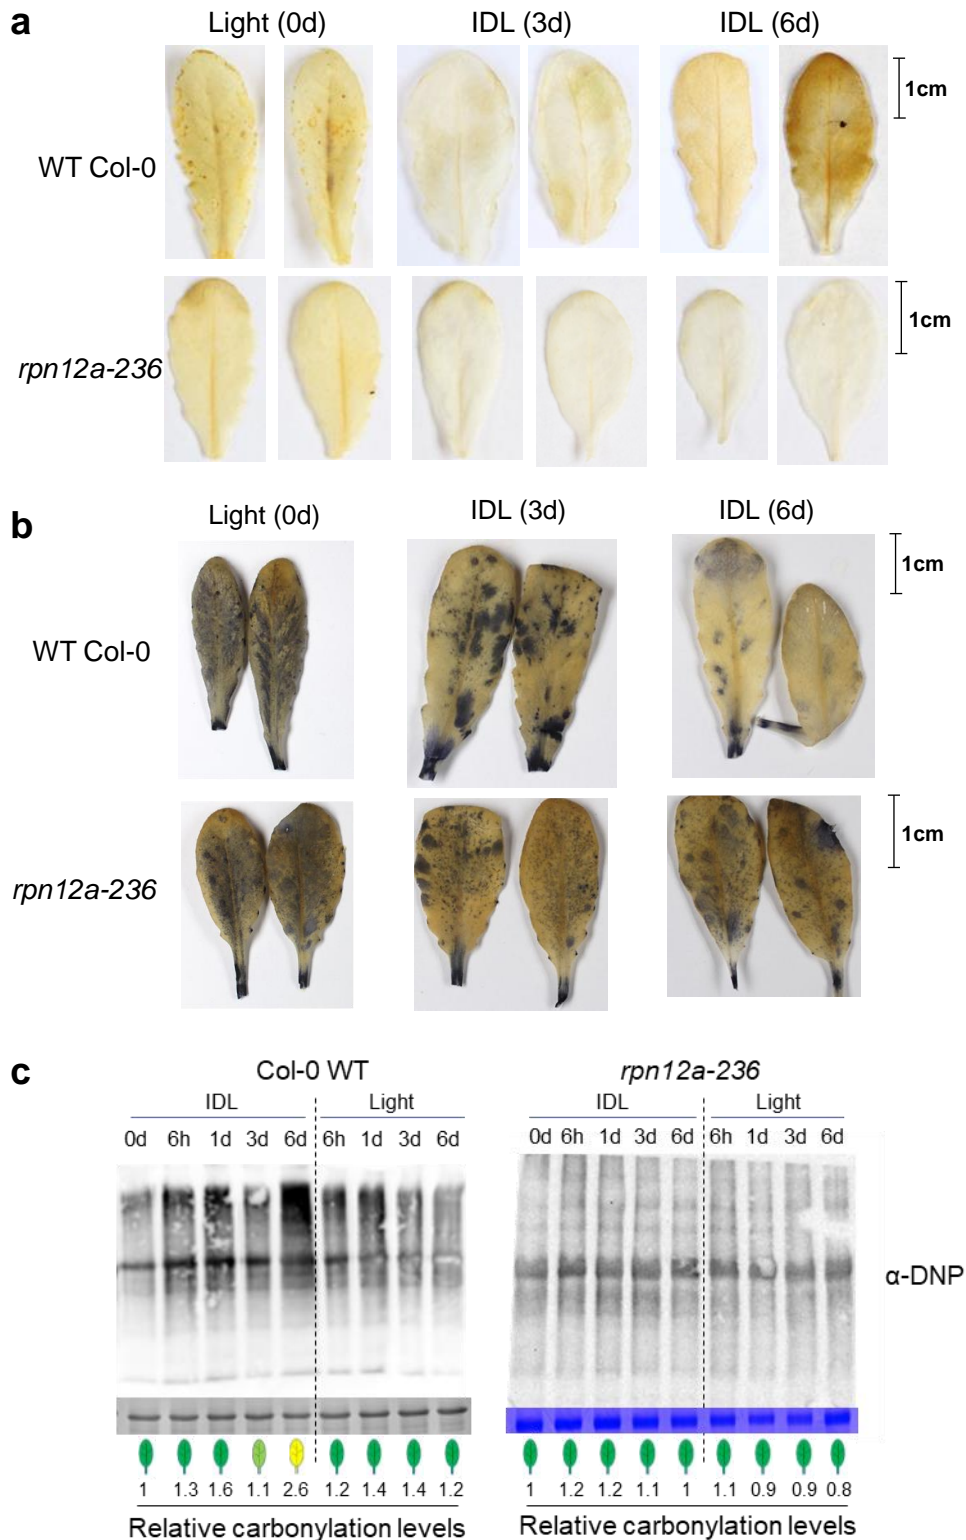

**Figure S5. Levels of oxidation in a 19S proteasome mutant during DIS.** (a) DAB coloration assay of  $H_2O_2$  accumulation, and (b) NBT coloration assay of  $O_2^-$  accumulation in WT Col-0 and *rpn12a-236* mutant. IDL treatment was used to induce senescence on 6-week-old plants grown in SD for 0 day, 3 days, and 6 days. (c) Oxidized protein levels in Col-0 and *rpn12a-236* mutant. Equal amounts of total protein (20  $\mu$ g) (Coomassie blue staining, focus on Rubisco large subunit) were subjected to SDS-PAGE and immunoblot analysis with anti-ubiquitin antibodies. Carbonylation levels were estimated, and fold-change compared to levels at the 0d time point (set to 1) was reported below the immunoblot. Proteins were extracted from 6- to 7-week-old SD grown plants treated with IDL or light for 0, 6h, 1 day, 3 days and 6 days. DNPH was derivatized by carbonyls and DNP levels were assessed by immunoblot anti-DNP

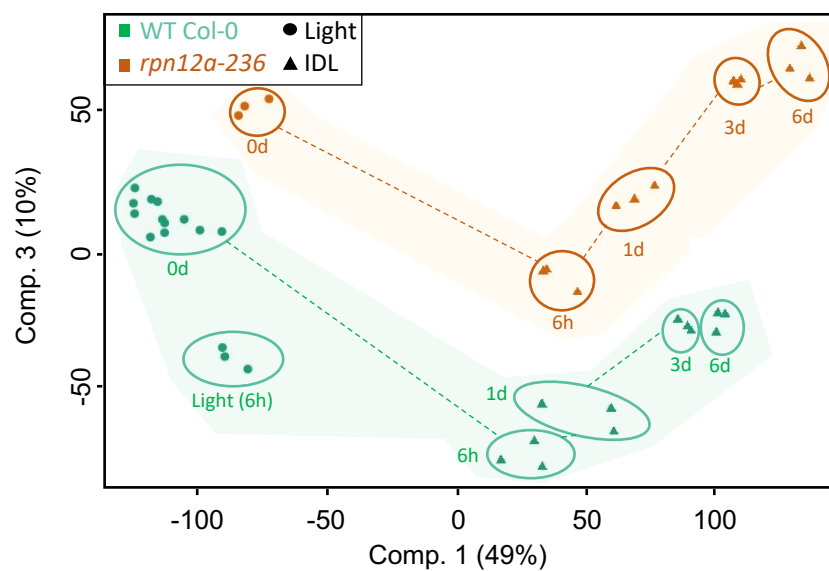

**Figure S6. Principal Component Analysis from RNAseq data.** Here, the first component (49%) versus third component (10%) are represented.

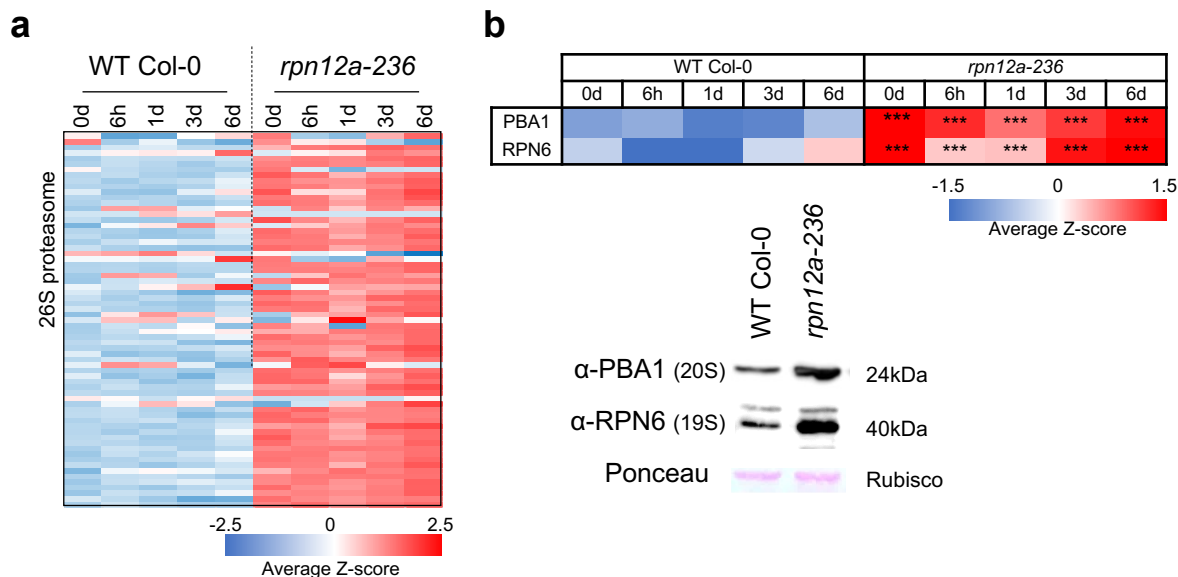

**Figure S7. Regulation of the proteasome subunits.** (a) Heatmap of proteasome subunits and interactants transcripts during DIS (n=66). (b) Focus on PBA1 (20S) and RPN6 (19S). Top: *PBA1* and *RPN6* expression was obtained from RNAseq experiment on Col-0 and *rpn12a-236*. The average Z-score is shown. A Student's t-test showed statistically significant differences from WT Col-0 at \*\*\*  $p < 0.0001$ . Bottom: Immunoblots using PBA1 and RPN6 antibodies targeting the 20S and the 19S particles, respectively. 10  $\mu$ g of total proteins, extracted from 6 week-old leaves of Col-0 and *rpn12a-236* grown in short day condition, were used. A ponceau staining was added as a loading control.

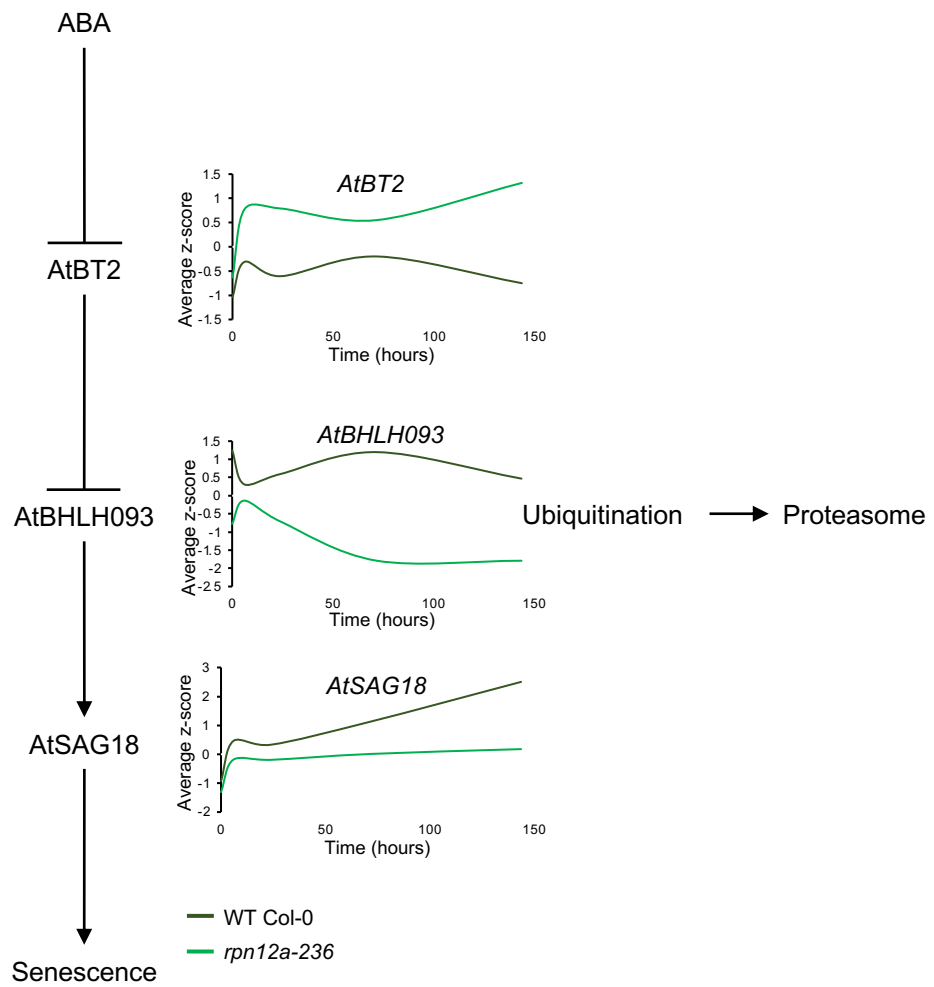

**Figure S8. Current model for the regulation of senescence through the action of AtBT2.** In this model, AtBHLH093 activates the transcription of *AtSAG18*. AtBT2 induces the ubiquitination and subsequent degradation of AtBHLH093 by the proteasome delaying leaf senescence (model adapted from An et al. (2018) in *Malus domestica*).

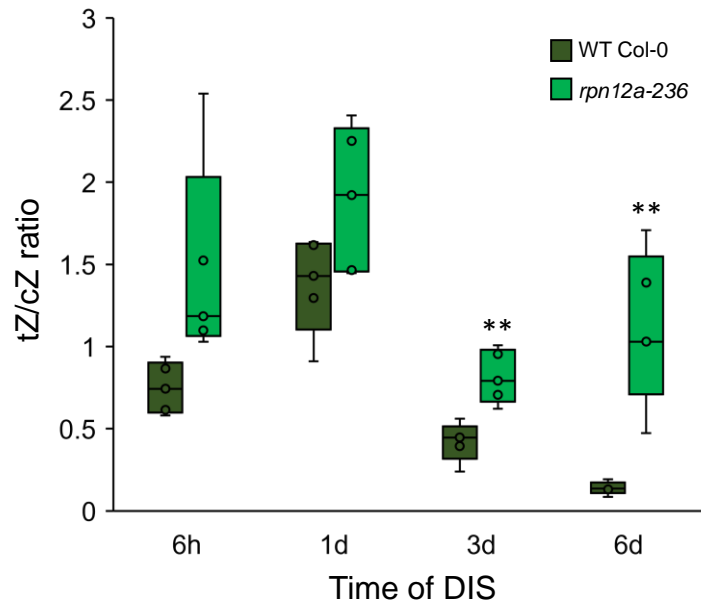

**Figure S10. tZ/cZ ratio.** Values obtained from the LC/MS were used to visualize the variation in the tZ/cZ ratio during DIS. The interquartile range of the box is from the 25th to 75th percentiles, and the middle line is the median; whiskers represent min and max values. A Student's t-test showed statistically significant differences at \*\*  $p < 0.01$ .

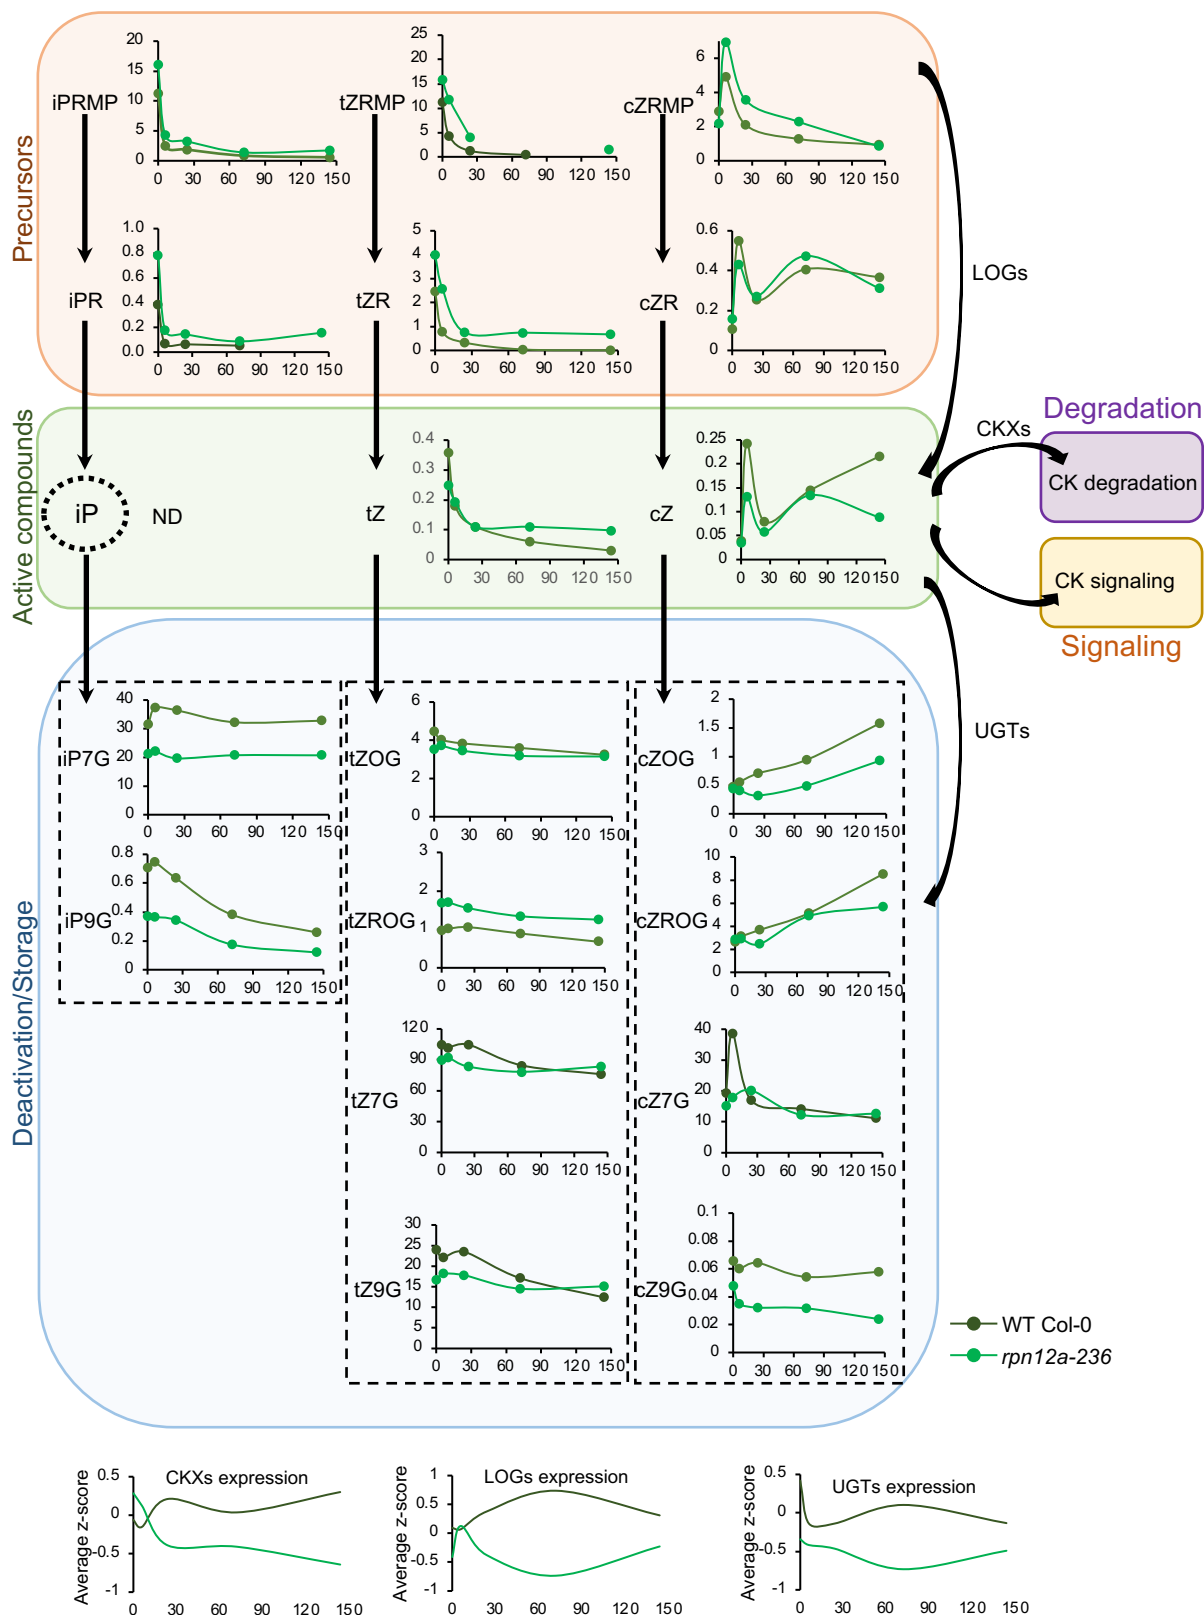

**Figure S11. Cytokinin-related metabolites in response to DIS.** For each metabolite, total pools (in pmol/g FW) were plotted over time. Normalized average abundance of transcripts obtained from the RNAseq dataset are shown on the bottom heatmap. ND=not detected.

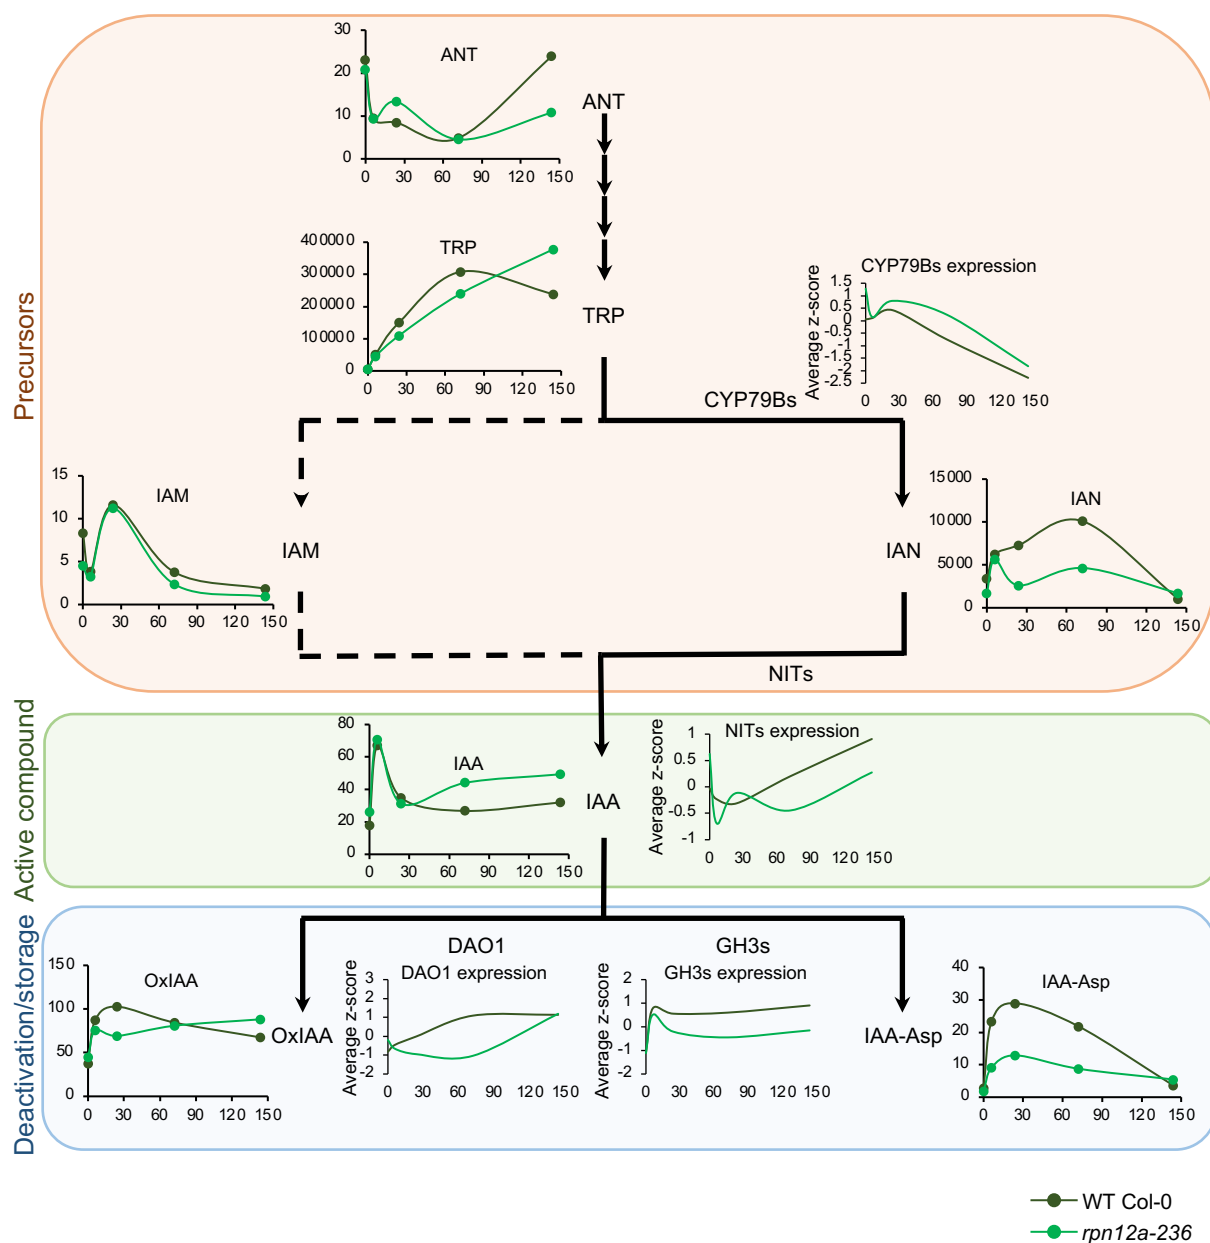

**Figure S12. Auxin-related metabolites in response to DIS.** For each metabolite, total pools (in pmol/g FW) were plotted over time. Normalized average abundance of transcripts obtained from the RNAseq dataset is shown on the bottom heatmap. Dashed lines indicate unclear metabolic paths.

# Supplementary material for: The RPN12a proteasome subunit is essential for the multiple hormonal homeostasis controlling the progression of leaf senescence
**Source:** Commun Biol. 2022 Sep 30;5:1043. doi: 10.1038/s42003-022-03998-2
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

## Description of Additional Supplementary Files

**File name:** Supplementary Data 1

**Description:** List of homozygous mutations obtained from whole genome sequencing.

**File name:** Supplementary Data 2

**Description:** Proteasome subunits expression profile. The source data behind figure S7.

**File name:** Supplementary Data 3

**Description:** Senescence-responsive genes expression profile. The source data behind figure 5A.

**File name:** Supplementary Data 4

**Description:** Expression profile of genes involved in hormone biosynthesis, homeostasis and signalling. The source data behind figure S9.

**File name:** Supplementary Data 5

**Description:** Quantification of metabolites related to CKs, auxin, JA, SA, and ABA. The source data behind figures 6, S10, S11 and S12.

**File name:** Supplementary Data 6

**Description:** List of primers used.

**File name:** Supplementary Data 7

**Description:** All source data for graphs and charts.

**File name:** Supplementary Data 8

**Description:** Overview of RNAseq data, including raw and post-QC read counts and pseudo-alignment rates. The source data behind figures 4, 5, S6, S7, S8, S9.

# Supplementary material for: The RPN12a proteasome subunit is essential for the multiple hormonal homeostasis controlling the progression of leaf senescence
**Source:** Commun Biol. 2022 Sep 30;5:1043. doi: 10.1038/s42003-022-03998-2
**Supplement:** Supplementary file 10 — Supplementary Data 8

# Arabidopsis fsg project - biological QA

Nicolas Delhomme & Clement Boussardon

2021-11-29

- 1 Setup
  - 1.1 Loading data
  - 1.2 Create the DESeq object
  - 1.3 Variance Stabilising Transformation
- 2 Quality Assessment
  - 2.1 Principal Component Analysis
  - 2.2 Two dimensions plots
  - 2.3 Expressed genes
    - 2.3.1 Hierarchical clustering of the data
    - 2.3.2 Heatmap
- 3 Session Info

## 1 Setup

### 1.1 Loading data

Set the working dir

```
setwd("/mnt/picea/projects/arabidopsis/okeech/arabidopsis-fsg")
```

Librarius

```
suppressPackageStartupMessages(library(DESeq2)) # Normalisation
suppressPackageStartupMessages(library(vsn))
suppressPackageStartupMessages(library(gplots))
suppressPackageStartupMessages(library(RColorBrewer)) # Large color range
suppressPackageStartupMessages(library(tximport)) # Read Kallisto files
suppressPackageStartupMessages(library(scatterplot3d))
```

Define a palette (8 colors)

```
pal <- brewer.pal(8, "Dark2")
```

Save the default margin parameters

```
mar=par("mar")
```

source a few helper scripts

```
source("~/Git/UPSCb/src/R/featureSelection.R")
source("~/Git/UPSCb/src/R/plot.multidensity.R")
```

### Read the sample file tab delimited

```
samples <- read.delim("~/Git/UPSCb/projects/arabidopsis-fsg/doc/531vsRpn10vsCol_RNase
q.txt")
samples531 <- samples [-c(28:42),]
```

### Load dataset

```
countsRpn12a <- read.csv ("analysis/kallisto/raw-unnormalised-gene-expression_data.cs
v", header=T, row.names=1)
length(rowSums(countsRpn12a)) #32833 genes
```

```
## [1] 32833
```

```
length(which(rowSums(countsRpn12a) == 0)) #5783 genes without counts
```

```
## [1] 5783
```

```
geneswithcount <- which(rowSums(countsRpn12a) != 0) #genes with expression
write.csv(geneswithcount, file="analysis/kallisto/genes_with_counts531.csv")
```

### The cumulative transcript coverage is deep, about 1000X

```
countsRpn12a <- as.matrix (countsRpn12a)
plot(density(log10(rowMeans(countsRpn12a))), col=pal[1],
     main="gene mean raw counts distribution",
     xlab="mean raw counts (log10)")
```

## gene mean raw counts distribution

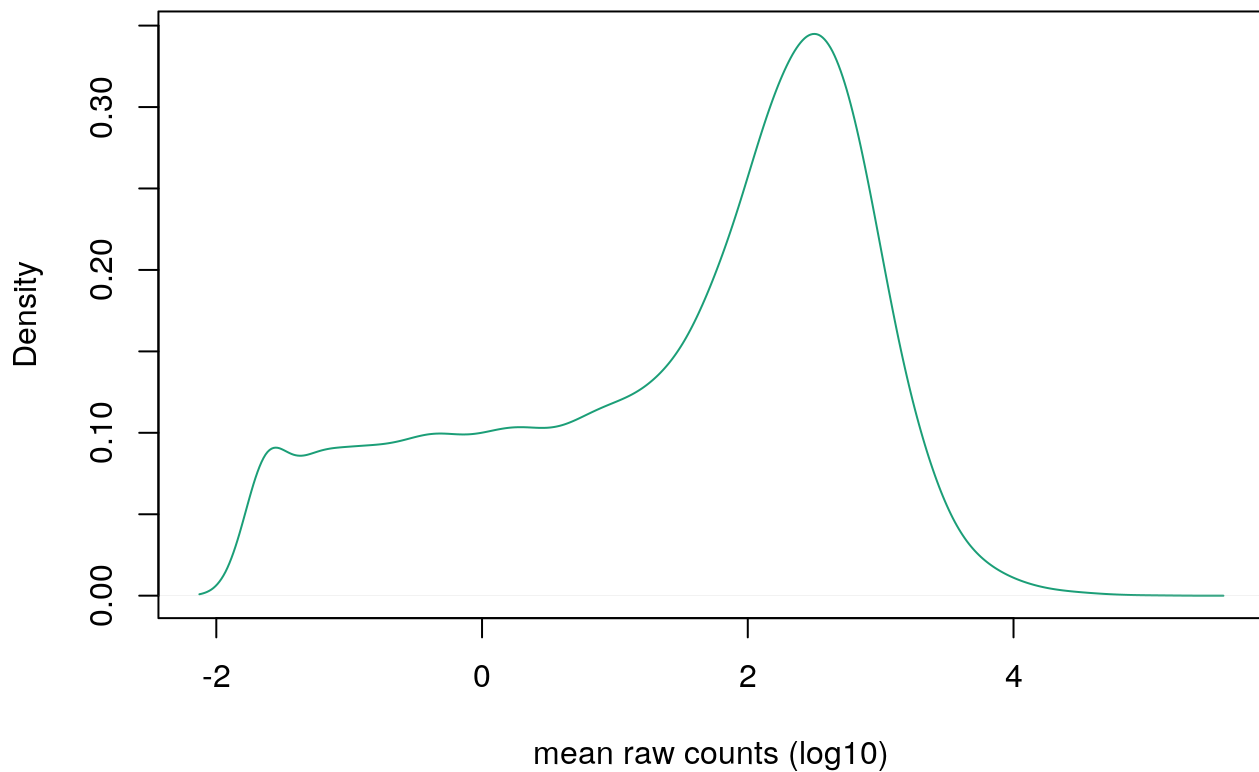

```
samples531 <- within(samples531, {  
  Line <- as.factor(Line)  
  Treatment <- as.factor(Treatment)  
  Hours <- as.factor(Hours)  
})
```

The same is done for the individual samples colored by treatment. The samples are extremely similar. Light and IDL show a similar distribution for all samples.

```
plot.mutidensity(lapply(1:ncol(countsRpn12a), function(k) {log10(countsRpn12a[,k])}),  
  col=pal[as.integer(samples531$Treatment)],  
  legend.x="topright",  
  legend=levels(samples531$Treatment),  
  legend.col=pal[1:nlevels(samples531$Treatment)],  
  legend.lwd=2,  
  main="sample raw counts distribution",  
  xlab="per gene raw counts (log10)")
```

## sample raw counts distribution

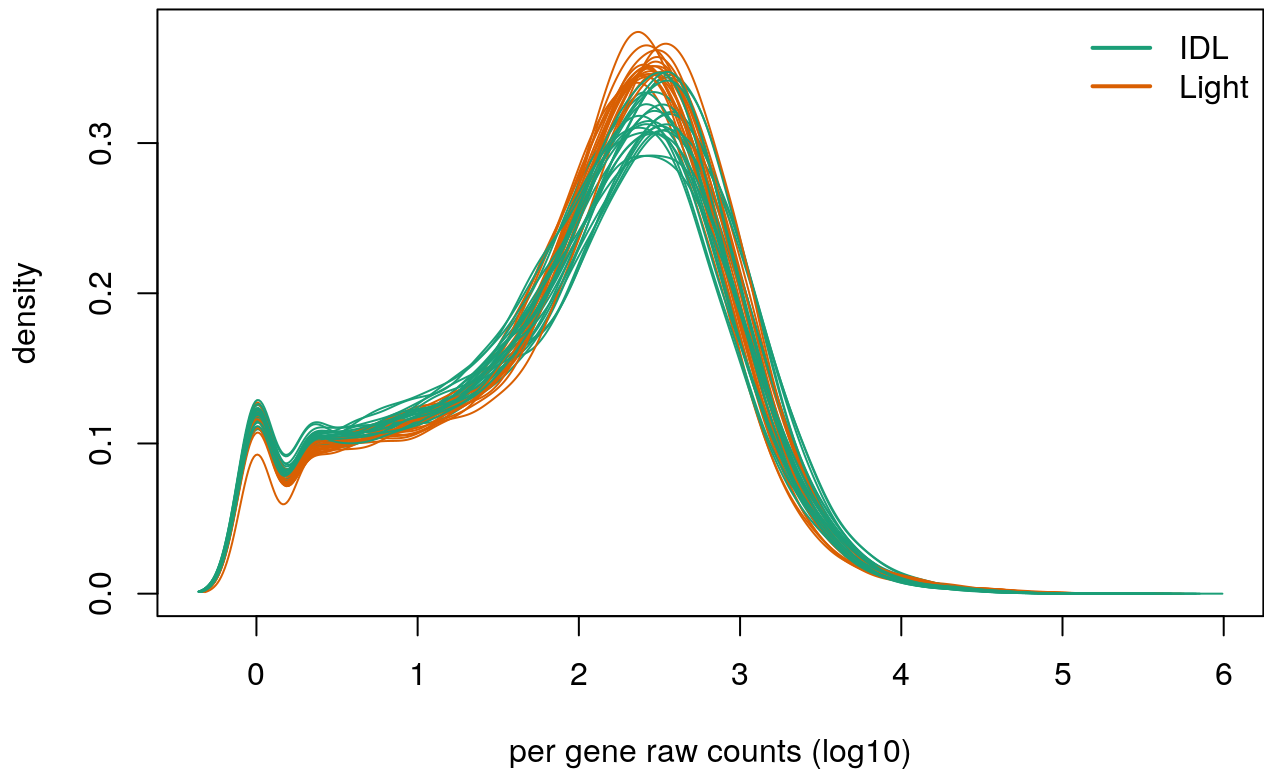

And colored by line

```
# Genotypes show a similar distribution for all samples.
plot.mutidensity(lapply(1:ncol(countsRpn12a),function(k){log10(countsRpn12a[,k]}),
  col=pal[as.integer(samples531$Line)],
  legend.x="topright",
  legend=levels(samples531$Line),
  legend.col=pal[1:nlevels(samples531$Line)],
  legend.lwd=2,
  main="sample raw counts distribution",
  xlab="per gene raw counts (log10)")
```

## sample raw counts distribution

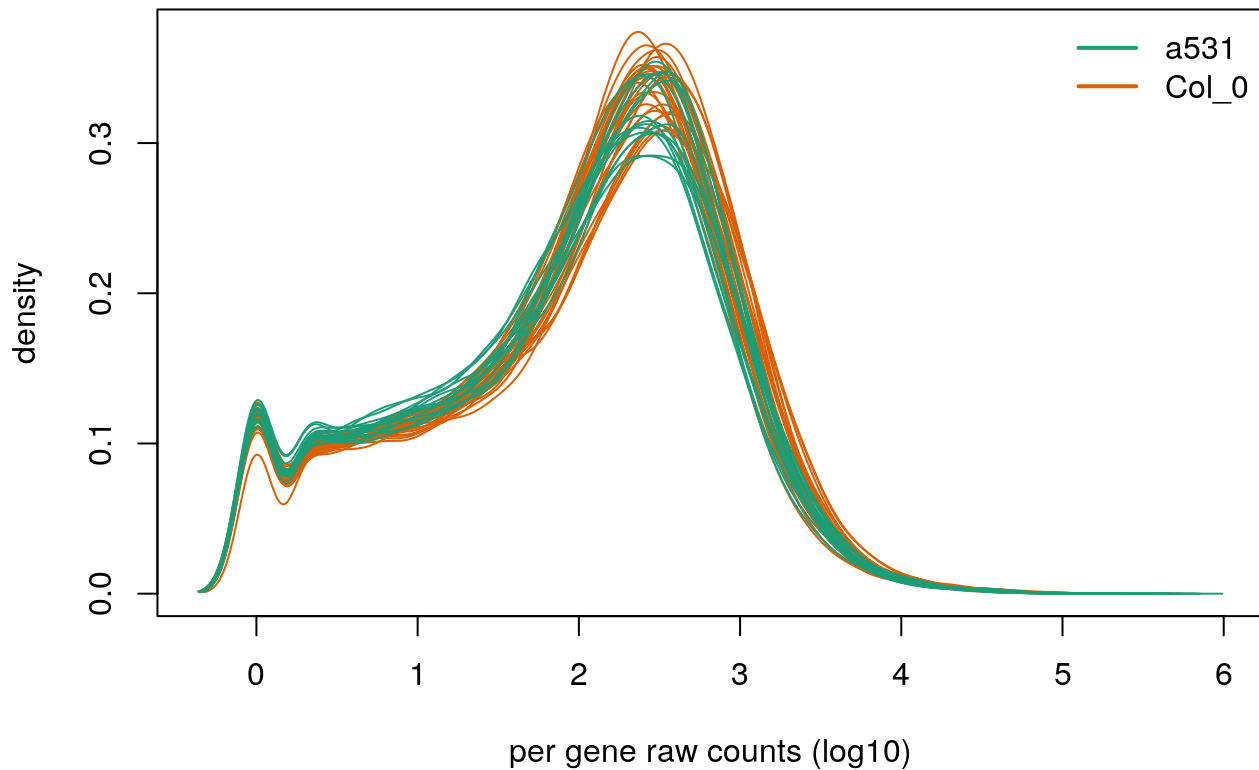

## 1.2 Create the DESeq object

First, reorder the Line and Treatment factors

```
samples531$Line <- relevel(samples531$Line,"Col_0")
samples531$Treatment <- relevel(samples531$Treatment,"Light")

dds531 <- DESeqDataSetFromMatrix(countsRpn12a,
                                  samples531,
                                  ~Line*Hours)
```

Attach sample information

```
save(dds531, file="analysis/kallisto/DESeq-object-LineByHours_rpn12a.rda")
```

Estimating the size factor There is little difference in the size factor (0.8-1.3).

```
dds531 <- estimateSizeFactors(dds531)
boxplot(colData(dds531)$sizeFactor, main="Library size factor", ylab="proportion")
abline(h=1, lty=2)
```

## Library size factor

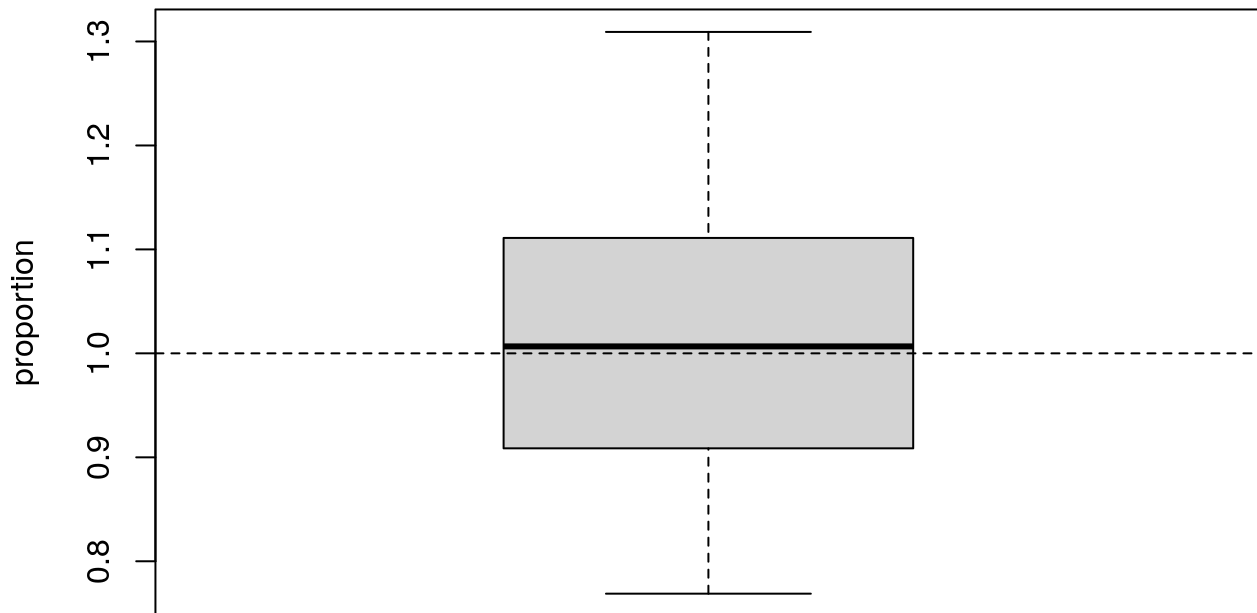

## 1.3 Variance Stabilising Transformation

Since there is almost no difference in library size, a VST is perfectly applicable. This is the situation prior to normalisation

```
meanSdPlot(log2(counts(dds531)[rowSums(counts(dds531)) > 0,]))
```

```
## Warning: Removed 10217 rows containing non-finite values (stat_binhex).
```

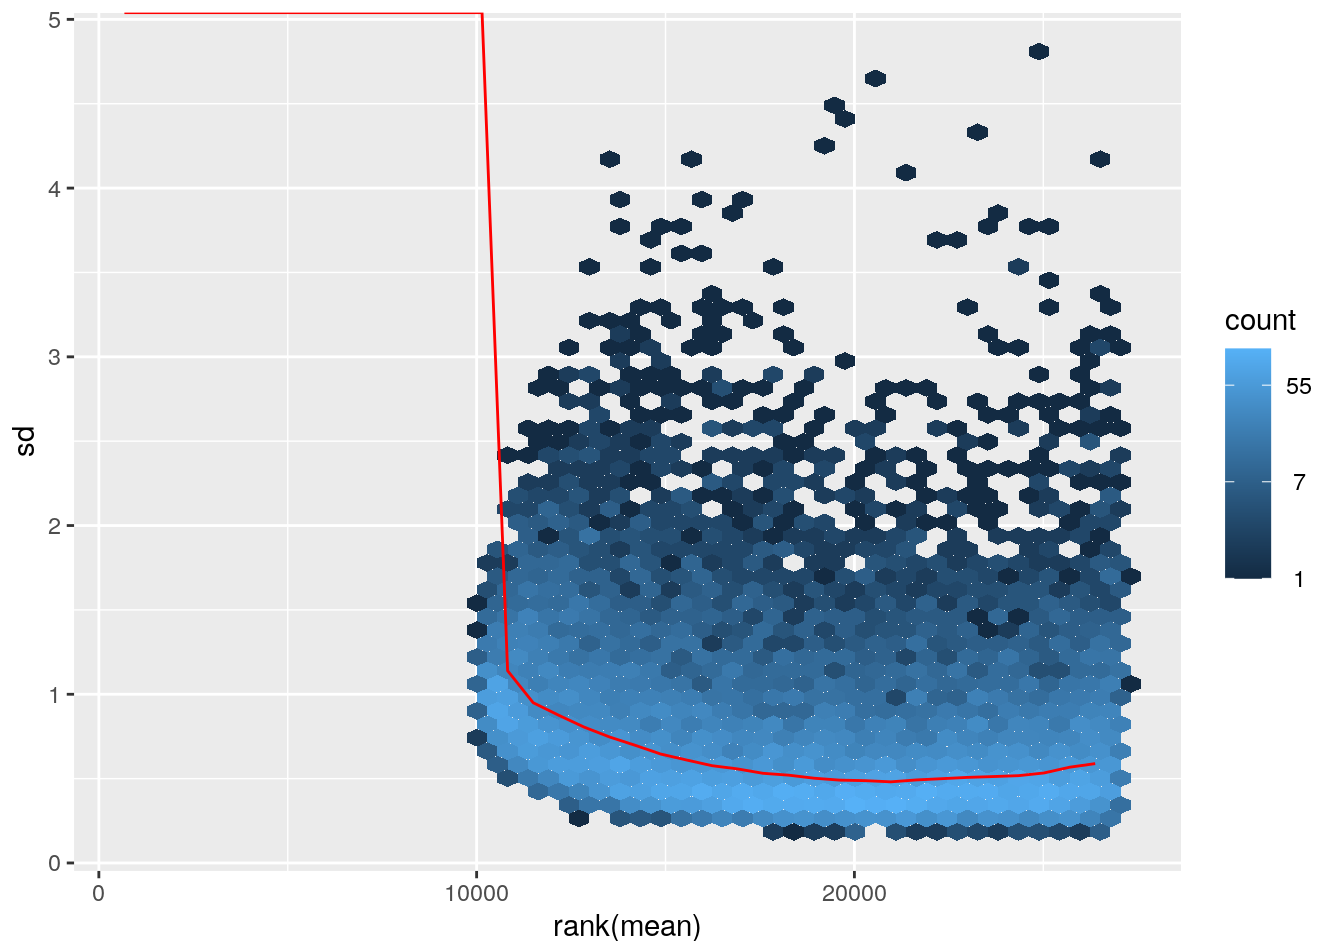

Normalisation - blind, we give no prior as we want to assess quality (heteroscedastic)

```
vst531 <- varianceStabilizingTransformation(dds531,blind=TRUE)
```

Extract the normalised counts

```
vsd531 <- assay(vst531)
```

Look at the VST fit. It looks ok, around 0.5 sd on average (variation 0.1 to 0.7). Visualize the corrected mean - sd relationship. It is fairly linear, meaning we can assume homoscedasticity. The slight initial trend / bump is due to genes having few counts in a few subset of the samples and hence having a higher variability. This is expected.

```
meanSdPlot(vsd531[rowSums(counts(dds531)) > 0,])
```

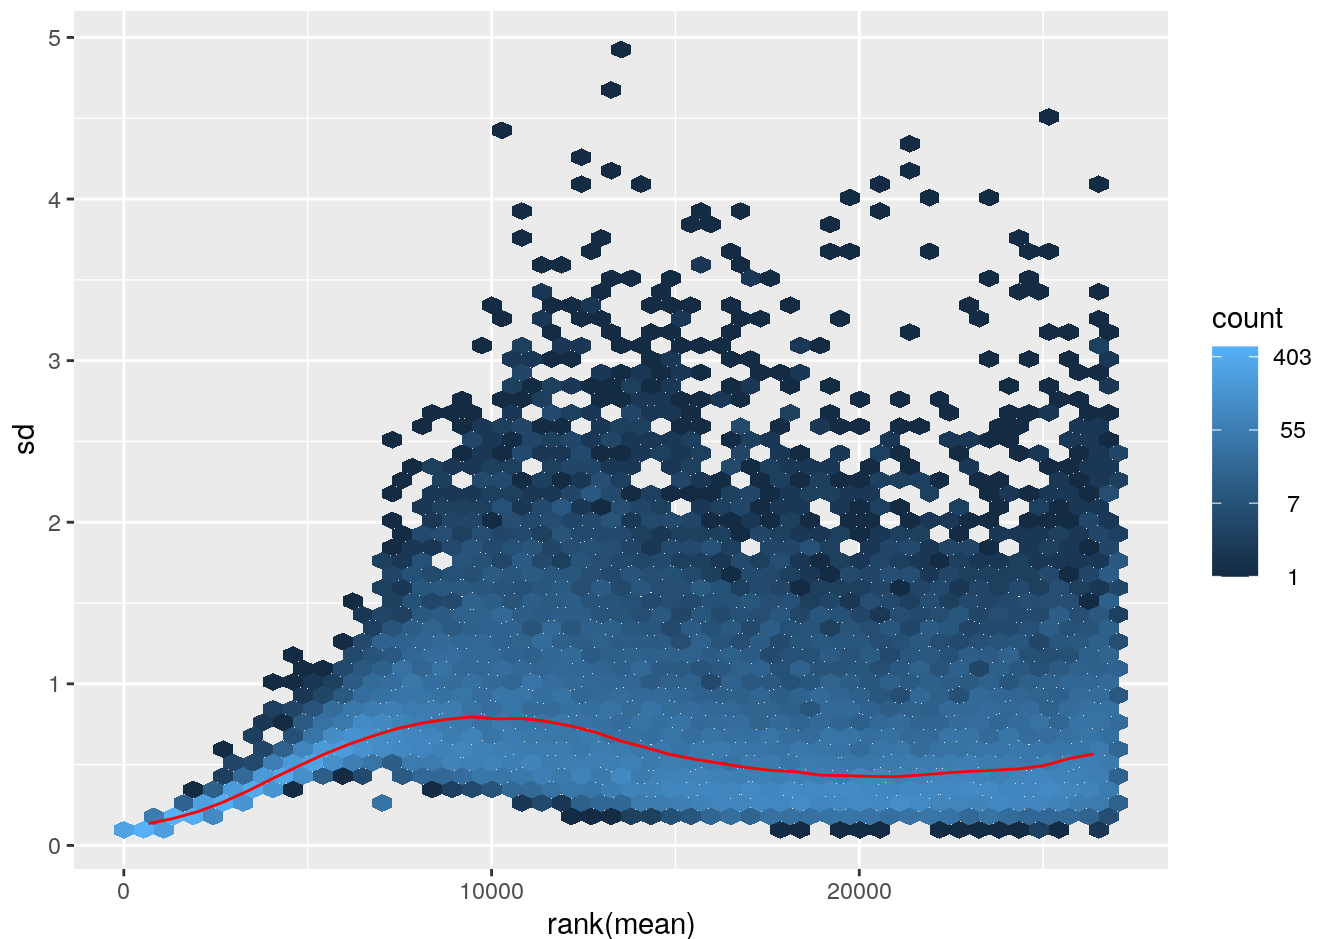

The VST introduces an offset

```
range(vsd531)
```

```
## [1] 1.692855 19.078862
```

Which we remove, so that 0 means no expression

```
vsd531 <- vsd531 - min(vsd531)
write.csv(vsd531, "analysis/kallisto/vst-blind-normalized-gene-expression_data-531.csv")
```

Transform to z-score

```
vstz531 <- t(scale(t(vsd531)))
write.csv(vstz531, "analysis/kallisto/z-score_transformation_531.csv")
```

## 2 Quality Assessment

### 2.1 Principal Component Analysis

```
# PC1=49%, PC2=13%, PC3=10%, PC4=5%
pc <- prcomp(t(vsd531))
percent <- round(summary(pc)$importance[2,]*100)
```

## 2.2 Two dimensions plots

### Coloring Genotypes

```
plot(pc$x[,1],
     pc$x[,2],
     xlab=paste("Comp. 1 (",percent[1],"%",sep=""),
     ylab=paste("Comp. 2 (",percent[2],"%",sep=""),
     pch=c(19,17)[as.integer(samples531$Treatment)],
     col=pal[as.integer(samples531$Line)])
legend("topleft",pch=19,
     col=pal[1:nlevels(as.factor(samples531$Line))],
     legend=levels(as.factor(samples531$Line)))
legend("topright",pch=as.numeric(unique(samples531$Treatment)),
     legend=levels(factor(samples531$Treatment)))
```

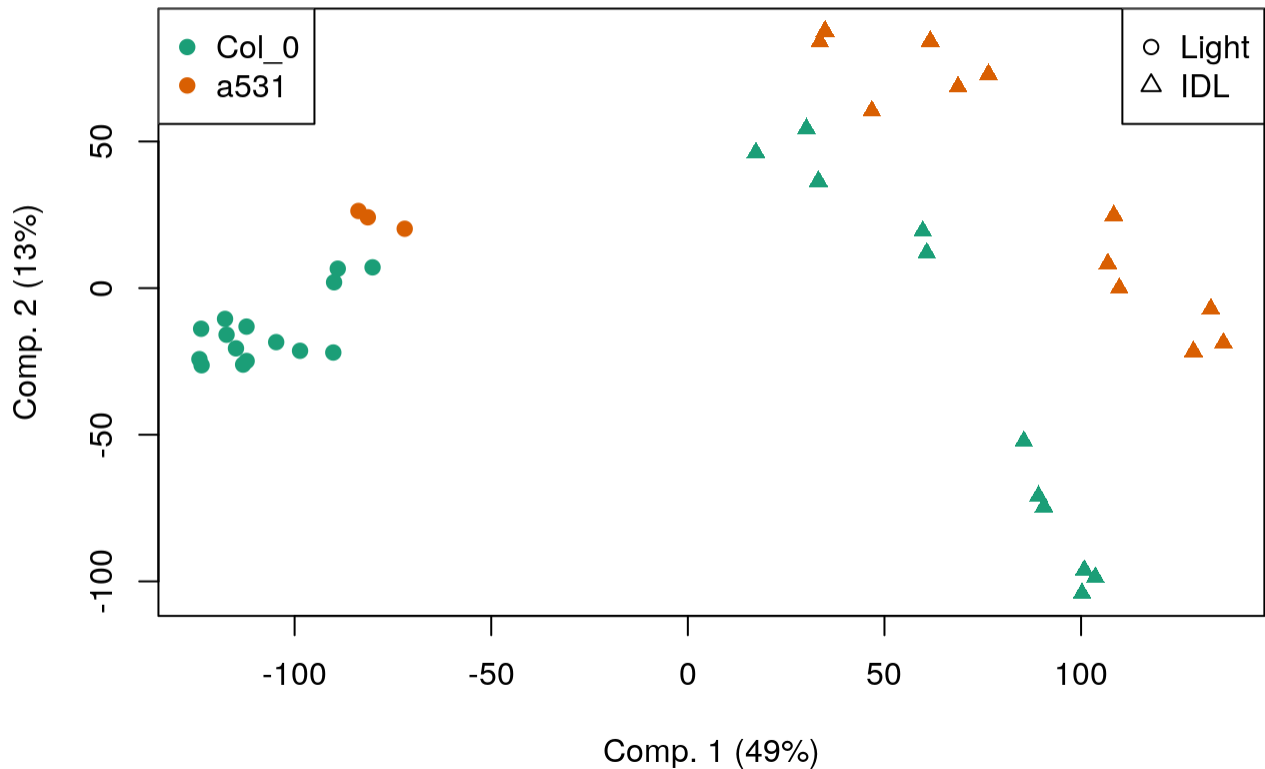

```

plot(pc$x[,1],
     pc$x[,3],
     xlab=paste("Comp. 1 (",percent[1],"%",sep=""),
     ylab=paste("Comp. 3 (",percent[3],"%",sep=""),
     pch=c(19,17)[as.integer(samples531$Treatment)],
     col=pal[as.integer(samples531$Line)])
legend("topleft",pch=19,
      col=pal[1:nlevels(as.factor(samples531$Line))],
      legend=levels(as.factor(samples531$Line)))
legend("topright",pch=as.numeric(unique(samples531$Treatment)),
      legend=levels(factor(samples531$Treatment)))

```

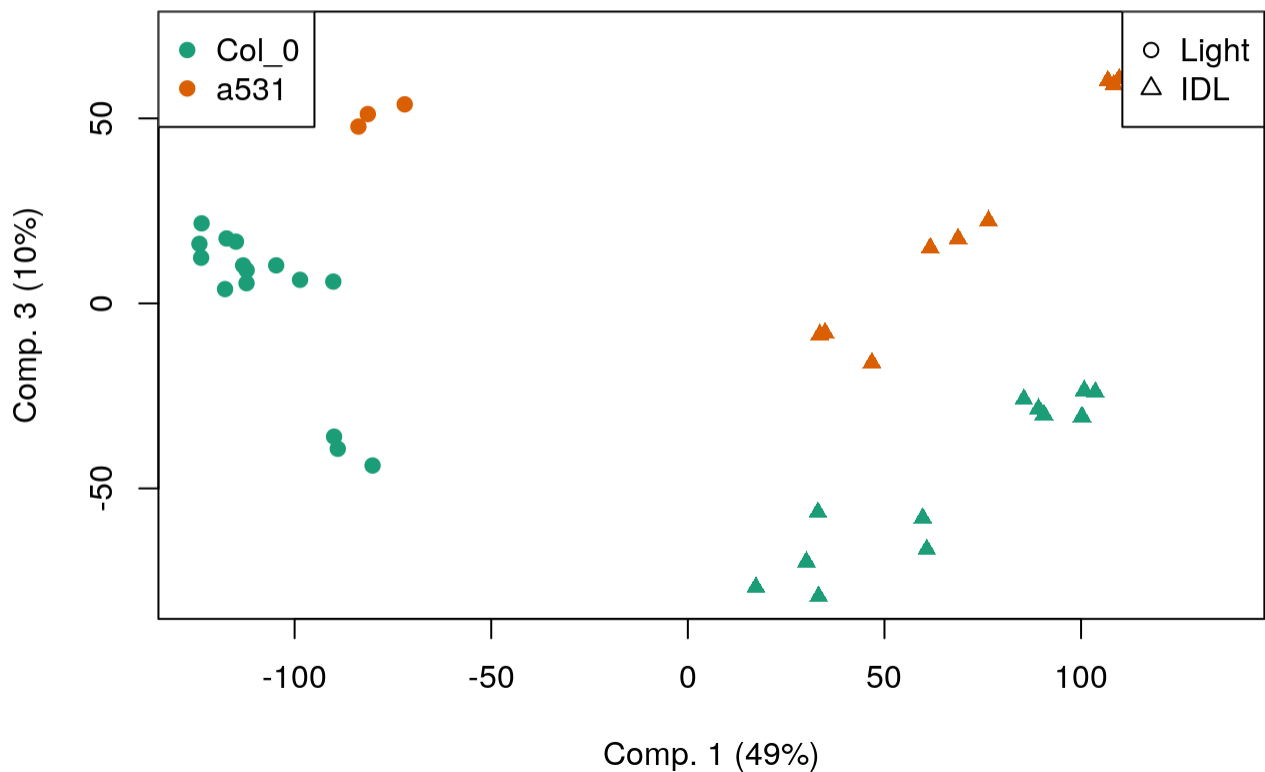

```

plot(pc$x[,2],
     pc$x[,3],
     xlab=paste("Comp. 2 (",percent[2],"%",sep=""),
     ylab=paste("Comp. 3 (",percent[3],"%",sep=""),
     pch=c(19,17)[as.integer(samples531$Treatment)],
     col=pal[as.integer(samples531$Line)])
legend("topleft",pch=19,
      col=pal[1:nlevels(as.factor(samples531$Line))],
      legend=levels(as.factor(samples531$Line)))
legend("topright",pch=as.numeric(unique(samples531$Treatment)),
      legend=levels(factor(samples531$Treatment)))

```

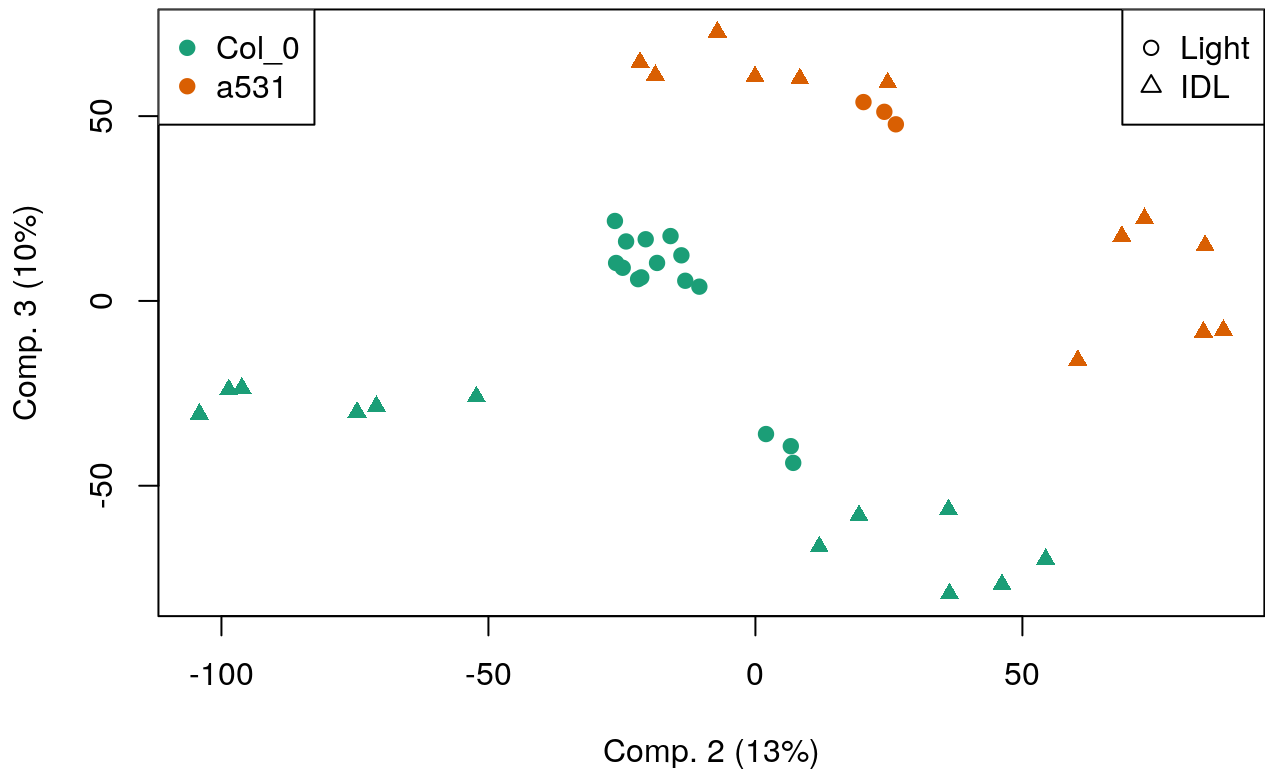

### Coloring Hours (instead of Treatments)

```
f<-relevel (samples531$Hours,"6h")
samples531$Hours <- relevel(f,"0d")

plot(pc$x[,1],
     pc$x[,2],
     xlab=paste("Comp. 1 (",percent[1],"%)",sep=""),
     ylab=paste("Comp. 2 (",percent[2],"%)",sep=""),
     pch=c(19,3,17)[as.integer(samples531$Line)],
     col=pal[as.integer(samples531$Hours)])
legend("topleft",pch=19,
      col=pal[1:nlevels(as.factor(samples531$Hours))],
      legend=levels(as.factor(samples531$Hours)))
legend("topright",pch=as.numeric(unique(samples531$Line)),
      legend=levels(factor(samples531$Line)))
text(pc$x[,1],
     pc$x[,2],
     labels=samples$Rep,cex=.5,adj=-.3)
```

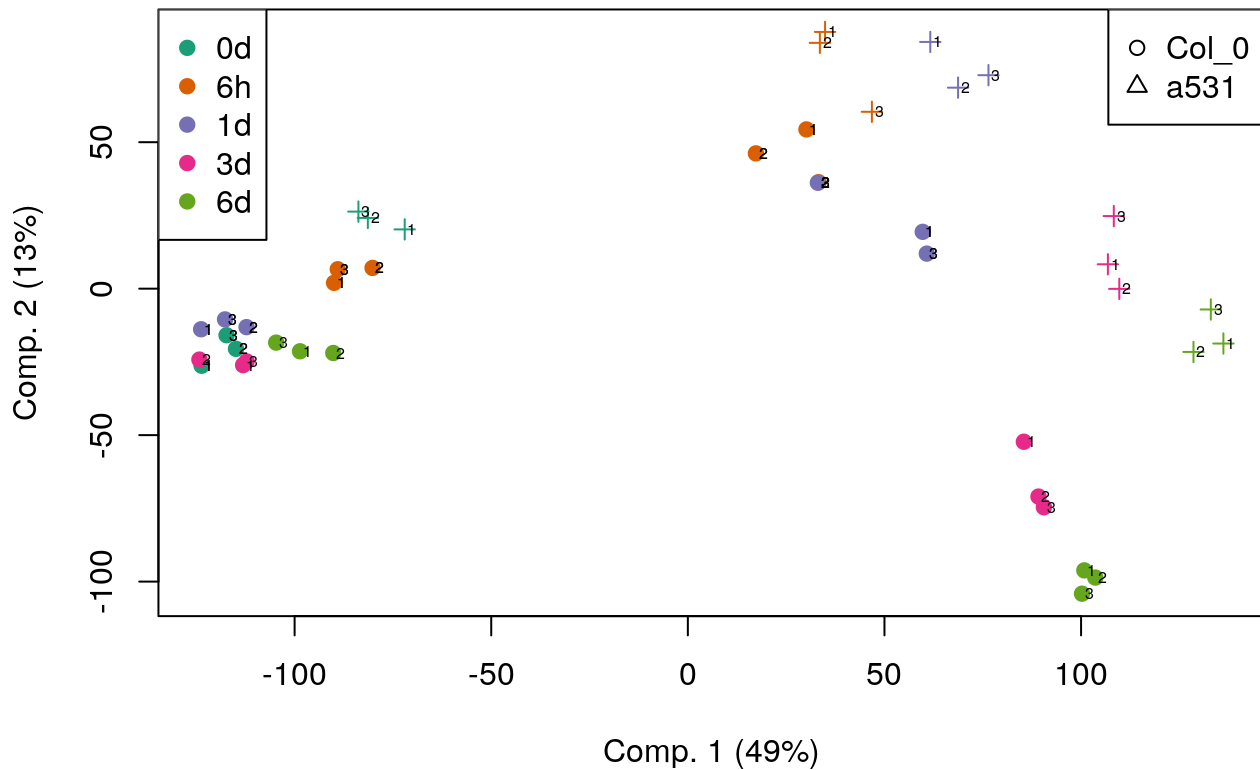

## 2.3 Expressed genes

```
sels <- sapply(1:10, function(i) {
  featureSelect(vsd531, conditions = factor(paste0(samples531$Line,
    samples531$Treatment,
    samples531$Hours)),
  exp=i))})
```

a cutoff at 2 seems reasonable

```
plot(colSums(sels), type="l", xlab="vst cutoff",
  main="number of genes selected at cutoff", ylab="number of genes")
```

## number of genes selected at cutoff

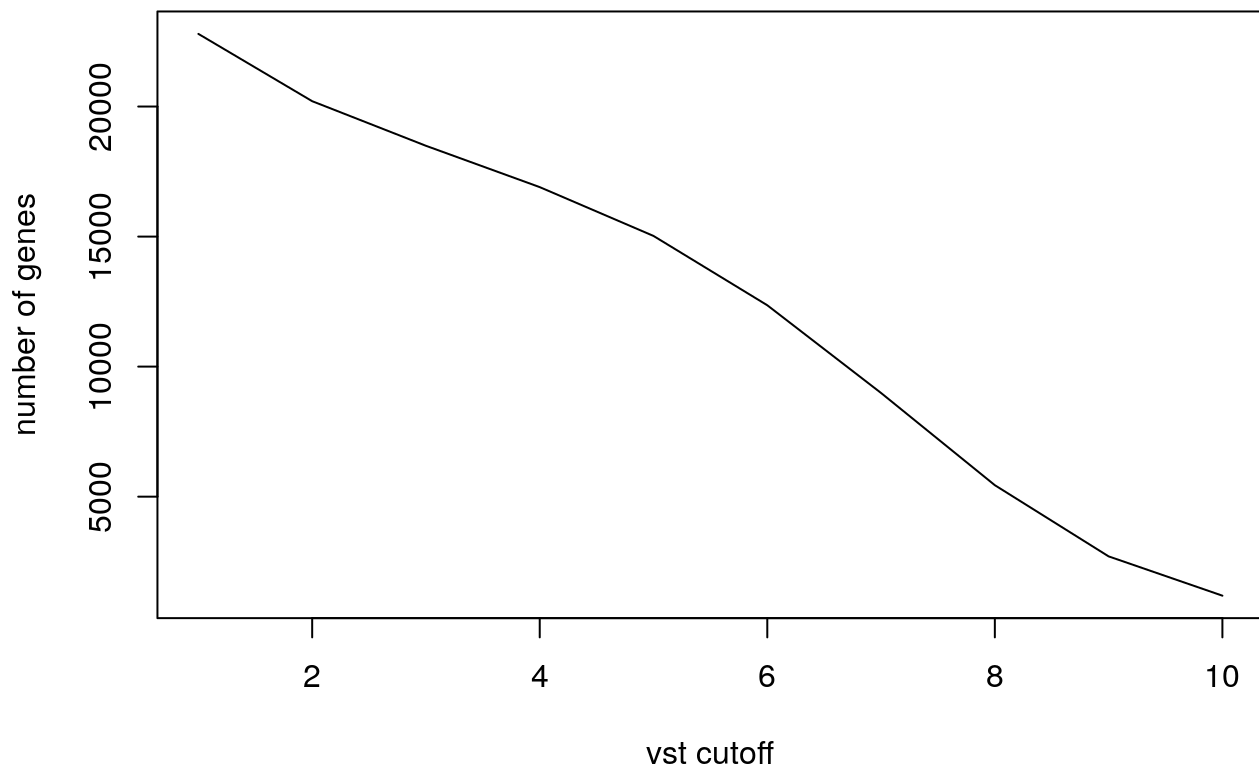

```
sel <- sels[,2]
```

### 2.3.1 Hierarchical clustering of the data

```
plot(hclust(dist(t(vsd531[sel,]))),  
      labels=paste(samples531$Line,samples531$Treatment,  
                    samples531$Hours,sep="_"))
```

## Cluster Dendrogram

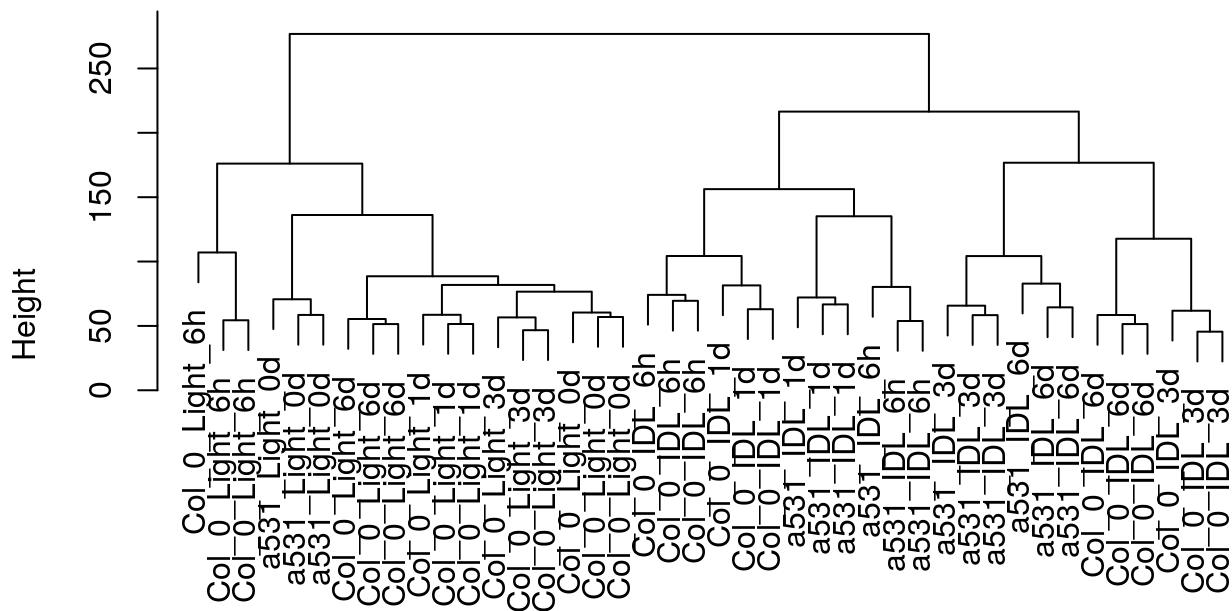

```
dist(t(vsd531[sel, ]))
hclust (*, "complete")
```

## 2.3.2 Heatmap

Create a heatmap

```
hpal <- colorRampPalette(c("blue", "white", "red"))(100)
```

z scale for gene counts (difference between mean expression and sample expression)

```
s.vst <- t(scale(t(vsd531)))
```

```
library(hyperSpec)
```

```
## Loading required package: lattice
```

```
## Loading required package: grid
```

```
## Loading required package: ggplot2
```

```
## Loading required package: xml2
```

```
## Package hyperSpec, version 0.100.0
##
## To get started, try
##   vignette ("hyperspec")
##   package?hyperSpec
##   vignette (package = "hyperSpec")
##
## If you use this package please cite it appropriately.
##   citation("hyperSpec")
## will give you the correct reference.
##
## The project homepage is http://hyperspec.r-forge.r-project.org
```

```
##
## Attaching package: 'hyperSpec'
```

```
## The following object is masked from 'package:IRanges':
##
##   collapse
```

```
heatmap.2(s.vst[sel,],distfun = pearson.dist,
          hclustfun = function(X){hclust(X,method="ward.D")},
          trace="none",col=hpal,labRow = FALSE,
          labCol=paste(samples531$Line,samples531$Treatment,
                      samples531$Hours,sep="_"),
          cexCol = 0.8,
          margins=c(7.1,0.1))
```

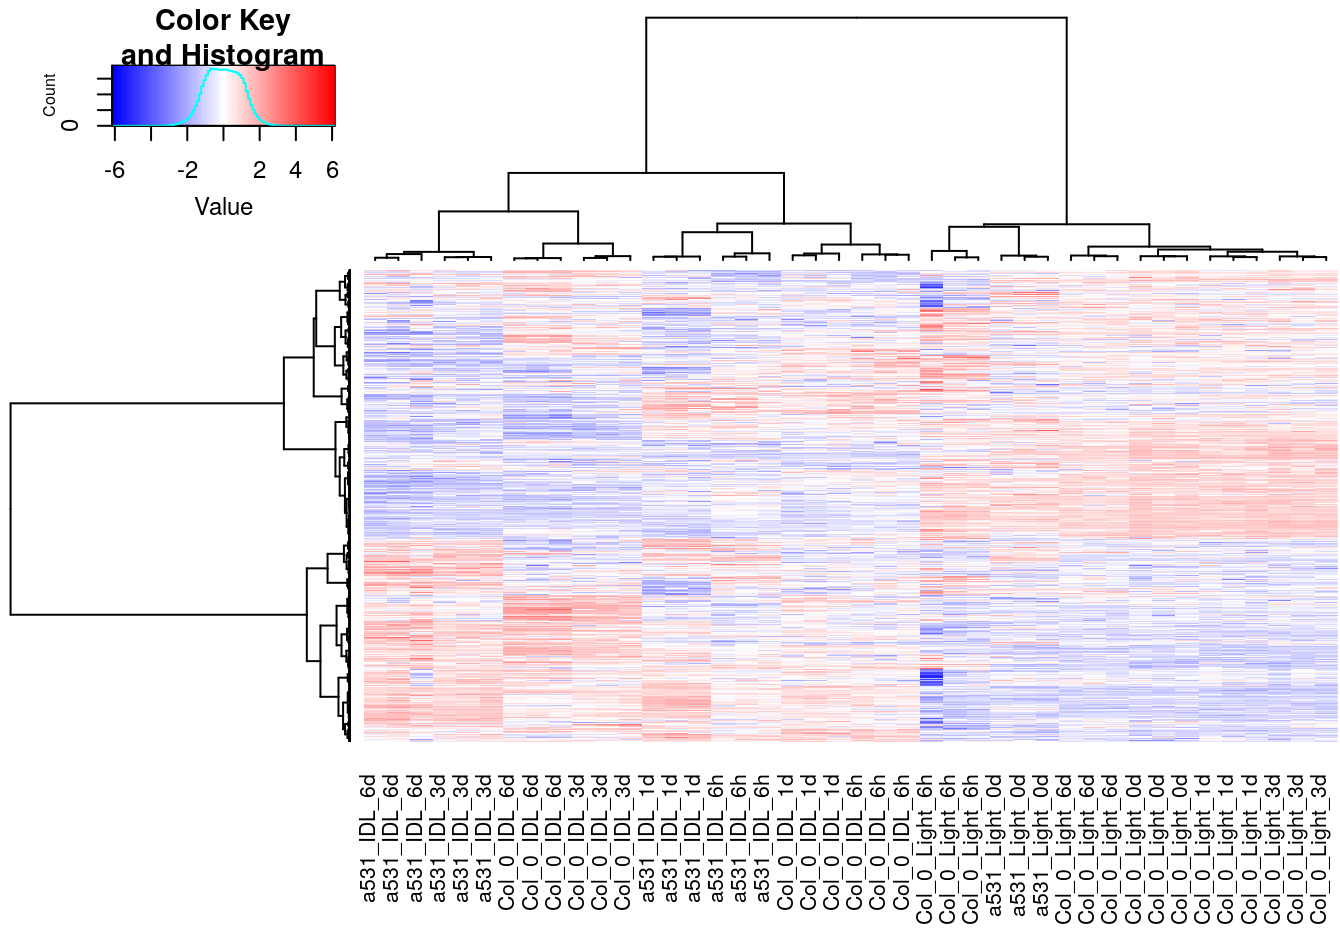

### 3 Session Info

```

## R version 4.1.1 (2021-08-10)
## Platform: x86_64-pc-linux-gnu (64-bit)
## Running under: Ubuntu 18.04.6 LTS
##
## Matrix products: default
## BLAS/LAPACK: /usr/lib/x86_64-linux-gnu/libopenblas-r0.2.20.so
##
## locale:
##  [1] LC_CTYPE=en_US.UTF-8      LC_NUMERIC=C
##  [3] LC_TIME=en_US.UTF-8      LC_COLLATE=en_US.UTF-8
##  [5] LC_MONETARY=en_US.UTF-8  LC_MESSAGES=en_US.UTF-8
##  [7] LC_PAPER=en_US.UTF-8     LC_NAME=C
##  [9] LC_ADDRESS=C             LC_TELEPHONE=C
## [11] LC_MEASUREMENT=en_US.UTF-8 LC_IDENTIFICATION=C
##
## attached base packages:
## [1] grid      stats4      stats      graphics  grDevices  utils      datasets
## [8] methods  base
##
## other attached packages:
##  [1] hyperSpec_0.100.0      xml2_1.3.2
##  [3] ggplot2_3.3.5          lattice_0.20-45
##  [5] scatterplot3d_0.3-41   tximport_1.22.0
##  [7] RColorBrewer_1.1-2     gplots_3.1.1
##  [9] vsn_3.62.0             DESeq2_1.34.0
## [11] SummarizedExperiment_1.24.0 Biobase_2.54.0
## [13] MatrixGenerics_1.6.0   matrixStats_0.61.0
## [15] GenomicRanges_1.46.0   GenomeInfoDb_1.30.0
## [17] IRanges_2.28.0         S4Vectors_0.32.2
## [19] BiocGenerics_0.40.0
##
## loaded via a namespace (and not attached):
##  [1] bitops_1.0-7           bit64_4.0.5           httr_1.4.2
##  [4] tools_4.1.1           bslib_0.3.1           utf8_1.2.2
##  [7] R6_2.5.1              affyio_1.64.0         KernSmooth_2.23-20
## [10] lazyeval_0.2.2         DBI_1.1.1             colorspace_2.0-2
## [13] withr_2.4.2           tidyselect_1.1.1      bit_4.0.4
## [16] compiler_4.1.1         preprocessCore_1.56.0 DelayedArray_0.20.0
## [19] labeling_0.4.2         sass_0.4.0            caTools_1.18.2
## [22] scales_1.1.1          hexbin_1.28.2         genefilter_1.76.0
## [25] affy_1.72.0           stringr_1.4.0         digest_0.6.28
## [28] rmarkdown_2.11        XVector_0.34.0        jpeg_0.1-9
## [31] pkgconfig_2.0.3       htmltools_0.5.2       fastmap_1.1.0
## [34] limma_3.50.0          highr_0.9             rlang_0.4.12
## [37] RSQLite_2.2.8         farver_2.1.0          jquerylib_0.1.4
## [40] generics_0.1.1        jsonlite_1.7.2        BiocParallel_1.28.0
## [43] gtools_3.9.2          dplyr_1.0.7           RCurl_1.98-1.5
## [46] magrittr_2.0.1        GenomeInfoDbData_1.2.7 Matrix_1.3-4
## [49] Rcpp_1.0.7            munsell_0.5.0         fansi_0.5.0
## [52] lifecycle_1.0.1       stringi_1.7.5         yaml_2.2.1
## [55] zlibbioc_1.40.0       blob_1.2.2            parallel_4.1.1

```

```
## [58] crayon_1.4.2          Biostrings_2.62.0      splines_4.1.1
## [61] annotate_1.72.0        KEGGREST_1.34.0        locfit_1.5-9.4
## [64] knitr_1.36            pillar_1.6.4           geneplotter_1.72.0
## [67] XML_3.99-0.8          glue_1.5.0             evaluate_0.14
## [70] latticeExtra_0.6-29   BiocManager_1.30.16    png_0.1-7
## [73] vctrs_0.3.8           testthat_3.1.0         gtable_0.3.0
## [76] purrr_0.3.4           assertthat_0.2.1       cachem_1.0.6
## [79] xfun_0.28             xtable_1.8-4           survival_3.2-13
## [82] tibble_3.1.6          AnnotationDbi_1.56.1    memoise_2.0.0
## [85] ellipsis_0.3.2
```

# Supplementary material for: The RPN12a proteasome subunit is essential for the multiple hormonal homeostasis controlling the progression of leaf senescence
**Source:** Commun Biol. 2022 Sep 30;5:1043. doi: 10.1038/s42003-022-03998-2
**Supplement:** Supplementary file 11 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☐ ☒ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☐ ☒ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

#### Data collection

For whole genome sequencing:

\*CTAB extraction of gDNA

\*DNA sequencing was performed at Novogene Technology Co., Ltd (Animal and Plant Resequencing (WGS)). Illumina HiSeq PE150

For RNA-seq:

\*RNA was extracted with EZNA plant RNA kit following provider recommendations (Omega Bio-tek, R6834-01).

\*RNA sequencing was performed at Novogene Technology Co., Ltd (HiSeq platforms, paired-end 150 bp sequencing strategy).

#### Data analysis

For RNA-seq analysis:

\*FastQC v0.11.4.

\*SortMeRNA v2.1

\*Trimmomatic v0.36

\*kallisto v0.43.0

\*R v3.3.2

\*Bioconductor v3.3 tximport package v1.2.0

\*Bioconductor DESeq2 package v1.14.1

\*MeV (MultiExperiment Viewer) v4.9

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

There is no restriction on data availability.

Source data are available in the supplementary material, or at specified repositories.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size

For most analyses of gene and protein expression and imaging, leaves from 7-week-old plants grown in SD were individually darkened for 0, 6h, 1d, 3d, 6d. IDL was performed to trigger a different senescence response between in WT (leaf turning yellow) and *rpn12a-236* (stay-green). *Arabidopsis thaliana* Columbia-0 (Col-0) WT and mutant plants were grown under short-day photoperiod (SD: light 8h at 22°C, dark 16h at 17°C) at 65% relative humidity and 180  $\mu\text{mol m}^{-2} \text{s}^{-1}$  photosynthetically active radiation (PAR) or long-day photoperiod (LD: light 16h at 22°C, dark 8h at 17°C) at 65% relative humidity and 150  $\mu\text{mol m}^{-2} \text{s}^{-1}$  PAR on a mixture soil:vermiculite 3:1. For SD grown plants, at 5-7 weeks after sowing, two leaves of each plant were covered individually for IDL. For detached rosette leaves experiment, leaves from 3 independent randomized plants were incubated in a 3 mM MES solution for 7 days in darkness at room temperature. For developmental senescence, rosettes from 3 randomized replicates were collected every 7 days after the first flower bud is visible, corresponding to the 5.10 *Arabidopsis* growth.

Data exclusions

No data were excluded from the analysis.

Replication

All data were repeated at least three time to confirm reproducibility.

Randomization

*Arabidopsis* plants grown under the same conditions were randomly selected based on the size and healthiness, harvested and processed for RNA extraction and hormonomics.

Blinding

For the genetic analysis of the mutants, phenotyping and genotyping were separately processed. The phenotype information was first collected and matched with the genotype to confirm the phenotype-genotype correlation.

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                  |
|-------------------------------------|--------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Animals and other organisms   |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants   |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                 |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern  |

### Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

Antibodies used

anti-Ubiquitin antibody (1/1000 in TBS-T, Sigma-Aldrich, U5379)  
anti-PBA1 antibody (1/3000 in TBS-T, Agrisera, AS19 4260)

## Validation

anti-RPN6 antibody (1/2000 in TBS-T, Agrisera, AS15 2832A)  
anti-RPN12a antibody (1/1000, Abcam, ab98959)

anti-RPN12a: <https://www.abcam.com/rpn12a-antibody-ab98959.html>  
anti-PBA1: <https://www.agrisera.com/en/artiklar/pba1.html>  
anti-RPN6: <https://www.agrisera.com/en/artiklar/rpn6-26s-proteasome-non-atpase-regulatory-subunit-9-.html>  
anti-Ubiquitin: <https://www.sigmaaldrich.com/SE/en/product/sigma/u5379>  
Antibodies are all commercially available and the information for validation can be found at the link.  
For anti Ubiquitin, a smear corresponding to the polyubiquitinated proteins is observed as proteins of variable sizes can be ubiquitinated.

How the deposited data were processed for this re-analysis (not part of the article)

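The data are RNA-seq profiles of Arabidopsis leaves in 42 libraries, with 14 conditions of 3 biological replicates each. Each replicate was a pool of leaves from independent plants. WT Col-0 and *rpn12a-236* were sampled in the light at 0 d and as IDLs after 6 h, 1 d, 3 d and 6 d, which makes 30 libraries of the time course, and WT was also sampled in the light at the 4 later times (12 libraries). Leaves of the 6 h time point were harvested at hour 14 of the day and all others at hour 8. All 42 columns of values were assigned to a condition and replicate, and 0 were left over.

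The authors removed rRNA reads, trimmed the reads, quantified TAIR10 transcripts with kallisto in a strand-specific way, and summed them to genes with tximport. The authors normalized the gene counts with the blind variance stabilizing transformation of DESeq2 over the 42 libraries, subtracted the smallest value, and scaled each gene. The deposited values have the unit score: the authors give 1 z-score per gene and library, with mean 0 and SD 1 of each gene over the 42 libraries. Because the scaling removed each gene's mean and SD, fold changes, expression levels and the depth of a library cannot be read from these values, and read numbers per library were not used here. The authors report little difference in size factors between the libraries. The spread between the 3 replicates was used in its place.

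The plan of analysis, written before the data were examined, assumed counts and a test on counts. Since the values are z-scores, limma 3.58.1 was used in R 4.3.3 on the same libraries with the same thresholds. A gene's lowest z-score was treated as a floor when at least 2 libraries shared it, which held for 9514 genes and not for 17536. A gene was tested when at least 3 libraries of the fit were above the floor. Variances were moderated across genes, and p-values were adjusted by the Benjamini-Hochberg method over all genes tested. The thresholds were an adjusted p of at most 0.001 for counts of genes, of at most 0.01 for lists and named genes, and under 0.0001 for the hormone list.

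The genotypes were compared at each time on 6 libraries. Darkening was compared with 0 d in the 15 libraries of each genotype, the difference in response between genotypes was the interaction of genotype and time in the 30 libraries, and WT light leaves at later times were compared with 0 d in the 15 WT light libraries. WT IDLs and WT light leaves of the same time were compared on 6 libraries. Slopes of the mutant response on the WT response were computed across genes, without a p. Lists came from Supplementary Data 2, 3 and 4, and the photosystem list from gene symbols that name photosystem or antenna subunits. Listed z-scores were compared with the deposited ones by correlation over the 10 conditions and by the largest absolute difference. Sets of genes were tested with camera, with fry and with camera under an estimated correlation. Means of clusters were compared by exact two-sided permutation tests, whose smallest p for 3 against 3 is 0.10. Principal components were computed on the z-scores. Same-numbered replicates of the genotypes had deviations that correlated across genes by -0.138 to 0.237, so replicate numbers were not treated as pairs. Python 3.11.15 with Biopython 1.88 read the codon of RPN12a from the TAIR10.1 assembly, and matplotlib 3.10.9 drew the plots.

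The functions were tested on simulated z-scores with known differences. With 200 changed genes among 21250 tested, the fit on 6 libraries recovered 0 of them after the scaling per gene. Before the scaling it recovered 0, 1, 9 and 39 of 50 genes shifted by 2, 4, 8 and 16 within-group SDs at 0.001. The fit on 30 libraries, with 24407 genes tested, recovered 1, 10, 50 and 50 of 50 after the scaling. With 6000 changed genes among 21250, the fit on 6 libraries recovered 0.533%, 5%, 48.9% and 97.9% at 0.001 with 2 false calls, and 6.2%, 44.2%, 97.7% and 100% at 0.01 with 43. The simulations of unscaled values, of other ways to moderate variances and of 6000 changed genes were added after the result with 200 genes was seen. The simulation was made only after the real counts of genes between genotypes had been seen, under 8 settings other than the one in use (5 of them set in the plan), among them the other ways to moderate variances. The fit on 6 libraries was kept because its samples were set in the plan, and because the counts from 30 libraries, which lie nearer the paper's, were already known. Its power is low, so a count of 0 from it shows no absence of differences, and the value from 30 libraries is given beside it.

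The alternatives tried were other thresholds, fits on 30 and on 42 libraries, no filter on low values, the replicate block, leaving out each replicate, other choices of genes for the slopes, and z-scores over 30 libraries. Chosen after the data were seen were fits without variance moderation or with robust moderation, genes with no library at the floor, hormone genes listed with their own z-scores, and the alternatives for the photosystem list. Named genes are those the paper names on the RNA-seq. A further rule, to name the genes with the largest fold changes at 0 d and 6 d, could not be applied to z-scores. The gene ontology networks and the hormone, metabolite and protein measurements were not analysed here.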

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

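The tests below were set before the results were seen, except that the tests on a delay at 1 d and 3 d, on fewer genes detected in the 0 d libraries and on genes without reads were chosen, and the form of the test on how genes were chosen and the readings of the tests on a delay and on detection were settled, after the values were seen.

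The response to darkening differed between the genotypes, by the interaction of genotype and time, for 757 genes at 6 h (204 with a more positive and 553 with a more negative response in *rpn12a-236*), 1285 at 1 d (574 and 711), 1741 at 3 d (831 and 910) and 2938 at 6 d (1435 and 1503) at an adjusted p of at most 0.001. The counts with 1 replicate number left out were 9 to 109, 10 to 59, 74 to 135 and 484 to 782. Among 100 assignments of genotype to libraries within times, the real one included, 1 gave as many genes at each time, the real one, and the largest other counts were 32, 269, 29 and 530. At 6 d, 112 genes passed that threshold in both genotypes with opposite directions, and how many of them differ by the interaction was not counted. At 6 h the response also holds the change of harvest from hour 8 to hour 14. The interaction cannot separate this from darkness, because no mutant leaves were kept in the light until 6 h.

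The response of the mutant was smaller across genes changed in WT, and this depended on the genotype in which the genes were chosen. Of the genes changed in WT, 78.3%, 68.2%, 69.0% and 68.7% had a smaller response in the mutant at the 4 times. Of those changed in the mutant 45.2%, 31.6%, 35.2% and 33.9% did, and of all genes tested 56.5%, 49.6%, 51.6% and 50.3%. The SD of the response in the mutant was 0.769, 0.867, 0.825 and 0.819 times that in WT for genes chosen in WT, 1.09, 1.30, 1.21 and 1.23 times for genes chosen in the mutant, and 0.917, 1.07, 0.993 and 0.998 times over all genes. For genes chosen for a large change in WT as an explanation, the test was whether the slope of the mutant response on the WT response rises above 1 when the genes are chosen in the mutant. It did so at 1 of the 4 times (1.05 at 1 d, and 0.927, 0.985 and 0.953 at the others). That count decides nothing, because noise in the WT values pulls the slope below 1, and the explanation stays open.

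A delay of the same programme would make the mutant most like WT at an earlier time. Across 13160 genes, which are not independent replicates, the response of the mutant at 6 h, 1 d and 3 d correlated best with WT of the same time (0.756, 0.743 and 0.742). At 1 d the correlation with WT at 6 h was 0.658 and at 3 d that with WT at 1 d was 0.682. The smaller of these 2 differences was 0.0597, at 3 d (0.0443 to 0.0898 with 1 replicate left out), which argues against a delay at 3 d to WT at 1 d. The comparison at 1 d cannot decide, because WT at 6 h was harvested at hour 14 and the 1 d leaves of both genotypes at hour 8. At 6 d the correlation was 0.773 with WT at 3 d and 0.720 with WT at 6 d, a difference of 0.0535 (0.0413 to 0.0651 with 1 replicate left out). A shorter delay and a delay at 1 d or 6 d only stay open. Read depth was not tested on the z-scores. The authors report little difference in size factors between the libraries.

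WT leaves kept in the light, for which the paper's text gives no gene counts, also changed with time. Against 0 d, 2523 genes differed at 6 h, 59 at 1 d, 0 at 3 d (3764 at an unadjusted p under 0.05) and 1 at 6 d. With 1 replicate number left out the counts were 0 to 625 at 6 h and 0 at 1 d and 6 d. Of the 10 splits of the 6 libraries of each comparison, 1 gave as many genes at 6 h and at 1 d, 10 at 3 d and 7 at 6 d, and 3 against 3 libraries cannot give a smaller share than 1 of 10. For fewer genes detected in some libraries as an explanation, 0 of the 12 later WT light libraries had more genes at the floor than the highest 0 d library (6021). For fewer genes detected in the 0 d libraries, 11 of the 12 had fewer genes at the floor than the lowest 0 d library (5910), the other being a 6 h library with 5985. Detection thus differed between 0 d and the later libraries, but it does not account for most of the genes called. For genes without reads in some libraries as an explanation, 2410 of the 2523 genes called at 6 h (95.5%) and 58 of the 59 at 1 d (98.3%) were above the floor in all 6 libraries compared. Of the 625 genes called without replicate 3, 600 (96.0%) were. The numbers at the floor were also further from those of 0 d at 3 d (5418 to 5622) than at 6 h (5647 to 5985), while the counts of genes ran the other way. A difference in read depth was not tested. Leaves of the 6 h time point were harvested at hour 14 and the others at hour 8. On the third component, WT light leaves had a mean score of 26.4 (SD 4.90) at 0 d and -46.7 (SD 13.4) at 6 h. At 1 d, 3 d and 6 d they had 7.72 (SD 5.61), 17.6 (SD 3.97) and 15.3 (SD 3.27). These values argue against a change that lasts or builds up with time in the light. The hour of the day and a passing change over 6 h are candidate explanations that these samples do not separate. Whether the count at 6 h differs from those at the later times was not tested.

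WT IDLs differed from WT leaves of the same time in the light for 3937 genes at 1 d, 6717 at 3 d and 7562 at 6 d. At 6 h, 0 genes passed an adjusted p of 0.001, 1833 passed 0.01 and 9770 had an unadjusted p under 0.05. Leaving out any 1 replicate gave 0 genes at each of the 4 times. In each comparison 1 of the 10 splits of the 6 libraries gave as many genes at 1 d, 3 d and 6 d, and 10 of 10 did at 6 h. Darkness is the condition that separates these groups, and no technical explanation other than the grouping was tested for them.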

How the results depend on the processing

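The alternatives set before the data were examined come first, and those chosen after seeing the data are named as such. Unless a construction is named, the cause of a change was not tested.

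With an adjusted p of at most 0.01 in place of 0.001, the genes between genotypes rose from 0, 0, 0, 1207 and 910 to 1962, 427, 2457, 5796 and 5388 at 0 d, 6 h, 1 d, 3 d and 6 d. Those changed by darkening in *rpn12a-236* at 6 h rose from 4447 to 7369, and those whose response differs between genotypes from 757, 1285, 1741 and 2938 to 1825, 3105, 3690 and 5223. WT IDLs against light rose from 0, 3937, 6717 and 7562 to 1833, 9215, 11280 and 11846, and WT light leaves against 0 d from 2523, 59, 0 and 1 to 4799, 468, 87 and 10. The other 7 counts under this threshold, all of darkening within a genotype, stayed within 1.5 times. A looser threshold raises a count by construction. Hormone genes went from 0 to 73 at an adjusted p under 0.001. With 0.001 in place of 0.01, proteasome genes higher in the mutant fell from 53, 47 and 51 to 0 at 0 d, 6 h and 1 d and stayed within 1.5 times at 3 d and 6 d (47 and 37).

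Fitted on the 30 libraries of the time course, the genes between genotypes were 2181, 1362, 3079, 4261 and 6043, and on all 42 libraries 2456, 1622, 3307, 4435 and 6114. Hormone genes under 0.0001 were 237 in the fit on 30 libraries. More libraries give more degrees of freedom by construction. Proteasome counts stayed within 1.5 times. Without a filter on low values, the genes between genotypes at 3 d and 6 d fell to 0, WT IDLs against light at 1 d to 2433, WT light leaves at 1 d against 0 d to 24, and proteasome genes at 6 h to 0.

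With the replicate block, the genes between genotypes at 3 d and 6 d and WT IDLs against light at 1 d, 3 d and 6 d fell to 0, WT light leaves against 0 d to 1 at 1 d and 0 at 6 d, and proteasome genes to 0 at 0 d, 6 h and 1 d. The photosystem counts of 3, 11 and 6 at 1 d, 3 d and 6 d, an alternative chosen after seeing the data, fell to 0, 1 and 1. *RPN12a* at 0 d kept its difference of 2.11 but no longer passed 0.01. The block takes degrees of freedom from 6 libraries by construction.

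Leaving out each replicate in turn also removes degrees of freedom. Genes between genotypes were 0 at 3 d and 6 d in all fits. Genes changed by darkening ranged in WT from 2405 to 2510, 2615 to 3302, 4143 to 4413 and 5115 to 5738 at the 4 times, and in the mutant from 0 to 430, 663 to 2173, 1134 to 2462 and 3054 to 4296. The genes whose response differs ranged from 9 to 109, 10 to 59, 74 to 135 and 484 to 782. WT IDLs against light were 0 at 1 d, 3 d and 6 d, and WT light leaves against 0 d were 0 to 625 at 6 h and 0 at 1 d and 6 d. The slopes were 0.605 to 0.662, 0.675 to 0.735, 0.635 to 0.652 and 0.598 to 0.644. Proteasome genes were 0 at 0 d, 6 h and 1 d. Photosystem genes (chosen after seeing the data) were 0 at 1 d, 1 to 12 at 3 d and 1 to 3 at 6 d. *RPN12a* at 0 d differed by 2.07 to 2.16 and no longer passed 0.01.

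For the slopes of 0.645, 0.719, 0.668 and 0.641, genes chosen in the mutant gave 0.927, 1.05, 0.985 and 0.953, and all genes tested gave 0.596, 0.673, 0.637 and 0.624. In the 30 libraries of the time course the components held 25.7%, 14.6% and 11.9% of the variance in place of 28.8%, 10.8% and 8.60%. With z-scores over 30 libraries, the difference of senescence cluster 1 at 0 d went from 0.582 to 0.647, and hormone cluster 5 at 0 d, 1 d and 3 d from 0.564, 0.929 and 1.30 to 0.668, 1.03 and 1.41. The other 45 cluster differences stayed within 1 SD between replicates. Hormone cluster 6 at 0 d, where the genotypes overlap, reversed from -0.00388 to 0.0970.

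Chosen after seeing the data, fits without variance moderation gave 30, 22, 65, 187 and 117 genes between genotypes at the 5 times, and robust moderation left all 5 counts within 1.5 times. Genes with no library at the floor gave 1391 genes at 6 d. In such genes senescence cluster 4 differed by -1.08 at 3 d and -0.787 at 6 d, and hormone clusters by -0.326 (cluster 4 at 0 d), 0.255 (cluster 7 at 6 d) and -0.0254 (cluster 8 at 1 d), with cluster 6 at 6 d reversed from 0.0406 to -0.0695. For the photosystem genes the fit on 30 libraries gave 28, 17 and 24 at 1 d, 3 d and 6 d, and no filter 1 at 1 d and 5 at 3 d.

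In the hormone genes listed with their own z-scores, also chosen after seeing the data, cluster 5 (3 of 39 genes) differed by -0.195, -0.854 and -0.198 at 0 d, 6 h and 1 d, all reversed, and by 0.340 and 0.0561 at 3 d and 6 d. Cluster 6 differed by -0.196, -0.613, -0.329, -0.963 and -0.165 at the 5 times, reversed at 6 d. Cluster 7 differed by -0.770 at 6 h, -0.895 at 1 d, and, reversed, -0.713 at 3 d and -0.441 at 6 d. Cluster 8 differed by 0.0449, -0.794, -0.575, -0.619 and -0.601.

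The listed z-scores were parted into own and other by their largest absolute difference, and their correlation over the 10 conditions parts them alike, with 1 for the 215 genes and at most 0.923 for the 125.

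Among the other named genes at 0 d and 6 d, 6 results became stronger and 1 weaker in the fit on 30 libraries, 15 became weaker with the replicate block, and 66 became weaker and 1 stronger over the fits that each left out 1 replicate. Of the alternatives set for counts, a Wald test on counts, a model of counts with genotype and time, other size factors, a fold change limit, log2 values of normalized counts, a minimum count in every library, and principal components of the most variable genes or of unscaled values were not run, since the values are z-scores. Read numbers per library were not used here, and the authors report almost no difference in library size.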

Differences from the paper's values

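No test was added for this part after the results were seen. The alternatives named here were set before the data were examined unless stated otherwise.

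Numbers of genes between genotypes at an adjusted p of at most 0.001 were lower than the paper's. At 0 d the count was 0 against the paper's more than 3000. Of the alternatives, the fit on the 30 libraries of the time course (2181) and the fit on all 42 libraries (2456) came within 1.5 times of 3000, the lower limit of that count. A threshold of 0.01 (1962), no filter on low values (0), the replicate block (0) and leaving out any replicate (0) did not. At 6 h the count was 0 against the paper's around 1500, where the fits on 30 (1362) and 42 libraries (1622) closed the gap and a threshold of 0.01 (427) and the others (0) did not. At 6 d it was 910 against the paper's more than 5000, where a threshold of 0.01 (5388) and the fits on 30 (6043) and 42 libraries (6114) closed the gap, and no filter, the replicate block and leaving out any replicate (0 each) did not.

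By direction, Fig. 4b shows, read by eye, about 1600 genes higher and about 1700 lower in *rpn12a-236* at 0 d, about 690 and about 990 at 6 h, about 1700 and about 1700 at 1 d, about 2500 and about 2900 at 3 d, and about 2800 and about 2500 at 6 d, the values being the paper's. The counts here were 0 and 0 at 0 d, 0 and 0 at 6 h, 0 and 0 at 1 d, 593 and 614 at 3 d, and 395 and 515 at 6 d. The fit on 42 libraries came within 1.5 times of each of these (1174 and 1282, 659 and 963, 1577 and 1730, 2036 and 2399, 2973 and 3141). The fit on 30 libraries did so for all except the lower genes at 0 d (1101 and 1080, 596 and 766, 1479 and 1600, 2016 and 2245, 2964 and 3079). A threshold of 0.01 did so at 1 d (1216 and 1241), 3 d (2798 and 2998) and 6 d (2595 and 2793), and not at 0 d (995 and 967) or 6 h (271 and 156). No filter, the replicate block and leaving out any replicate gave 0 in each direction at all 5 times.

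For the hormone list at an adjusted p under 0.0001, the count was 0 against the paper's 340. The fit on 30 libraries gave 237, within 1.5 times, and a threshold of 0.001 (73), no filter, the replicate block and leaving out any replicate (0 each) did not close the gap. Of the paper's 340 genes in the hormone clusters, 215 are listed with their own deposited z-scores, and no alternative applies to this value.

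The first principal component held 28.8% of the variance against the paper's 49%, and 25.7% in the 30 libraries of the time course. None of the alternatives that could be run closed the gap. The paper's share is of values before the scaling of each gene, which are not used here.

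Single genes and lists differed from the paper's statements as follows. The paper has *ORE1* repressed in the mutant: its adjusted p was above 0.01 at 0 d (0.0760), 6 h (0.285), 1 d (0.165) and 6 d (0.0552) and below it at 3 d (0.00328), and the fit on 30 libraries called it at 0 d (0.00564), 3 d (4.2e-06) and 6 d (0.00170). *SAG18* was not called at 6 d (0.0102), while the fit on 30 libraries (1.1e-05) called it, as did some of the fits that left out 1 library (0.00156 to 0.0394). *CKX2* was not called at 6 d (0.0138), while the fit on 30 libraries (2.0e-06) called it. Most of its groups were at the floor, so its p from 30 libraries does not reflect the WT spread at 6 d. *BT2* was called at 6 d only, and in the fit on 30 libraries at 1 d (0.00431) as well. *CKX* genes are stated to be mostly repressed: at 6 d *CKX5* and *CKX7* were called lower in the 6 libraries, *CKX2* was added by the fit on 30, and *CKX1*, *CKX3*, *CKX4* and *CKX6* were called in neither (adjusted p of 0.374, 0.442, 0.904 and 0.233 from 6 libraries). At 3 d *CKX5* was called lower from 6 libraries (0.00127) and *CKX1* and *CKX7* from 30 (0.00645 and 0.00361), and none was called higher. *RPN6* at 6 h was not called (0.0131), while the fit on 30 libraries (9.1e-07) called it.

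Of the hormone clusters the paper puts a difference at a single time for clusters 6, 7 and 8. In the z-scores of the listed genes cluster 8 did not overlap between genotypes at 0 d, 6 h, 1 d and 6 d (differences of 0.550, -0.371, -0.0738 and -0.142), cluster 7 at 6 h and 6 d, and cluster 6 at 6 h and 3 d. Cluster 1 overlapped at 6 d and cluster 3 at 0 d and 6 h, where the paper has a difference across the time course. The values listed for these clusters, of which 0 of 3 and 1 of 4 genes have their own, have other means there. In cluster 1 at 6 d these are -1.92 in WT and 0.886 in the mutant. In cluster 3 they are 0.192 and 0.719 at 0 d and -0.0929 and 0.0458 at 6 h. The listed values have no replicates and were not tested, so whether these means differ between the genotypes cannot be told. *EBF2*, which the fit on 30 libraries called lower at 6 h, 1 d and 3 d, was not called at 6 d (0.148, or 0.0229 from 30 libraries), nor was *AAO3* (0.133), which the fit on 30 libraries called (0.00740). The paper's text calls the mutation in RPN12a C-to-A, which gives a codon for K in place of the stop codon that C-to-T gives.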

Other observations

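The tests on the listed z-scores, on the scaling of each gene, on the absence of differences and on the spread at 6 h as the only cause were chosen after the results were seen. The other tests on the spread at 6 h and the splits of the libraries were set before, but how to read the spread and the scaling was settled after their values were seen.

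In the fits on 6 libraries, 0 genes differed between the genotypes at 0 d, 6 h and 1 d at an adjusted p of at most 0.001 (9064, 6762 and 9279 at an unadjusted p under 0.05). All 10 of the 10 splits of the 6 libraries therefore gave as many at these times, and 1 of 10 at 3 d (1207) and 6 d (910). At 0.01, the real split gave 1962, 427, 2457, 5796 and 5388 genes at the 5 times and the others gave 0, so 1 of 10 gave as many. For darkening in either genotype at each of the 4 times, 1 of 10 splits gave as many genes, and the largest other count was 5. For the hormone list at an adjusted p under 0.0001, all 100 of 100 assignments of genotype gave as many as the real 0 (554 genes at an unadjusted p under 0.05).

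An absence of differences at 0 d, 6 h and 1 d is not an explanation for these counts: in the fit on 30 libraries the real assignment gave 6622 genes over the 3 times and the largest of the other assignments gave 430, so 1 of 100 gave as many. The scaling of each gene may lower the power of the moderated test. In simulated values with 200 changed genes, 49 were recovered before the scaling and 0 after it, but with 6000 changed genes 2863 were recovered before and 2284 after it. How many genes differ therefore matters as well, and the effect of scaling on the real counts cannot be told from these simulations.

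Fewer genes were called between the genotypes at 6 h than at 0 d. The median SD between replicates at 6 h was 1.12 times that at 0 d, and the median absolute difference between the genotypes was 0.829 times that at 0 d. Smaller differences at 6 h are thus a candidate explanation. The values argue against a larger spread between replicates at 6 h as the only cause. With the same variance of each gene at all times, as in the fit on 30 libraries, 1362 genes were called at 6 h and 2181 at 0 d, a ratio of 0.624 (0.411 to 0.841 with replicates left out). At 1 d the median SD (0.346) was close to that at 6 h (0.351) and at 6 d (0.380) it was higher, while the median differences were 0.656 and 0.892 against 0.469 at 6 h. How much the spread adds to the lower count from 6 libraries stays open. For the drop at 6 h the paper proposes an influence of the circadian rhythm. The hour of harvest differs between 6 h and 0 d together with darkness, so these samples do not separate the hour from darkness for the mutant.

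In the list of hormone clusters, 125 of 340 genes stand beside the z-scores of another gene, and each of these 125 sets of values matches another deposited gene. Over the 10 conditions, the listed and the own deposited z-scores of these 125 genes correlated by -0.881 to 0.923 (median 0.143), and those of the other 215 by 1. Another normalization of the same genes would not give such matches. In clusters 5, 6, 7 and 8 the listed genes' own deposited z-scores had a median correlation with the mean of the correctly listed genes of 0.499, 0.398, 0.467 and 0.541 across the 10 conditions, and the values printed beside them -0.0434 to 0.0495 in clusters 5 and 6 and -0.277 and -0.380 in clusters 7 and 8. The lists of the senescence clusters (166 genes), of senescence genes (169), of the proteasome (67) and of hormone genes (646) carry each gene's own z-scores.

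In the TAIR10.1 assembly, codon 236 of RPN12a lies at 23958022 to 23958024 on chromosome 1, in coding exon 6 of 6, and is CAG, which codes for Q. A C-to-T change of its first base gives TAG, a stop codon, whereas C-to-A gives AAG, which codes for K. Supplementary Data 1 lists a C-to-T change at this place.

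OPR3, of the JA pathway and singled out after its values were seen, was higher in *rpn12a-236* than in WT at 0 d by 2.34 in z-score (SE 0.274, adjusted p = 0.00416, or 0.0101 to 0.0195 with 1 library left out, and 4.3e-09 in the fit on 30 libraries), with no overlap between the 3 libraries of each genotype. At 6 h, 1 d, 3 d and 6 d it was lower in the mutant, by -0.444, -0.494, -0.608 and -0.796 (adjusted p = 0.199, 0.114, 0.0195 and 0.0266, none at most 0.01), also with no overlap. The fit on 30 libraries called the difference at 6 d (0.00162) and not those at 6 h, 1 d and 3 d (0.111, 0.0523 and 0.0153).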
